# Transcriptome analysis reveals the mechanisms for mycorrhiza-enhanced salt tolerance in rice

**DOI:** 10.3389/fpls.2022.1072171

**Published:** 2022-12-19

**Authors:** Chen Hsieh, Yun-Hsin Chen, Kai-Chieh Chang, Shu-Yi Yang

**Keywords:** Arbuscular mycorrhizal symbiosis, salinity, transcriptome, *Oryza sativa L.*, Pi homeostasis, cell wall

## Abstract

More than half of the global population relies on rice as a staple food, but salinization of soil presents a great threat to rice cultivation. Although previous studies have addressed the possible benefits of arbuscular mycorrhizal (AM) symbiosis for rice under salinity stress, the underlying molecular mechanisms are still unclear. In this study, we found that mycorrhizal rice had better shoot and reproductive growth and a significantly higher K^+^/Na^+^ ratio in the shoot. The reactive oxygen species (ROS) scavenging capacity in rice shoots was also improved by AM symbiosis. To elucidate the molecular mechanisms required for AM-improved salt tolerance, transcriptome analysis revealing the differentially expressed genes (DEGs) based on the response to AM symbiosis, salinity or specific tissue was performed. Thirteen percent of DEGs showed tissue-preferred responses to both AM symbiosis and salt stress and might be the key genes contributing to AM-enhanced salt tolerance. Gene Ontology (GO) enrichment analysis identified GO terms specifically appearing in this category, including cell wall, oxidoreductase activity, reproduction and ester-related terms. Interestingly, GO terms related to phosphate (Pi) homeostasis were also found, suggesting the possible role of the Pi-related signaling pathway involved in AM-enhanced salt tolerance. Intriguingly, under nonsaline conditions, AM symbiosis influenced the expression of these genes in a similar way as salinity, especially in the shoots. Overall, our results indicate that AM symbiosis may possibly use a multipronged approach to influence gene expression in a way similar to salinity, and this modification could help plants be prepared for salt stress.

## Introduction

Rice (*Oryza sativa L.*), belonging to the family Gramineae (Poaceae), is a major food crop for more than half of the global population and is very susceptible to saline soil, which is one of the most important obstacles to crop production worldwide (Flowers and Yeo, 1995; Porcel et al., 2012). In view of the evidence from a recent study, up to 50% of cultivated land will be degraded by 2050 due to salinization (Hossain, 2019). Sodium (Na^+^) is the main toxic ion in salinized soil (Wakeel, 2013). Many cytosolic enzyme activities are activated by potassium but inhibited by sodium (Flowers et al., 1977). Salt stress can also reduce photosynthesis efficiency and induce changes in cell wall properties, ionic toxicity (primary effect) and osmotic stress (secondary effect), leading to the accumulation of reactive oxygen species (ROS) (Shomer et al., 2003; Sudhir and Murthy, 2004; Sharma et al., 2012; Singh et al., 2014). To increase tolerance to stress, plants have evolved a variety of physiological and biochemical mechanisms in response to salt damage. Regarding cell wall modification, previous studies have reported that monocot and dicot expansins play positive roles in plant resistance to salt stress (Yan et al., 2014; Li et al., 2015; Jadamba et al., 2020). To remove excess ROS, plants have developed a system including nonenzymatic and enzymatic antioxidants (Ahmad et al., 2010; Das and Roychoudhury, 2014). To mitigate the damage of toxic ions, mediating roles of transporters in Na^+^ absorption from root to shoot and Na^+^ compartmentalization within leaf tissues and cells, including Na^+^/H^+^ antiporter SOS1 (salt overly sensitive), Na^+^/K^+^ transporter HKT (high affinity potassium transporter) and vacuolar Na^+^/H^+^ antiporter NHX (sodium/hydrogen exchanger), are critical for salinity tolerance (Horie et al., 2007; Olias et al., 2009; Keisham et al., 2018). The role of osmoprotectants and hormones in salt stress tolerance has also been discussed (Gupta and Huang, 2014)

Arbuscular mycorrhizal (AM) fungi can form mutualistic symbiotic relationships with more than 80% of terrestrial plant species and 90% of agricultural plants (Smith and Read, 2010). These symbiotic relationships can enhance plant nutrient uptake from the soil, thereby improving growth and stress tolerance (Porras-Soriano et al., 2009; Kapoor et al., 2013; Rivero et al., 2018; Begum et al., 2019). AM fungi increase photosynthetic efficiency, secondary metabolite production, antioxidant activity and accessibility of water and nutrients to the plant and maintain ion balance under salt stress (Porcel et al., 2012; Evelin and Kapoor, 2014; Sarwat et al., 2016; Evelin et al., 2019). Moreover, AM symbiosis helps to prevent excessive Na^+^ uptake and transport from roots to shoots, enhancing the absorption of essential cations, such as K^+^, Ca^2+^, and Mg^2+^, and increasing the K^+^/Na^+^ or Mg^2+^/Na^+^ ratio in host plants under saline conditions (Giri et al., 2003; Giri and Mukerji, 2004; Colla et al., 2008; Evelin et al., 2019). AM-enhanced salt stress tolerance of rice has also been reported (Porcel et al., 2015; Porcel et al., 2016; Tisarum et al., 2020). The AM fungus *Claroideoglomus etunicatum* enhances the quantum yield of the rice plant (*O. sativa* L. cv. puntal) for photosystem II and decreases nonphotochemical quenching (NPQ) under salt stress, thereby improving the carbon dioxide (CO_2_) fixation efficiency (Porcel et al., 2015). Moreover, upland rice plants inoculated with AM fungi (*Glomus etunicatum*) have a higher level of photosynthetic abilities, photosynthetic pigment, stomatal conductance, transpiration rate, osmolyte production (e.g., total soluble sugar and free proline), osmotic potential and grain yield under salt stress (Tisarum et al., 2020). Furthermore, the expression of rice transporter genes (*OsSOS1*, *OsNHX3*, *OsHKT2;1* and *OsHKT1;5*), which are involved in vacuolar sodium sequestration and Na^+^ recirculation from shoots to roots, is upregulated in AM-colonized plants in a saline environment (Porcel et al., 2016). These studies all report the positive effects of AM symbiosis on salt stress tolerance in rice using phenomic approaches (Porcel et al., 2015; Porcel et al., 2016; Tisarum et al., 2020). Even though ample evidence has demonstrated that AM symbiosis has positive effects on plant physiological responses under salinity stresses, the underlying mechanism of how AM symbiosis manipulates its host plant to manage salt stress is still limited. A more recent RNA-seq-based transcriptome analysis revealed that the positive effects of AM symbiosis at the transcriptional level of *Sesbania cannabina* alleviate salt stress, which is mainly enriched in photosynthesis, ROS scavenging and specific transcription factors (Ren et al., 2019). Transcriptome analysis revealed that AM-induced genes in the roots of *Casuarina glauca* under salinity were enriched in antioxidant enzyme activity, carbohydrate metabolism, cell wall and ion transport (Wang et al., 2021). However, such comprehensive transcriptome analysis to reveal how AM symbiosis alleviates salt damage in rice has not yet been performed.

In this work, we investigated the effect of AM symbiosis on the growth and ion homeostasis of rice plants under salt stress. By using transcriptome analysis, we focused on differentially expressed genes (DEGs) showing tissue-preferred responses to both AM symbiosis and salt stress to illustrate how the transcriptome regulation of mycorrhizal rice plants responds to salt stress.

## Materials and methods

### Plant materials and growth conditions

Seeds of rice (*O. sativa L. japonica* cv. Nipponbare) were sterilized and germinated on 1/2 Murashige and Skoog (MS) medium with 0.8% agar. After one week, rice seedlings were transferred and grown in plastic tubes containing sterilized sands without (mock) or with sand inoculum containing spores of *Rhizophagus irregularis* (Ri, purchased from *Mycorise^®^ASP*, *Premier Tech*, Rivière-du-Loup, Québec, Canada). Plants were grown in a phytochamber with a 12-h day/night cycle at 30/28°C and 70% air humidity. The plants were regularly watered for the first week after inoculation and fertilized every second day with one-half Hoagland solution containing 25 μM phosphate (Pi). At five weeks postinoculation (5 wpi), mock and mycorrhizal plants were divided into two batches, in which one batch was treated with fertilizer solution supplemented with 150 mM NaCl (saline condition) and the other batch was grown under nonsaline conditions. At 8 wpi, shoots and roots were collected and separated to detect the physiological, biochemical and molecular responses. One biological replicate was the combination of two plants, and three biological replicates were collected from each treatment.

### Mycorrhizal quantification

Root samples were stained with Trypan blue, and mycorrhizal colonization was quantified with a modified gridline intersection procedure as described (Paszkowski et al., 2006).

### Plant phenotyping

For biomass measurement, the dry weight was measured after two days at 70°C in a hot-air oven. To monitor the tissue ion content, 0.05 g of chopped dry samples was digested with 2 ml 65% HNO_3_ and 0.5 ml H_2_O_2_ (both Suprapur; Merck) in a MarsXpress microwave digestion system (CEM, Matthews, NC, USA). After that, the samples were diluted with Milli-Q water (Millipore Co., MA, USA) to 20 ml, filtered using a 0.45‐μm membrane filter and injected into an inductively coupled plasma (ICP) analyzer. The elemental profile of plant samples was determined using inductively coupled plasma‐optical emission spectrometry (ICP‐OES; PerkinElmer OPTIMA 5300) according to a previously described method with some modification (Shanmugam et al., 2011). The relative ion concentration (mg/L) of each sample was obtained based on the wavelength intensity and calibration standard curve. For 3,3’-diaminobenzidine (DAB) staining, the youngest fully expanded leaves detached from 8-week-old plants were soaked in DAB solution (0.1%) overnight and then decolorized in bleaching solution (96% ethanol:acetic acid:glycerol = 3:1:1) at 70°C until the brown spots appeared clearly. To statistically present the H_2_O_2_ content visualization by DAB staining, all pictures were first transformed into 8-bit grayscale images. The percentage of brown area (the area of brown spots divided by the area of whole leaf) was quantified by using ImageJ.

### RNA extraction, cDNA synthesis, RT−PCR and RT−qPCR

RNA extraction, cDNA synthesis, RT−PCR, and RT−qPCR were performed as previously reported (Gutjahr et al., 2008). Total RNA was extracted from 100 mg shoot or root tissue by using TRIzol Reagent (Invitrogen™) following the manufacturer’s instructions. For the following gene expression analysis, genomic DNA was removed from total RNA using DNase I (RNase-free, Invitrogen™). After DNase I treatment, purified RNA samples were reverse transcribed using the Moloney murine leukemia virus reverse transcriptase kit (Invitrogen™) with oligo (dT) primers for cDNA synthesis. The RT-qPCRs were performed with SYBR^®^ Green Supermix (2X) (Bio-Rad) on a CFX Connect Real-Time PCR Detection System (Applied Biosystems) as described in the manufacturer’s protocol. Transcript levels were normalized to constitutively expressed *Cyclophilin2* (Gutjahr et al., 2008). The RT−qPCR primers were designed using Primer3 web version 4.1.0 (http://primer3.ut.ee/). All RT−qPCR primers are listed in **Supplementary Table S9**.

### Illumina library preparation, sequencing and functional annotation

A total amount of RNA (≥ 4 μg) per sample was used for transcriptome sequencing. The quantity and purity of the purified RNA was assessed using a NanoDrop ND-2000 (Thermo Scientific, Wilmington, MA, USA) and an Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA, USA) before Illumina NGS sequencing. To construct the sequencing libraries, only high-quality RNA samples were used (OD260/280 = 1.8~2.0, OD260/230 ≥ 2.0, RIN ≥ 7.0). After purification, end repair, and ligation to sequencing adapters, strand-specific sequencing libraries were constructed by using the Illumina HiSeq 4000 platform (2 × 150 bp paired end) and following the handbook for the NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (Genomics Biotechnology Co., Ltd, Taipei, Taiwan). The read depth is 6 Gb. The quality control of raw reads was evaluated using FastQC software v0.11.8 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The low-quality reads (Q-value < 20) and adaptors were removed using the sequence preprocessing tool Trimmomatic v0.39 (Bolger et al., 2014). After low-quality reads and adaptors were removed, all reads were mapped to *Oryza sativa* v7.0 from Phytozome 13 (Goodstein et al., 2012) with STAR (Dobin et al., 2013) and quantified with Salmon (Patro et al., 2017) using the nf-core/rnaseq pipeline (Ewels et al., 2020).

### Differentially expressed gene analysis

Genes with low expression (log2CPM < -3) were filtered out based on the CPM value. DEGs were identified using the edgeR (empirical analysis of DGE in R) package v3.10.5 by comparing the counts per million (CPM) values between treatment groups (Robinson et al., 2010). Three treatment groups (salt, AM and tissue) were categorized to identify DEGs responding to salt, AM symbiosis or tissue from pairwise comparison between samples with one factor difference. For example, salt-responsive genes were identified between the same tissues with the same mycorrhizal treatment but grown under control and salinity conditions. AM-responsive genes were identified between the same tissues with the same salinity treatment but grown under mock and mycorrhizal conditions. Tissue-responsive genes were identified between roots and shoots with the same salinity and mycorrhizal treatment. In each group, four pairwise comparisons were performed. An adjusted p value and false discovery rate (FDR) < 0.05 and an absolute value of log2-fold-change > 1 were considered significant thresholds. To further analyze the overlap of DEGs among different treatment groups, a custom Python script was used to plot the Venn diagram of the DEGs responsive to salt, AM symbiosis and tissue.

### GO enrichment analysis

After obtaining the DEGs in each region from Venn diagram analysis, a gene ontology (GO) enrichment analysis of the DEGs was performed with CARMO, a web-based tool for GO analysis (Wang et al., 2015) with “MSU RGAP ID” selected. The output GO list from CARMO was submitted to REVIGO (Supek et al., 2011) for visualization for interpretation. The bubble plot in the manuscript was plotted with a custom Python script using the scatterplot function from the package seaborn (Waskom et al., 2017). The GO terms from each region were sorted by FDR and filtered based on FDR < 0.05. Only the top 15 terms were visualized on the bubble plot.

### Gene expression heatmap visualization

Fold change values were calculated by edgeR (Robinson et al., 2010). TPM values were calculated by Salmon (Patro et al., 2017). Custom Python scripts were used to visualize the fold change value of the selected genes with the clustermap function from the seaborn package (Waskom et al., 2017).

### Statistical analysis

The experiment to observe phenotypic data was arranged with three to seven biological replicates in each treatment. The mean values were compared using two-way ANOVA followed by a least significant differences (LSD) *post hoc* test and analyzed by R software.

### Accession numbers

Sequence data from this article can be found in the Michigan State University Rice Genome Annotation Project database (http://rice.plantbiology.msu.edu) using the following accession numbers: *granule-bound starch synthase II* (*OsGBSSII*) (LOC_Os07g22930), *xyloglucan endotransglucosylase/hydrolases 19* (*OsXTH19*) (LOC_Os03g01800), *low phosphate root 5* (*OsLPR5*) (LOC_Os01g03640), *purple acid phosphatase 7* (*OsPAP7*) (LOC_Os11g34720) and *OsCyclophilin2* (LOC_Os02g02890). The sequencing files discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through Gene Expression Omnibus (GEO) Series accession number GSE200863 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE200863).

## Results

### Phenotypic changes in mock and mycorrhizal plants under salt stress

To examine whether mycorrhizal rice plants could maintain better growth under salt stress, 5-week-old rice seedlings inoculated with the AM fungus *R. irregularis* (Ri) or without (mock) were grown under nonsaline (0 mM NaCl) or saline (150 mM NaCl) conditions for another three weeks. To investigate the effect of salinity on fungal growth, the fungal colonization level was quantified. Mock plants did not show the presence of AM fungi under either saline or nonsaline conditions (data not shown). The average fungal colonization levels reached 91% and 93% under nonsaline and saline conditions, respectively, indicating that AM fungi successfully colonized rice roots. The abundance of vesicles was slightly reduced by salinity, and the level of extraradical hyphae was higher under salt stress. The levels of the remaining fungal structures were not significantly different between nonsaline and saline conditions (**Figure 1A**). These results indicated that salt stress had a mild impact on AM symbiosis.

**Figure 1:**
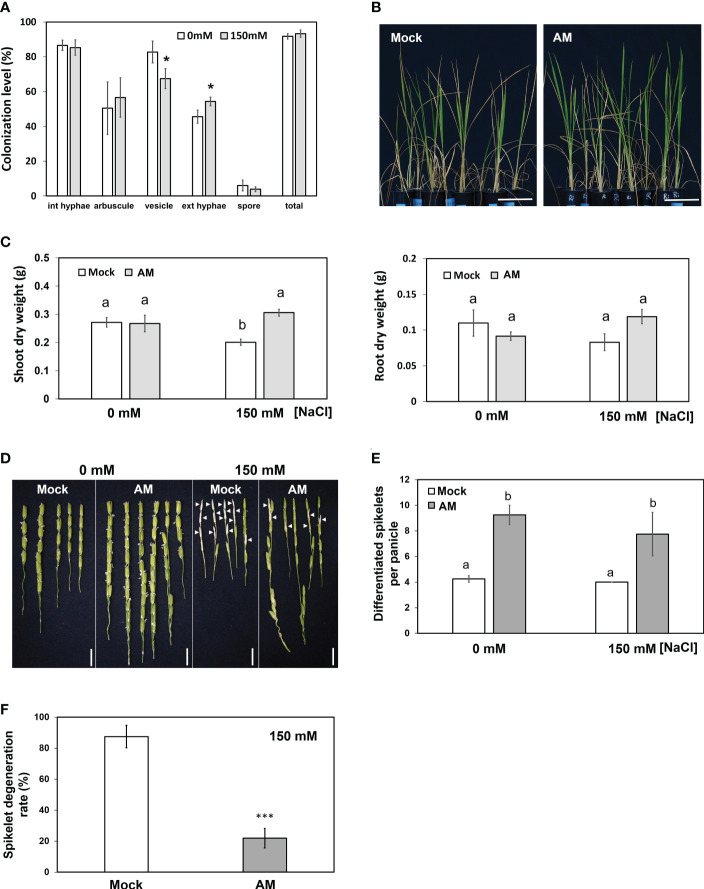
Physiological and agronomic traits of mock and mycorrhizal plants under salt stress. **(A)** Fungal colonization levels expressed as a percentage of colonized roots. **(B)** Phenotype of rice plants under salt stress. **(C)** Dry weight of shoots and roots. **(D)** Spikelet phenotype. Arrowheads indicate the typical salt-injured spikelets. **(E)** Comparison of spikelet number per panicle in mock and mycorrhizal plants. **(F)** Spikelet degeneration rate of mock and mycorrhizal plants under salt stress. The spikelet degeneration rate was defined as the degenerated spikelet number divided by the total number of spikelets per panicle. Rice plants were grown without (mock) or with the AM fungus *R. irregularis* (AM) for 5 weeks and then treated with normal (0 mM NaCl) or salt solution (150 mM NaCl) for 3 weeks. Standard error is derived from 3-7 biological replicates. One plant was considered one biological replicate in **(C-F)**, and two plants were considered one biological replicate in **(A)**. Different letters represent significant differences at *p* < 0.05 (two-way ANOVA followed by a least significant differences *post hoc* test). *p < 0.05, ***p < 0.001 for Student’s t test. Scale bar = 10 cm in **(B)** and 1 cm in **(D)**.

Mycorrhizal plants showed fewer wilted blade tips than mock plants under saline conditions (**Figure 1B**). Under nonsaline conditions, both the shoot and root biomass of mock plants and mycorrhizal plants were not different (**Figure 1C**), reflecting the fact that rice is an AM-nonresponsive plant (Smith et al., 2004; Li et al., 2006; Hata et al., 2010; Smith and Read, 2010). On the other hand, under saline conditions, the shoot biomass of mock plants but not mycorrhizal plants was severely decreased by salt stress (**Figure 1C**). The dry weight of mycorrhizal plant shoots was significantly higher than that of the mock group (1.5-fold) under salt stress. In contrast, AM symbiosis did not influence root biomass significantly under either nonsaline or saline conditions (**Figure 1C**). These results suggested that AM symbiosis may help rice plants maintain better shoot growth under salt stress.

We then aimed to further examine whether AM symbiosis also had positive effects on reproductive growth (panicle development) under salt stress. Compared with the mock plants, the mycorrhizal plants showed a 2.17- and 1.93-fold increase in differentiated spikelet numbers under control and salt stress conditions, respectively (**Figure 1E**). In addition, AM-colonized plants contained fewer salt-injured spikelets (**Figure 1D**), and the spikelet degeneration rate (number of salt-injured spikelets divided by total number of spikelets) in mycorrhizal plants was significantly lower than that in mock plants under salt stress (**Figure 1F**). These results further indicated that AM symbiosis could enhance spikelet tolerance to salt stress.

To evaluate the effect of salt stress on nutrient content, the concentrations of Na^+^, K^+^ and P were measured. Under salt stress, the Na^+^ concentration significantly increased compared to nonsaline conditions in both mock and mycorrhizal plants. Strikingly, mycorrhizal shoots presented a lower concentration of Na^+^ than mock shoots under salt stress (**Supplementary Figure S1A**). The ability to maintain a high cytosolic K^+^/Na^+^ ratio is an indicator of plant salt tolerance (Gregorio and Senadhira, 1993; Wu et al., 2013), so the K^+^ concentration was also measured to calculate the K^+^/Na^+^ ratio. The only difference in K^+^ concentration between mock and mycorrhizal plants was found in shoot tissue under salt stress, in which mock shoots accumulated more K^+^ than mycorrhizal shoots (**Supplementary Figure S1B**). Salt stress significantly reduced the K^+^/Na^+^ ratio in both mock and mycorrhizal plants. In roots, the K^+^/Na^+^ ratio of mycorrhizal plants was significantly higher than that of mock plants under nonsaline conditions (**Supplementary Figure S1C**). However, in shoots, the K^+^/Na^+^ ratio of mycorrhizal plants was significantly higher than that of mock plants under saline conditions (**Supplementary Figure S1D**). Even though the shoot/root Na^+^ ratio was significantly increased by salt stress, the shoot/root Na^+^ ratio was significantly lower in mycorrhizal plants than in mock plants, suggesting that mycorrhizal plants restrict sodium movement from roots to shoots (**Supplementary Figure S1E**). Previous studies showed that phosphate enhanced plant growth under saline conditions (Okusanya and Fawole, 1985). Therefore, we also measured the phosphorus content of plants. The results showed that the phosphorus content in mycorrhizal plants significantly increased in both shoots and roots compared with mock plants under both nonsaline and saline conditions (**Supplementary Figure S1F**). The positive effect of AM symbiosis not only enhanced salt tolerance, as shown by the K^+^/Na^+^ ratio, but also increased the efficiency of phosphate uptake.

Since AM symbiosis maintained shoot growth under salt stress (**Figure 1C**), whether the ROS level was different between mock and mycorrhizal shoots was further analyzed by visualizing H_2_O_2_ content histochemical stained with 3,3′-diaminobenzidine (DAB). It was obvious that the area of brown coloration was larger in mock shoots than in mycorrhizal shoots under salt stress (**Figure 2**). The results suggested that AM symbiosis may enhance the reduction in H_2_O_2_ levels in the shoots to protect the rice plant from oxidative damage under salt stress.

**Figure 2:**
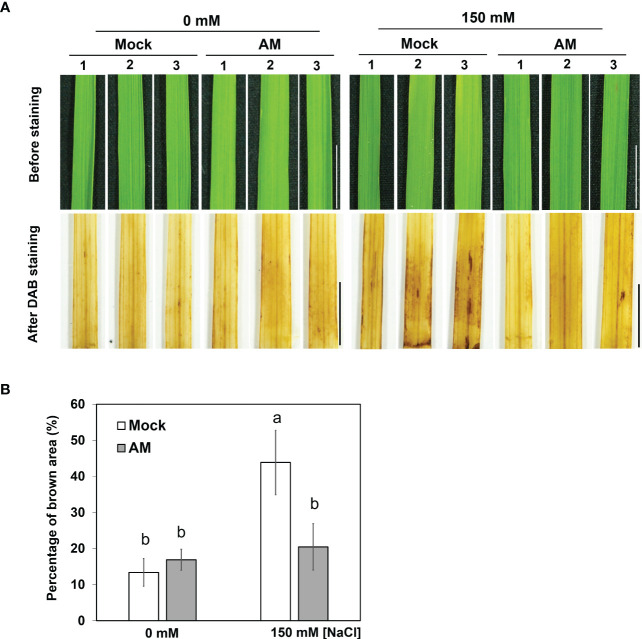
DAB staining in rice shoots under salt stress **(A)** Accumulation of H_2_O_2_ visualized in leaf blades by DAB staining after 3 weeks of salt stress. The eighth fully expanded leaves from 5-6 plants were detached and incubated in DAB solution for 16 hrs, and representative leaves from 3 plants are presented. Mock, nonmycorrhizal plants; AM, mycorrhizal plants inoculated with *R. irregularis*. Scale bar = 1 cm. **(B)** The percentage of brown area (the area of brown spots divided by the area of whole leaf) of DAB staining was quantified by using ImageJ. The standard error was derived from 5-6 biological replicates (one plant was considered one biological replicate). Different letters represent significant differences at *p* < 0.05 (two-way ANOVA followed by a least significant differences *post hoc* test).

### Identification of differentially expressed genes regulated by AM symbiosis in response to salt stress

To better understand the salt tolerance mechanism in mycorrhizal plants at the molecular level, RNA sequencing was used to investigate differential gene expression in response to AM symbiosis under salt stress. 

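The samples were roots and shoots of rice (Oryza sativa cv. Nipponbare) inoculated with the AM fungus Rhizophagus irregularis or mock inoculated, grown with 0 or 150 mM NaCl and harvested 8 weeks post inoculation. By the paper's methods NaCl was given only over the last weeks before harvest, and each biological replicate combined 2 plants. The processed files hold 23 libraries, 11 at 0 mM and 12 at 150 mM, and 22 of them are listed in Supplementary Table S1. The remaining library, mock root replicate 3 at 150 mM, was left out of the main comparisons and each comparison of 150 mM roots was also made with it. Groups hold 3 libraries, apart from mycorrhizal roots at 0 mM and the listed mock roots at 150 mM, which hold 2 each. By the paper's Supplementary Table S1 the libraries had 47156398 to 75923448 cleaned reads. The authors' values are transcript abundances in TPM, scaled per library, in 1 table per NaCl level, with 30622 transcripts of 27176 loci at 0 mM and 40376 transcripts of 35617 loci at 150 mM, and 25814 loci stand in both. TPM was summed over the transcripts of each locus, and log2(TPM + 1) was compared between groups with limma, fitted over the 4 groups of a table. Loci with a TPM of at least 1 in at least 2 libraries were tested, 23545 at 0 mM and 26763 at 150 mM, and a gene passed at the paper's thresholds, a false discovery rate of 0.05 and an absolute log2 fold change of 1. Adding 1 TPM understates the fold change of genes with low values. Because the tables list different loci, levels at 0 and 150 mM are given side by side with no test between them. The listed loci held 79.8% to 87.0% of the TPM total in shoots. In roots at 0 mM they held 50.3% to 78.7% in mock and 45.4% to 52.5% in mycorrhizal libraries, and in roots at 150 mM 35.1% to 37.3% in the listed mock, 48.9% in mock replicate 3 and 24.0% to 35.7% in mycorrhizal libraries.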

RNA-seq data were generated from the roots and shoots of mock and mycorrhizal plants grown under nonsaline and saline conditions with two to three biological replicates. Twenty‐two paired‐end libraries (**Supplementary Table S1**) were generated, and 683,233,862 and 656,077,984 paired-end 150 bp raw reads were obtained from the control and salt treatment samples, respectively. After removing the low-quality raw reads (Q-value < 20) and trimming adaptor sequences, a total of 671,602,666 cleaned reads with > 90% Q30 bases from nonsaline samples and 635,393,116 from saline samples were selected as high-quality reads for further analysis (**Supplementary Table S1**). All the high-quality reads served as input to the nfcore/rnaseq pipeline. The genome reference of *Oryza sativa* v7.0 was downloaded from Phytozome 13 (https://phytozome-next.jgi.doe.gov/). 

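Genes that rice roots switch on in the presence of AM fungi separated the root libraries. LOC_Os01g46860, an inorganic phosphate transporter, had 54.2 ± 17.8 (SD, n = 3) TPM in mycorrhizal roots at 150 mM and at most 0.02 TPM in the 2 listed mock root libraries, and LOC_Os04g04750, a peroxidase, had 59.7 ± 23.0 TPM and at most 0.02 TPM. The unlisted mock root replicate 3 had 74.1 TPM of LOC_Os01g46860, 77.9 TPM of LOC_Os04g04750 and 174.7 TPM of LOC_Os01g57400, a lysM domain protein listed at 0 in both other mock root libraries. All 11 measured genes of a list of AM-induced markers were higher in this library than in either other mock root library. Across genes, Pearson's r of log2(TPM + 1) between libraries of one group was 0.959 to 0.977 in roots and 0.922 to 0.975 in shoots at 0 mM, and 0.970 to 0.976 in roots and 0.949 to 0.968 in shoots at 150 mM. Between mock and mycorrhizal libraries of one tissue it was 0.918 to 0.939 in roots and 0.893 to 0.965 in shoots at 0 mM, and 0.925 to 0.953 and 0.934 to 0.965 at 150 mM, so in shoots the ranges overlapped. Between roots and shoots it was 0.666 to 0.740 at 0 mM and 0.674 to 0.740 at 150 mM. Mock root replicate 3 had an r of 0.947 to 0.958 with the mock and of 0.960 to 0.981 with the mycorrhizal roots at 150 mM. No test was made, since genes are not independent replicates.

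**Figure D1:**
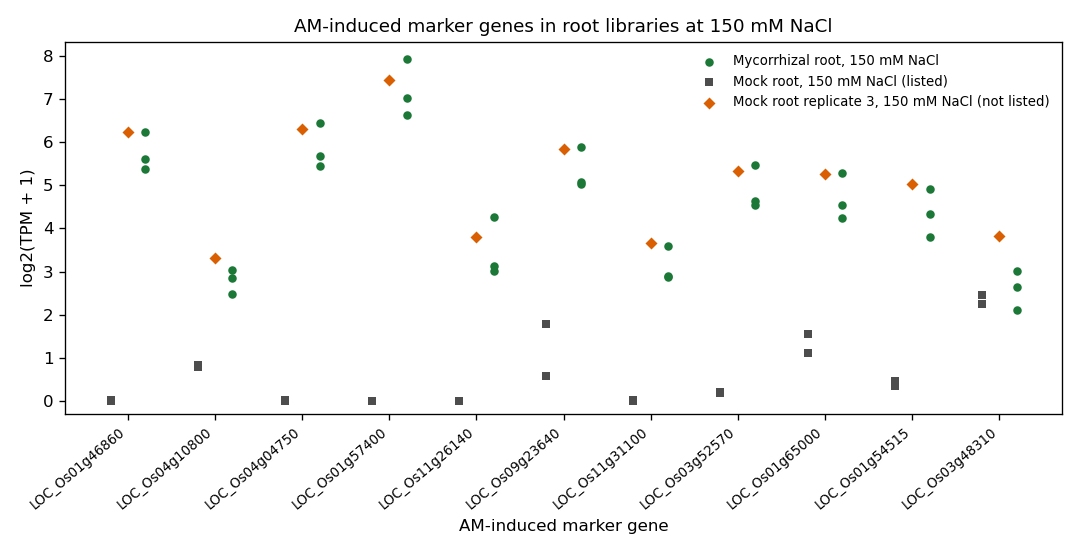
Level of 11 AM-induced marker genes in each root library at 150 mM NaCl. The y axis is log2(TPM + 1), each point is 1 library, and colors mark the 2 listed mock libraries, mock replicate 3 and the 3 mycorrhizal libraries. For LOC_Os01g46860 mock replicate 3 has 74.1 TPM, within the 40.6 to 74.3 TPM of the mycorrhizal libraries.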

Sample correlation matrix analysis revealed a strong similarity between the biological replicates (**Supplementary Figure S2**).

Differentially expressed genes (DEGs) affected by one of the three factors, salinity, AM symbiosis and tissue, were identified with cutoffs of | log_2_ (fold-change) | > 1 and FDR < 0.05. For tissue-preferred expression, approximately nine thousand genes showed differential expression patterns between shoots and roots in each condition, and among these genes, approximately 45% showed higher expression in the roots than in the shoots. Moreover, this ratio was similar and not affected by salinity or AM symbiosis (**Figure 3A**). 

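Genes of photosynthesis separated shoots from roots in mock and in mycorrhizal plants at both NaCl levels. LOC_Os01g31690, an oxygen-evolving enhancer protein of photosystem II, had 2502 ± 751 (SD, n = 3) TPM in mock shoots and 0.370 ± 0.231 TPM in mock roots at 0 mM, a root minus shoot log2 fold change of -10.80 (standard error 0.32, adjusted p = 1.9e-09). In mock plants at 0 mM all 16 measured genes of a photosynthesis list were higher in shoots (16 adjusted over the list alone, median log2 fold change -10.06). Of 8 root nutrient transporters, 7 were higher in roots and none in shoots (median 2.98). Among them the aquaporin LOC_Os02g51110, known as the silicon channel Lsi1, had 1073 ± 349 TPM in roots and 10.4 ± 3.82 TPM in shoots (6.57 (standard error 0.34, adjusted p = 8.2e-08)). Of 16 floral MADS-box genes, which mark panicles, 15 were higher in shoots (16 adjusted over the list alone, median -4.07), among them LOC_Os07g01820 (OsMADS15) with 269 ± 61.1 TPM in shoots and 13.3 ± 3.53 TPM in roots (-4.24 (standard error 0.21, adjusted p = 6.9e-08)). By camera, which compares a list with all other genes, the adjusted p was 1.4e-15 for photosynthesis, 4.0e-07 for root transporters and 8.1e-06 for MADS-box genes, and adjusted p = 0.38, 0.24 and 0.47 with an estimated correlation. In total 7514 genes differed between mock roots and shoots at 0 mM, 2340 of them higher in roots. Beside these changes, the median of all genes was -0.34 in root minus shoot log2 fold change.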

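The tissue contrasts of single genes were large in every condition. The root minus shoot log2 fold change of LOC_Os01g31690, the photosystem II protein, was -10.10 (standard error 0.36, adjusted p = 6.6e-09) in mycorrhizal plants at 0 mM, -9.77 (standard error 0.23, adjusted p = 3.2e-11) in mock plants at 150 mM and -9.68 (standard error 0.21, adjusted p = 1e-11) in mycorrhizal plants at 150 mM. For the aquaporin LOC_Os02g51110 the values were 6.97, 6.90 and 3.66 (standard error 0.40, adjusted p = 1.6e-06). All 19 photosynthesis genes tested at 150 mM were higher in shoots, in mock and in mycorrhizal plants. In mycorrhizal plants at 0 mM 9855 genes differed between tissues, 21.9% of them higher in roots, where mock plants had 31.1%. At 150 mM 19008 genes differed in mock plants and 21584 in mycorrhizal plants, 5.41% and 3.67% of them higher in roots, and the median of all genes was -1.42 and -1.85. Adding mock root replicate 3 gave 17589 genes in mock plants, 6.79% of them higher in roots. The share higher in roots rested on the scaling. After quantile normalization it was 50.5% and 49.3% in mock and mycorrhizal plants at 0 mM and 48.0% and 47.6% at 150 mM, with 6839 and 7064 genes passing at 150 mM.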

For AM-regulated expression, the number of DEGs regulated by AM symbiosis varied. For example, 2025 and 135 genes were regulated by AM symbiosis in the shoots grown under control and salinity conditions, respectively, and 1480 and 818 genes were regulated by AM symbiosis in the roots grown under control and salinity conditions, respectively. 

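Marker genes of the symbiosis rose in mycorrhizal roots at 0 mM. LOC_Os01g46860, an inorganic phosphate transporter, had 462 ± 103 (SD, n = 2) TPM in mycorrhizal and 2.76 ± 1.03 (SD, n = 3) TPM in mock roots, a log2 fold change of 6.96 (standard error 0.56, adjusted p = 1.4e-05). Of 10 measured AM markers 9 rose and none fell (9 adjusted over the list alone, median 5.32, camera adjusted p = 1.1e-35, and adjusted p = 0.00026 with an estimated correlation). LOC_Os04g04750, a peroxidase, and LOC_Os09g39520, a cupin domain protein, had 275 ± 2.11 and 501 ± 65.2 TPM in mycorrhizal roots and were listed at 0 in mock roots, and LOC_Os04g13090, a vignain-type cysteine protease, rose by 7.33 (standard error 0.39, adjusted p = 3.9e-07). Phosphate starvation genes went the other way, of which 9 of 17 fell and none rose (16 lower adjusted over the list alone, median -1.41, adjusted p = 1.0e-06, and adjusted p = 0.50 with an estimated correlation). One of them, the phosphate transporter LOC_Os03g05640, fell from 266 ± 89.2 to 48.6 ± 16.2 TPM (-2.41 (standard error 0.29, adjusted p = 0.00045)). LOC_Os02g02400, catalase isozyme A, fell by 1.97 on the log2 scale (standard error 0.28, adjusted p = 0.0014). The median of all genes was -0.31 in these roots. In total 1479 genes passed. The count was 970, 3174 and 738 without mock root replicate 1, 2 and 3 in turn, and 277 and 406 without mycorrhizal root replicate 1 and 3.
Mycorrhizal and mock shoots at 0 mM differed in 697 genes. LOC_Os06g06320, an FT-like gene of the florigen family, fell from 24.5 ± 6.63 (SD, n = 3) to 1.71 ± 1.39 (SD, n = 3) TPM (log2 fold change -3.39 (standard error 0.40, adjusted p = 0.0032)), and LOC_Os08g06110, a MYB transcription factor, from 105 ± 43.8 to 11.7 ± 1.96 TPM (-3.00 (standard error 0.30, adjusted p = 0.0014)). LOC_Os10g05750, a pollen Ole e I and extensin family gene, rose from 3.20 ± 3.83 to 103 ± 56.0 TPM (4.88 (standard error 0.53, adjusted p = 0.0023)), and LOC_Os08g35760, a cupin, by 5.08 (standard error 0.68, adjusted p = 0.0043). Mock shoot replicates 1 and 2 carried transcripts of mature pollen, with a mean log2(TPM + 1) over 5 pollen genes of 5.09 and 3.86, against 0.614 in replicate 3 and 0.527 to 0.660 in mycorrhizal shoots. None of the 5 passed in limma over all genes (4 at an unadjusted p under 0.05), and 4 were lower adjusted over the list alone. The tapetum and anther list was highest, at 4.41, in 1 mycorrhizal shoot library, and none of its 12 genes passed in limma (4 at an unadjusted p under 0.05). Without both mock libraries with pollen transcripts, a check chosen after the data were seen, 53 genes passed. Without mock shoot replicate 1, 2 and 3 in turn 380, 353 and 1327 genes passed, and without mycorrhizal shoot replicate 1, 2 and 3 in turn 1204, 178 and 414.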

The number of AM-regulated DEGs was dramatically reduced in the roots and shoots grown under salt stress compared to those under control condition. 

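At 150 mM NaCl the AM markers were again high in mycorrhizal roots. LOC_Os01g57400, a lysM domain protein, had 157 ± 76.1 (SD, n = 3) TPM in mycorrhizal roots and was listed at 0 in the 2 listed mock libraries. Of 11 measured AM markers 10 rose and none fell (10 adjusted over the list alone, median 3.96, camera adjusted p = 3.6e-56, and adjusted p = 0.0068 with an estimated correlation). Single genes of the response to drought and abscisic acid (ABA) fell in these roots, among them LOC_Os09g35010, a DREB transcription factor, from 75.7 ± 38.9 (SD, n = 2) to 2.48 ± 3.08 TPM (log2 fold change -4.74 (standard error 0.57, adjusted p = 0.00041)), and LOC_Os07g12340, a NAC domain gene, from 60.7 ± 18.1 to 7.64 ± 5.27 TPM (-2.98 (standard error 0.40, adjusted p = 0.00097)). Of 16 listed ABA and osmotic stress genes 3 fell and none rose (3 adjusted over the list alone, adjusted p = 0.069, and adjusted p = 0.87 with an estimated correlation). In total 720 genes passed in roots. The count was 309 and 272 without mock root replicate 1 and 2, and 421 and 1634 without mycorrhizal root replicate 2 and 3.
With mock root replicate 3 added, 433 genes passed in roots, 3 of them higher in mycorrhizal roots. No AM marker passed in limma with it (10 of 11 at an unadjusted p under 0.05, and 10 higher adjusted over the list alone, median 2.41), and LOC_Os01g46860 had a log2 fold change of 3.65 (adjusted p = 0.079). LOC_Os09g35010 still fell (-3.90, adjusted p = 0.025).
In shoots at 150 mM 268 genes passed, and 230 with mock root replicate 3 in the fit. LOC_Os05g11320, a metallothionein-like gene, rose from 79.9 ± 76.8 (SD, n = 3) to 507 ± 14.6 TPM (3.06 (standard error 0.53, adjusted p = 0.016)), and LOC_Os04g59260, a peroxidase, from 3.64 ± 1.51 to 34.6 ± 22.3 TPM (2.81 (standard error 0.36, adjusted p = 0.0043)). LOC_Os05g48200, a glutamate synthase of nitrogen assimilation, fell from 89.9 ± 36.9 to 14.4 ± 2.79 TPM (-2.49 (standard error 0.39, adjusted p = 0.011)), which did not pass with mock root replicate 3 in the fit (adjusted p = 0.072). Fitted on the shoot libraries alone, 3 genes passed, none of them named here (adjusted p = 0.11, 0.089 and 0.067), and without mock shoot replicate 2 the count was 484. Of the 16 ABA and osmotic stress genes none passed in limma over all genes (8 at an unadjusted p under 0.05) and 6 were lower adjusted over the list alone (median -0.92, camera adjusted p = 2.1e-08, and adjusted p = 0.42 with an estimated correlation). Whether the AM effect differs between 0 and 150 mM was not tested, since the tables list different loci.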

Interestingly, more genes were downregulated in shoots but upregulated in roots by AM symbiosis under both control and salinity conditions (**Figure 3B**). 

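By the deposited TPM, 528 genes were higher and 951 lower in mycorrhizal than in mock roots at 0 mM, and 275 higher and 445 lower at 150 mM. In shoots 272 were higher and 425 lower at 0 mM, and 150 higher and 118 lower at 150 mM. The direction of the majority turned with the scaling and with single libraries. After quantile normalization 67.2% of the passing genes were higher in mycorrhizal roots at 0 mM and 61.9% at 150 mM, where the deposited values gave 35.7% and 38.2%, and with mock root replicate 3 added the deposited values gave 0.693% at 150 mM. In shoots the share higher was 39.0% and 46.4% after quantile normalization at 0 mM, and 56.0% and 36.6% at 150 mM. Without mock root replicate 1, 2 and 3 in turn the share higher in roots at 0 mM was 51.1%, 16.8% and 57.7%, and without mycorrhizal root replicate 1 and 3 it was 61.0% and 56.7%. For roots at 150 mM it was 58.3% without mock replicate 1 and 56.7% without mycorrhizal replicate 1, for shoots at 0 mM 52.7% without mycorrhizal replicate 1, and for shoots at 150 mM 37.8% without mock replicate 1. LOC_Os01g46390, a DUF538 domain protein, was the gene with the largest rise in roots at 0 mM, with 608 ± 114 (SD, n = 2) TPM in mycorrhizal and 0.0200 ± 0.0346 (SD, n = 3) TPM in mock roots (9.21 (standard error 0.22, adjusted p = 1.6e-09)). LOC_Os09g39090, a vignain-type cysteine protease, fell from 932 ± 487 to 25.4 ± 15.4 TPM (-5.14 (standard error 0.43, adjusted p = 2.1e-05)), and LOC_Os10g11140, a phosphoglucomutase, from 77.4 ± 7.47 to 6.11 ± 1.63 TPM (-3.48 (standard error 0.22, adjusted p = 1.4e-06)). The median log2 fold change of all genes was -0.25 in roots at 150 mM and -0.45 with mock root replicate 3, and 0.01 and 0.13 in shoots at 0 and 150 mM.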

For salinity-regulated expression, the number of DEGs regulated by salinity also varied. For example, 4058 and 676 genes were regulated by salinity in the shoots under mock and mycorrhizal conditions, respectively, and 1702 and 1223 genes were regulated by salinity in the roots under mock and mycorrhizal conditions, respectively. 

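Levels at 0 and 150 mM come from tables that list different loci, so they are set side by side without a test. The mean log2(TPM + 1) of 17 phosphate starvation genes was 6.07 ± 0.226 (SD, n = 3) in mock shoots at 0 mM and 4.46 ± 0.310 (SD, n = 3) at 150 mM, and 4.72 ± 0.177 and 5.12 ± 0.351 in mycorrhizal shoots. Over 18 ABA and osmotic stress genes it was 4.13 ± 0.190 in mock shoots at 0 mM and 4.96 ± 0.280 at 150 mM, and 3.87 ± 0.570 and 4.24 ± 0.352 in mycorrhizal shoots. For 18 antioxidant enzymes the means were 5.76 ± 0.0146 and 6.35 ± 0.195 in mock and 5.70 ± 0.0523 and 6.49 ± 0.0375 in mycorrhizal shoots. The photosynthesis list, 17 genes, was at 9.90 ± 0.398 and 9.13 ± 0.233 in mock and at 9.67 ± 0.699 and 9.00 ± 0.215 in mycorrhizal shoots, and 17 genes of Na+ and K+ transport were at 3.56 ± 0.163 and 3.13 ± 0.285 in mock and at 3.44 ± 0.145 and 3.43 ± 0.0459 in mycorrhizal shoots. In mycorrhizal roots the mean of 10 AM markers was 6.28 ± 0.121 (SD, n = 2) at 0 mM and 4.28 ± 0.453 (SD, n = 3) at 150 mM, where the listed loci also held a smaller share of the TPM total.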

The number of salinity-regulated DEGs was significantly reduced in the tissues colonized by AM fungi, especially in shoots. In addition, salinity stress upregulated more genes in roots than no stress under both mock and mycorrhizal conditions. However, more genes were downregulated by salinity stress in mock shoots but upregulated in mycorrhizal shoots (**Figure 3C**). These results showed that the effect of AM symbiosis and salinity on gene expression was less pronounced under salinity and mycorrhizal conditions, respectively. In addition, compared to mock shoots, mycorrhizal shoots showed differential responses to salt stress.

**Figure 3:**
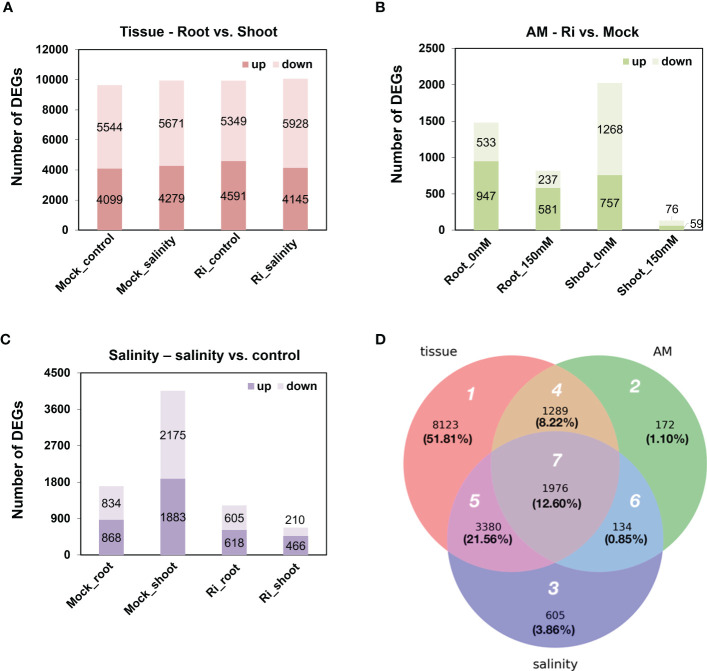
Differentially expressed genes (DEGs) regulated by tissue, AM symbiosis, and salinity stress **(A)** The number of up- and downregulated DEGs in roots compared to shoots. Upregulated referred to higher expression in roots compared to shoots and vice versa. **(B)** The number of up- and downregulated DEGs by AM symbiosis. Upregulated referred to higher expression in mycorrhizal (Ri) tissues than mock tissues and vice versa. **(C)** The number of up- and downregulated DEGs by salinity. Upregulated referred to higher expression in tissues grown under salinity conditions (150 mM) than under control conditions (0 mM) and vice versa. A total of 8 groups of samples were pairwise compared to identify DEGs regulated by tissue, AM symbiosis or salinity with cutoffs oflog_2_(fold-change)> 1 and FDR < 0.05. **(D)** Venn diagram showing the overlap of DEGs among the three treatment groups. White number: region number; black number: number of DEGs; black number inside parenthesis, percentage of the total DEGs.

In total, 15,679 DEGs were identified from the three treatment groups (**Figure 3A**). To further reveal the difference in DEGs among the three treatments, a Venn diagram was generated, and these DEGs were categorized into the seven regions (**Figure 3D**). In region 1, 8,123 genes (51.81%) were differentially expressed between shoots and roots and were not regulated by AM symbiosis or salinity treatment. In region 2, 172 genes (1.10%) were regulated by AM symbiosis but did not show tissue-preferred or salinity-responsive expression patterns. In region 3, 605 genes (3.86%) were regulated by salt stress but did not show tissue-preferred or AM-responsive expression patterns. In region 4, 1,289 genes (8.22%) showed AM-responsive and tissue-preferred expression patterns but did not respond to salinity treatment. In region 5, 3,380 genes (21.56%) showed salt-responsive and tissue-preferred expression patterns but did not respond to AM symbiosis. In region 6, 134 genes (0.85%) were regulated by both AM symbiosis and salinity but showed similar expression levels in both shoots and roots. In region 7, 1,976 genes (12.60%) were not only responsive to AM symbiosis and salt stress but also showed either shoot- or root-preferred expression patterns (**Figure 3D**).

### Gene ontology enrichment analysis showed the functional profiles of AM-regulated genes

To identify the functional categories of each region, DEGs of each region in **Figure 3D** were submitted to CARMO for GO enrichment analysis. Enriched GO terms with FDR < 0.05 were retained for inspection and visualization. Only region 1, region 4, region 5, and region 7 obtained enriched GO terms that were significant (**Supplementary Table S2**). In region 1, genes showing tissue-preferred expression patterns were enriched in terms such as “thylakoid membrane organization”, “photosynthesis”, and “ATP binding” (**Supplementary Table S2**). In region 4, genes showing AM-responsive and tissue-preferred expression patterns were enriched in terms such as “biosynthetic process”, “lipid metabolic process” and “sequence-specific DNA binding transcription factor activity” (**Supplementary Table S2**). In region 5, genes showing salinity-responsive and tissue-preferred expression patterns were enriched in terms such as “secondary metabolic process”, “response to abiotic stimulus” and “electron carrier activity” (**Supplementary Table S2**). In region 7, genes showing tissue-preferred expression in response to both AM symbiosis and salinity might be important for AM-enhanced salt stress tolerance. Among the 10-15 GO terms with the smallest FDR value belonging to either the cellular component (CC), biological process (BP), or molecular function (MF) category, several GO terms contained similar descriptions. For example, four and two GO terms contained “membrane” and “cell wall”, respectively. Three and two GO terms contained “transport” and “hydrolase activity”, respectively. Six GO terms were related to signal transduction, including “protein tyrosine kinase activity” and “protein serine/threonine kinase activity”. In addition, the most enriched GO term is “cytoplasmic membrane-bounded vesicle” (**Supplementary Table S2** and **Figure 4**).

**Figure 4:**
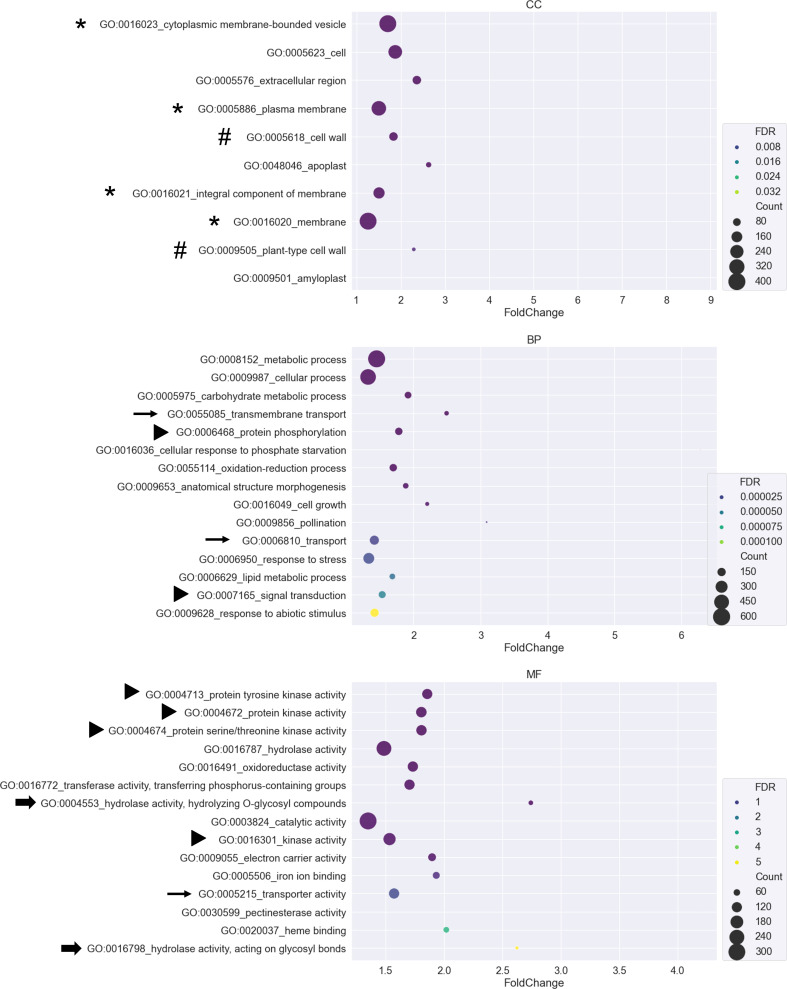
GO enrichment analysis for DEGs from region 7 A bubble plot was used to visualize the Gene Ontology (GO) enrichment analysis of DEGs belonging to region 7. GO terms from the cellular component (CC), biological process (BP), and molecular function (MF) categories were plotted. The X-axis represents the fold change of the GO enrichment level of the gene set over the background. The size of the bubbles represents the number of genes. The color of the bubbles represents the false discovery rate (FDR). GO terms with FDR greater than 0.05 were removed from the list. Only the 10-15 GO terms with the smallest FDR value were visualized in each category. Symbols in front of GO terms showed that these GO terms shared similar descriptions.

Since we are interested in how AM symbiosis enhanced salt stress tolerance, a 3-way Venn diagram of the enriched GO terms from region 4 (tissue-preferred and AM-responsive), region 5 (tissue-preferred and salinity-responsive), and region 7 (tissue-preferred and AM/salinity-responsive) was generated to find specific GO terms derived from each region (**Supplementary Figure S3** and **Table S3**). The GO terms that overlapped between the three regions (g7 region in **Supplementary Figure S3**) included more general terms such as “carbohydrate metabolic process”, “catalytic activity”, “cation binding”, “hydrolase activity”, “metabolic process”, and “transport”. Stress-related terms such as “response to abiotic stimulus” and “response to stress” and signaling-related terms such as “protein kinase activity”, “protein phosphorylation”, “protein serine/threonine kinase activity” and “protein tyrosine kinase activity” were also found (**Supplementary Table S3**). The GO terms that were specific to tissue-preferred and AM-responsive DEGs (g1 region in **Supplementary Figure S3**) included “ATPase activity”, “fatty acid biosynthetic process” and “transmembrane receptor protein serine/threonine kinase signaling pathway” (**Supplementary Table S3**). The GO terms that were specific to tissue-preferred and salinity-responsive DEGs (g2 region in **Supplementary Figure S3**) included transport-related terms such as “amino acid transport”, “divalent metal ion transport” and “sugar transmembrane transporter activity”. Secondary metabolite-related terms such as “secondary metabolic process” and “ent-kaurene synthase activity” and photosynthesis-related terms such as “photosynthesis, light harvesting” and “photosynthesis, light reaction” were also found. Interestingly, reproduction-related terms such as “pollen−pistil interaction”, “recognition of pollen” and “stamen development” were also identified (**Supplementary Table S3**). Finally, GO terms specific to DEGs representing tissue-preferred and AM/salinity-responsive expression patterns might be involved in AM-enhanced salt tolerance (g3 region in **Supplementary Figure S3**). In the g3 region, GO terms could be classified into several categories. One category was related to esters, such as “carboxylic ester hydrolase activity” and “hydrolase activity, acting on ester bonds”. Another category was related to reproduction, such as “pollen tube growth” and “pollination”. GO terms related to the cell wall, such as “cell wall modification”, “cellular glucan metabolic process”, “glucan biosynthetic process”, “pectinesterase activity” and “xyloglucan:xyloglucosyl transferase activity”, were also found. Intriguingly, many GO terms related to Pi homeostasis were found in the g3 region, such as “acid phosphatase activity”, “cellular phosphate ion homeostasis”, “cellular response to phosphate starvation”, “myo-inositol hexakisphosphate biosynthetic process”, “phosphate ion transport” and “positive regulation of cellular response to phosphate starvation” (**Supplementary Table S3**). The expression pattern of genes belonging to GO terms specific to the g3 region will be closely investigated in future studies.

### Genes related to cell wall modification, ester-related, reproduction and oxidoreductase activity are involved in the response to AM symbiosis and salt stress

The expression of DEGs belonging to region 7-specific GO terms (g3 region) was visualized by heatmap. Most genes belonging to cell wall-related GO terms, such as “cell wall modification”, “cellular glucan metabolic process” and “glucan biosynthetic process”, showed higher expression in shoots than in roots (**Figure 5** and **Supplementary Table S4**), suggesting their possible critical role in the shoots. 

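Among genes of the 3 cell wall terms, more were higher in shoots than in roots in mock plants at 0 mM. LOC_Os06g48200, a glycosyl hydrolase of family 16 (the family of xyloglucan endotransglucosylases), had 395 ± 81.4 (SD, n = 3) TPM in shoots and 36.3 ± 10.9 (SD, n = 3) TPM in roots, a root minus shoot log2 fold change of -3.43 (standard error 0.24, adjusted p = 6.3e-07). LOC_Os02g51070, a starch synthase, had 46.9 ± 8.74 TPM in shoots and 2.67 ± 1.17 TPM in roots (-3.74 (standard error 0.30, adjusted p = 1.9e-06)). Of 15 genes of "cell wall modification" 8 were higher in shoots and 1 in roots (10 and 1 adjusted over the list alone, median -2.09). The exception, LOC_Os01g53990, had 2.28 ± 0.541 TPM in roots and 0.333 ± 0.180 TPM in shoots (1.29 (standard error 0.34, adjusted p = 0.0086), and a log2 fold change of 0.45 with a pseudocount of 5). Of 9 genes of "cellular glucan metabolic process" 6 were higher in shoots and none in roots (8 adjusted over the list alone, median -2.28), and of 5 genes of "glucan biosynthetic process" all 5 (5 adjusted over the list alone). Against all other genes, camera gave adjusted p = 0.29, 0.091 and 0.021, and adjusted p = 0.80, 0.47 and 0.47 with an estimated correlation. Mock shoot replicates 1 and 2 held pollen transcripts and had higher means of the "cell wall modification" genes than replicate 3. Of all genes passing in this comparison 31.1% were higher in roots, and 50.5% after quantile normalization. The study chose these lists on the same samples, so their direction is not independent evidence.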

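Most genes of the cell wall terms had the same sign in both comparisons of shoots. LOC_Os03g13570, a glycosyl hydrolase of family 16, had a log2 fold change of 2.04 with AM symbiosis at 0 mM and of 1.02 between mock shoots at 150 and 0 mM, and LOC_Os07g47830, a pectinesterase, of 1.67 and 1.81. LOC_Os06g04200, a starch synthase, had -2.21 and -1.80, but at 0 mM it reached 1 TPM only in mock shoot replicates 1 and 2, the libraries with pollen transcripts, and both values rest on them. For LOC_Os06g48200 the values were 1.07 and 0.11. Of 14 genes of "cell wall modification" in both tables 7 were higher and 6 lower in both comparisons and 1 went opposite ways, of 8 genes of "cellular glucan metabolic process" 6 were higher and 2 lower, and all 5 genes of "glucan biosynthetic process" were lower in both. Over 117 genes of the study's region 7 lists, 88.9% had the same sign in both, but the study chose them as changed by both factors on these samples. Over all 22448 genes 60.4% had the same sign, Pearson's r across genes was 0.374 and the covariance was 0.310. Both comparisons use the mock shoots at 0 mM as control. With unchanged groups simulated from the residuals of the libraries, this sharing alone gave an r of 0.567 on average, the same sign in 64.0% of genes and a covariance of 0.0778 on average and 0.181 at most. Without mock shoot replicate 1, 2 and 3 at 0 mM in turn the covariance was 0.2611, 0.2329 and 0.491. The salinity values cross tables that list different loci and have no test. In a fit on the shoots alone the AM effect of the first 3 genes named here did not pass (adjusted p = 0.080, 0.085 and 0.14). The calls of all 4 also rested on single libraries. LOC_Os03g13570 did not pass without mycorrhizal shoot replicate 2 or 3 (adjusted p up to 0.10), LOC_Os07g47830 without mock replicate 1 or 2 or mycorrhizal replicate 1 or 2 (up to 0.15), LOC_Os06g04200 without any 1 of the mycorrhizal shoots (up to 0.13, and not tested without mock replicate 1 or 2), and LOC_Os06g48200 without mock or mycorrhizal replicate 2 or 3 (up to 0.12).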

Interestingly, in the shoots, the expression patterns of these genes in response to salinity and AM symbiosis were similar. For example, pectinesterase (LOC_Os01g21034) was induced by salinity in the mock shoots (salinity (Mock_shoot) column) and upregulated by AM symbiosis in the shoots under control conditions (Ri (control_shoot) column) (**Figure 5** and **Supplementary Table S4**). These results implied that under control conditions, AM symbiosis already had a similar effect as salinity on the expression of these genes. 

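LOC_Os01g21034, a pectinesterase, an enzyme that removes methyl esters from pectin, rose in shoots with AM symbiosis at 0 mM. Its level was 30.6 ± 8.50 (SD, n = 3) TPM in mycorrhizal and 6.51 ± 3.99 (SD, n = 3) TPM in mock shoots, a log2 fold change of 2.23 (standard error 0.44, adjusted p = 0.023). The lowest of the 3 mycorrhizal shoots had 21.2 TPM and the highest of the 3 mock shoots 9.69 TPM. Without mycorrhizal shoot replicate 2 or 3 it no longer passed (adjusted p up to 0.10), nor with a pseudocount of 0.1 (0.076) or in a fit on the shoots alone (0.073). At 150 mM it had 36.8 ± 12.9 TPM in mock and 44.1 ± 19.2 TPM in mycorrhizal shoots (0.21 (standard error 0.32, adjusted p = 0.87), and -0.09 without mycorrhizal shoot replicate 3), and the difference between 0 and 150 mM in mock shoots was not tested. In roots it stood below 1.5 TPM in each library, with a log2 fold change of -0.36 (standard error 0.49, adjusted p = 0.7) at 0 mM. Of 36 pectinesterases tested in shoots at 0 mM 3 rose and none fell. By the fold change alone 6 were over 1 and 12 under -1 (median -0.228, 19 at an unadjusted p under 0.05 in limma). Another riser, LOC_Os06g09340, had 27.4 ± 5.41 TPM in mycorrhizal and 7.14 ± 3.90 TPM in mock shoots (1.91 (standard error 0.35, adjusted p = 0.016)). Its rise did not pass without mycorrhizal shoot replicate 2 (adjusted p = 0.088) or in a fit on the shoots alone (0.059). Of the 15 genes of "cell wall modification" 4 rose and none fell in shoots (8 higher and 7 lower adjusted over the list alone, median 1.06, camera adjusted p = 0.20, and adjusted p = 0.68 with an estimated correlation). The mean log2(TPM + 1) over these 15 genes was 4.35, 2.53 and 1.92 in the 3 mock shoots and 2.33 to 2.77 in the mycorrhizal shoots, so no rise of the list mean shows against mock replicates 1 and 2, which held pollen transcripts (661 and 223 TPM of LOC_Os03g01650).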

Similar results were also observed in the expression pattern of genes belonging to “ester-related” or “oxidoreductase activity, acting on CH-OH group of donors” GO terms (**Figure 6** and **Supplementary Table S5**) and those belonging to reproduction-related GO terms (**Supplementary Figure S4** and **Supplementary Table S6**). 

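Genes of the ester-related terms went both ways in shoots at 0 mM. LOC_Os11g43760, a class 3 lipase, fell from 83.5 ± 24.2 (SD, n = 3) to 21.3 ± 8.35 (SD, n = 3) TPM (log2 fold change -1.96 (standard error 0.31, adjusted p = 0.0086)), and LOC_Os06g05550, a GDSL-like lipase, rose by 1.54 (standard error 0.19, adjusted p = 0.0033). Of 19 genes of "hydrolase activity, acting on ester bonds" 4 rose and 3 fell (9 and 4 adjusted over the list alone, median 1.30, camera adjusted p = 0.0088, 0.062 without mycorrhizal shoot replicate 3, and adjusted p = 0.43 with an estimated correlation), and of 9 of "carboxylic ester hydrolase activity" 1 rose and 1 fell (3 and 1 adjusted over the list alone, adjusted p = 0.66). Of 11 genes of the CH-OH oxidoreductase term 2 rose and 2 fell (4 and 3 adjusted over the list alone, adjusted p = 0.66). Among them LOC_Os08g06170, a berberine-like enzyme, fell from 7.77 ± 0.926 to 1.42 ± 0.151 TPM (-1.85 (standard error 0.29, adjusted p = 0.0085)), and LOC_Os08g31030, a HOTHEAD-like gene, rose from 3.94 ± 1.95 to 17.0 ± 1.70 TPM (1.94 (standard error 0.32, adjusted p = 0.01), and adjusted p = 0.059 without mycorrhizal shoot replicate 2).
Of 26 pollination genes 2 rose and 1 fell (4 and 6 adjusted over the list alone, median -0.74, adjusted p = 0.20). LOC_Os11g03270 rose from 0.0267 ± 0.0231 to 3.20 ± 0.391 TPM (2.03 (standard error 0.20, adjusted p = 0.0014)) and LOC_Os05g25370, a receptor kinase, fell from 11.7 ± 3.06 to 2.64 ± 1.27 TPM (-1.83 (standard error 0.28, adjusted p = 0.0068)). None of 15 genes of "pollen tube growth" passed in limma over all genes (10 at an unadjusted p under 0.05), and 2 were higher and 5 lower adjusted over the list alone (median -1.17, adjusted p = 0.0050, and adjusted p = 0.58 with an estimated correlation). Without mock shoot replicate 1 or 2 the call on this list was lost (adjusted p up to 0.59). These 2 libraries had a mean log2(TPM + 1) over the list of 3.45 and 1.60, against 0.605 to 0.928 in the other shoot libraries at 0 mM. In both AM and salinity comparisons 11 genes of this list were lower and 2 higher, out of 14. Both comparisons have the mock shoots at 0 mM as control, among them the 2 libraries with pollen transcripts. In simulated unchanged groups this sharing alone gave the same sign in 64% of all genes. The study chose these lists on the same samples, so their direction is not independent evidence.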

To closely investigate the expression pattern and validate RNA-seq data, the expression profile from RNA-seq data and the corresponding RT−qPCR results for two genes were represented. For *granule-bound starch synthase II (GBSSII)* (Baysal et al., 2020) identified from the “glucan biosynthetic process” GO term, its expression was downregulated by AM symbiosis under control conditions and by salinity under mock conditions in both shoots and roots. Therefore, its expression was similar in mock and mycorrhizal tissue under salt stress. 

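GBSSII (LOC_Os07g22930), the granule-bound starch synthase that makes amylose in vegetative tissue, fell with AM symbiosis at 0 mM in both tissues. In shoots it had 375 ± 109 (SD, n = 3) TPM in mock and 41.7 ± 19.6 (SD, n = 3) TPM in mycorrhizal plants, a log2 fold change of -3.19 (standard error 0.31, adjusted p = 0.0014), and in roots 70.4 ± 9.82 (SD, n = 3) and 2.48 ± 0.650 (SD, n = 2) TPM (-4.36 (standard error 0.35, adjusted p = 1.4e-05)). Every mycorrhizal library was below every mock library of its tissue, with 63.3 TPM as the highest mycorrhizal and 267 TPM as the lowest mock value in shoots. Both falls passed in limma whichever single library was left out. In mock plants at 150 mM its level was 31.3 ± 26.9 TPM in shoots and 1.44 and 0.83 TPM in the 2 listed root libraries, with no test against 0 mM. Of the 5 genes of "glucan biosynthetic process" 4 fell in shoots and none rose (4 adjusted over the list alone, median -1.73, camera adjusted p = 1.6e-07, and adjusted p = 0.076 with an estimated correlation). The fall of LOC_Os06g04200, a starch synthase among them, rests on mock shoot replicates 1 and 2, which held pollen transcripts. In roots 3 of the 5 fell.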

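At 150 mM GBSSII (LOC_Os07g22930) had 40.3 ± 14.2 (SD, n = 3) TPM in mycorrhizal shoots, and its log2 fold change against mock shoots was 0.72 (standard error 0.68, adjusted p = 0.75). The mock shoots at 150 mM spread from 7.07 to 60.2 TPM. In roots at 150 mM mycorrhizal plants had 2.89 ± 3.80 (SD, n = 3) TPM, a log2 fold change of 0.44 (standard error 0.77, adjusted p = 0.84). Mock root replicate 3 had 12.7 TPM, and with it the log2 fold change in roots was -0.46 (adjusted p = 0.74). Neither comparison passed in limma. The direction turned without mycorrhizal root replicate 3 (-0.32) and without mock shoot replicate 3 (-0.06).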

The RT−qPCR results were consistent with the RNA-seq findings (**Supplementary Figure S5**). 

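XTH19 (LOC_Os03g01800), annotated as a glycosyl hydrolase of family 16 that cuts and rejoins xyloglucan of the cell wall, was listed at 0 TPM in all 5 root libraries at 0 mM, 3 mock and 2 mycorrhizal. No fold change is given for roots. Its level at 150 mM was not analysed here.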

For *xyloglucan endotransglucosylase/hydrolases 19 (XTH19)* (Yokoyama et al., 2004) identified from the “cellular glucan metabolic process” GO term, salinity or AM symbiosis did not influence the expression in the roots. However, its expression was upregulated by AM symbiosis under control conditions and by salinity under mock conditions in the shoots. Therefore, its expression was similar in mock and mycorrhizal shoots under salt stress. 

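In shoots at 0 mM XTH19 (LOC_Os03g01800) rose with AM symbiosis from 4.98 ± 4.90 (SD, n = 3) TPM in mock to 60.4 ± 27.5 (SD, n = 3) TPM in mycorrhizal plants, a log2 fold change of 3.56 (standard error 0.48, adjusted p = 0.0043). The mycorrhizal libraries had 36.7 to 90.6 TPM and the mock libraries 1.76 to 10.6 TPM, and the rise passed in limma whichever single library was left out. Without both mock libraries with pollen transcripts, a check chosen after the data were seen that leaves 1 mock library, the log2 fold change was 2.31 (adjusted p = 0.078). Of 9 genes of "cellular glucan metabolic process" 3 rose and 1 fell in shoots (6 and 1 adjusted over the list alone, median 1.52, camera adjusted p = 0.0033, and adjusted p = 0.14 with an estimated correlation). The faller, LOC_Os02g03550, had 8.16 ± 7.16 TPM in mock and 0.463 ± 0.508 TPM in mycorrhizal shoots (-2.43 (standard error 0.45, adjusted p = 0.016)) and did not pass without mycorrhizal shoot replicate 2 (adjusted p = 0.082) or in a fit on the shoots alone (0.074). The list was chosen by the study on these samples and is not independent evidence.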

The RT−qPCR results were consistent with the RNA-seq findings (**Supplementary Figure S5**).

**Figure 5:**
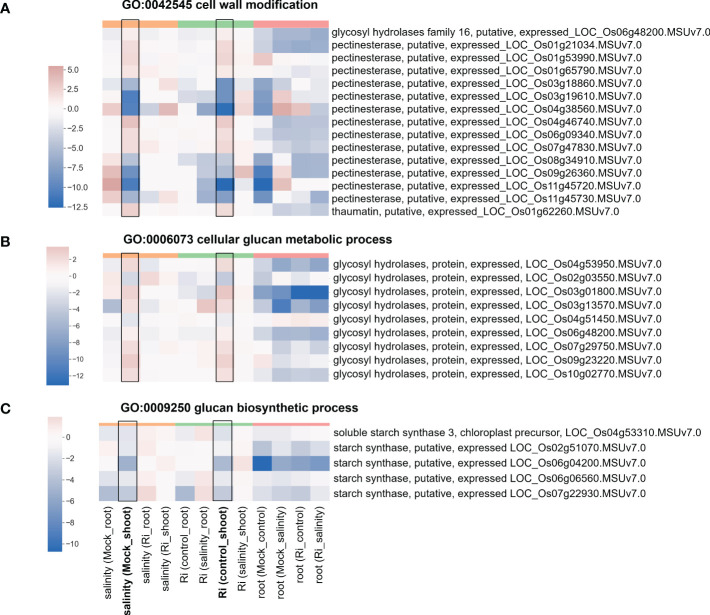
Heatmap showing the fold change of DEGs belonging to cell wall-related GO terms **(A)** Expression profile of DEGs from region 7 with the GO term “GO:0042545 cell wall modification”. **(B)** Expression profile of DEGs from region 7 with the GO term “GO:0006073 cellular glucan metabolic process”. **(C)** Expression profile of DEGs from region 7 with the GO term “GO:0009250 glucan biosynthetic process”. The log2(fold change) values of DEGs from the selected GO terms were visualized with a heatmap. The color bar on top of the heatmap indicates the DE comparison groups: orange – salinity effect; green – AM symbiosis; pink – tissue difference. On the x-axis, each column represents a pairwise comparison to show the effect causing the DE, and inside the parentheses are the condition.

**Figure 6:**
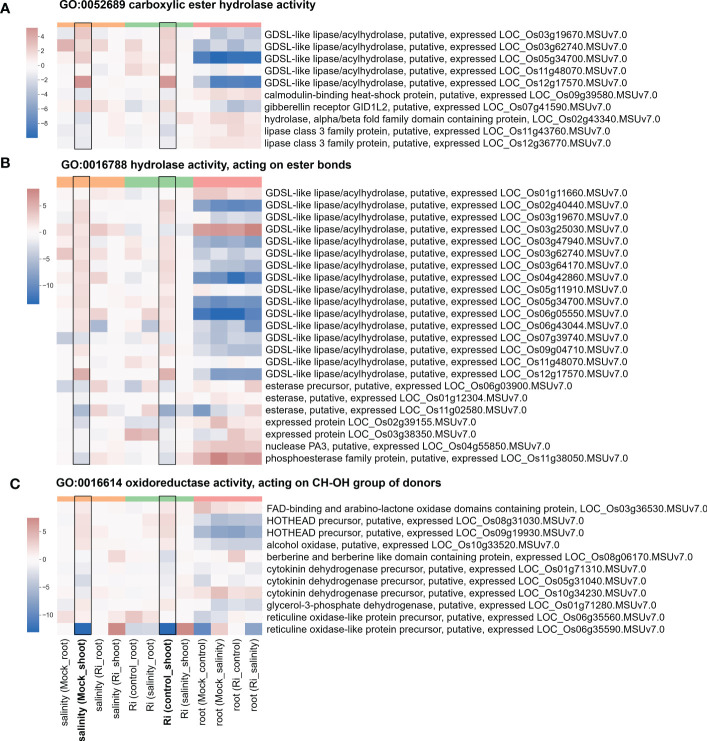
Heatmap showing the fold change of DEGs belonging to ester-related and oxidoreductase activity GO terms **(A)** Expression profile of DEGs from region 7 with the GO term “GO:0052689 carboxylic ester hydrolase activity”. **(B)** Expression profile of DEGs from region 7 with the GO term “GO:0016788 hydrolase activity, acting on ester bonds”. **(C)** Expression profile of DEGs from region 7 with the GO term “GO:0016614 oxidoreductase activity, acting on CH-OH group of donors”. The log2(fold change) values of DEGs from the selected GO terms were visualized with a heatmap. The color bar on top of the heatmap indicates the DE comparison groups: orange – salinity effect; green – AM symbiosis; pink – tissue difference. On the x-axis, each column represents a pairwise comparison to show the effect causing the DE, and inside the parentheses are the condition.

### Phosphate-related pathways may play important roles in AM-enhanced salt tolerance

Several region 7-specific GO terms related to Pi homeostasis were selected for closer examination. 

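Many genes of phosphate uptake and recycling were higher in roots than in shoots of mock plants at 0 mM. LOC_Os07g43670, a T2 ribonuclease, had 244 ± 100.2 (SD, n = 3) TPM in roots and 0.547 ± 0.290 (SD, n = 3) TPM in shoots, a root minus shoot log2 fold change of 7.22 (standard error 0.30, adjusted p = 1.8e-08). The phosphate transporter LOC_Os03g05640 had a mean of 266 TPM in roots and 20.6 ± 2.48 TPM in shoots (3.58 (standard error 0.26, adjusted p = 1e-06)). Of 24 genes of "cellular response to phosphate starvation" 13 were higher in roots and 2 in shoots, of 9 of "phosphate ion transport" 5 and none, and of 8 of "acid phosphatase" 2 and 1. One of the genes higher in shoots, LOC_Os01g03549, a multicopper oxidase, had 9.45 ± 3.29 TPM there and 0.677 ± 0.375 TPM in roots (-2.62 (standard error 0.33, adjusted p = 6.2e-05)), and another, the acid phosphatase LOC_Os01g09540, had 153 ± 65.4 and 2.13 ± 0.810 TPM (-5.54 (standard error 0.34, adjusted p = 2.8e-07)). By camera the adjusted p was 8.8e-06, 0.0038 and 0.47 for the 3 terms, and adjusted p = 0.47, 0.47 and 0.80 with an estimated correlation. These lists come from the study's own selection on these samples. At 150 mM 8 genes of the starvation term were higher in roots and 4 in shoots of mock plants, and 5 and 13 in mycorrhizal plants, where the median of all genes was also lower in roots.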

For genes belonging to the GO terms “GO: 0016036 cellular response to phosphate starvation”, “GO:0006817 phosphate ion transport” and “GO:0003993 acid phosphatase”, most genes showed higher expression in the roots than in the shoots (**Figure 7** and **Supplementary Table S7**). Interestingly, similar to the genes mentioned above, the expression patterns of these genes in response to salinity and AM symbiosis were similar in the shoots. For example, SPX domain containing protein (LOC_Os10g25310) and Ser/Thr protein phosphatase family protein (LOC_Os11g34720) were repressed or induced by salinity in the mock shoots (salinity (Mock_shoot) column) and repressed or induced by AM symbiosis in the shoots under control conditions (Ri (control_shoot) column), respectively (**Figure 7** and **Supplementary Table S7**). These results implied that under nonsaline conditions, AM symbiosis influenced the expression of these genes in a similar way as salinity. Among these genes, the expression of *low phosphate root 5 (LPR5)* (Cao et al., 2016) identified from the “cellular response to phosphate starvation” GO term was downregulated by AM symbiosis under control conditions and by salinity under mock conditions in both shoots and roots. Therefore, its expression was similar in mock and mycorrhizal tissues under salt stress. 

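Part of the genes of the phosphate starvation response fell with AM symbiosis in shoots at 0 mM. LOC_Os06g29790, annotated as phosphate transporter 1, fell from 36.4 ± 2.94 (SD, n = 3) to 12.2 ± 1.43 (SD, n = 3) TPM (log2 fold change -1.51 (standard error 0.18, adjusted p = 0.0032)). LOC_Os10g30770, an inorganic phosphate transporter, fell from 18.4 ± 6.57 to 2.51 ± 0.572 TPM (-2.43 (standard error 0.37, adjusted p = 0.0069)). LOC_Os08g20420, MGD2, which makes galactolipids that replace phospholipids, fell by 1.66 on the log2 scale (adjusted p = 0.015, 0.071 without mycorrhizal shoot replicate 2, and 0.051 in a fit on the shoots alone). Of 17 phosphate starvation genes listed independently of the study 8 fell and none rose (12 lower adjusted over the list alone, median -1.25, camera adjusted p = 2.6e-13, and adjusted p = 0.39 with an estimated correlation). Of 24 genes of the study's "cellular response to phosphate starvation" 8 fell and none rose (15 lower adjusted over the list alone, adjusted p = 3.3e-14, and adjusted p = 0.10 with an estimated correlation), and of 9 genes of "phosphate ion transport" 5 fell (7 adjusted over the list alone, adjusted p = 7.5e-09, and adjusted p = 0.076 with an estimated correlation). Those 2 terms were chosen by the study on these samples. A list of root nutrient transporters, taken as a marker of root tissue, fell as well, with a mean log2(TPM + 1) of 2.80 ± 0.0632 (SD, n = 3) in mock and 1.87 ± 0.178 (SD, n = 3) in mycorrhizal shoots and 3 of 8 genes lower (median -0.94, camera adjusted p = 0.0088, and adjusted p = 0.39 with an estimated correlation). Whether the share of root tissue in the libraries took part in these falls was not tested. Between mock shoots at 150 and 0 mM, with no test, 18 of 22 starvation genes in both tables were lower in both comparisons and 4 went opposite ways, and 7 and 2 of 9 phosphate transport genes. LOC_Os08g20420 had -1.66 and -1.52, and LOC_Os10g30770 had -2.43 and -2.02. The 2 comparisons share the mock shoots at 0 mM as control. With no change simulated, that sharing gave like signs in 64% of all genes, so like signs alone do not show a common response.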

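LOC_Os10g25310, an SPX domain protein (SPX proteins sense the phosphate status of plant cells), had 9.45 ± 3.09 (SD, n = 3) TPM in mock and 4.09 ± 0.159 (SD, n = 3) TPM in mycorrhizal shoots at 0 mM, a log2 fold change of -0.998 (standard error 0.29, adjusted p = 0.093), which did not pass. Each of the 3 mycorrhizal shoots was below each mock shoot, and chance separates 3 from 3 libraries, in either direction, in 10% of such sets. After rescaling to the sum of the listed loci, chosen after the data were seen, it passed (-1.03, adjusted p = 0.039). Its paralog LOC_Os03g29250, also an SPX protein, had 374 ± 133 and 94.0 ± 33.6 TPM and fell (-1.99 (standard error 0.34, adjusted p = 0.012), and adjusted p = 0.066 without mycorrhizal shoot replicate 2). Reads that the paralogs share were assigned by the authors' software. LOC_Os11g34720, a Ser/Thr protein phosphatase family protein, rose in shoots with a log2 fold change of 2.87 (standard error 0.40, adjusted p = 0.005), and another gene of the term, LOC_Os11g34710, rose from 2.29 ± 0.873 to 11.2 ± 5.08 TPM (1.85 (standard error 0.31, adjusted p = 0.011), and 0.052 in a fit on the shoots alone). Of the 8 genes of "acid phosphatase" 2 rose and 1 fell in shoots (3 and 5 adjusted over the list alone, median -1.07, camera adjusted p = 0.51), a list of the study's own choice. The faller, LOC_Os03g13540, had 319.6 ± 53.5 TPM in mock and 109.8 ± 16.0 TPM in mycorrhizal shoots (-1.53 (standard error 0.21, adjusted p = 0.0043)). Mock shoots at 150 mM had 2.79 ± 1.36 TPM of LOC_Os10g25310, with no test against 0 mM.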

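LPR5 (LOC_Os01g03640), a multicopper oxidase of the low phosphate root family, fell with AM symbiosis in roots at 0 mM from 14.5 ± 8.39 (SD, n = 3) TPM in mock to 2.67 ± 1.72 (SD, n = 2) TPM in mycorrhizal plants, a log2 fold change of -1.96 (standard error 0.52, adjusted p = 0.044). The mock roots had 20.4, 4.88 and 18.1 TPM and the mycorrhizal roots 3.88 and 1.45 TPM. The fall did not pass without mock root replicate 1 (adjusted p = 0.14), mock root replicate 3 (0.16), mycorrhizal root replicate 1 (0.11) or mycorrhizal root replicate 3 (0.35), nor with a pseudocount of 0.1 (0.11) or after rescaling to the sum of the listed loci, chosen after the data were seen (0.054). In shoots at 0 mM it stood at 1.04 ± 0.588 (SD, n = 3) TPM in mock and 0.287 ± 0.248 (SD, n = 3) TPM in mycorrhizal plants, a log2 fold change of -0.65 (standard error 0.47, adjusted p = 0.53). At these levels the pseudocount of 1 TPM sets the size of the fold change.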

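At 150 mM LPR5 (LOC_Os01g03640) was below the level tested, so its levels are given per library. Mock shoots had 0.07, 0 and 0.06 TPM and mycorrhizal shoots 3.69, 0.24 and 0.22 TPM. The 2 listed mock roots had 0.14 and 0.04 TPM, mock root replicate 3 had 0.96 TPM, and the mycorrhizal roots had 0, 0.06 and 0.30 TPM. No test was made between mock and mycorrhizal tissues of this gene under salt stress.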

The RT−qPCR results were consistent with the RNA-seq findings (**Supplementary Figure S5**). 

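PAP7 (LOC_Os11g34720), a purple acid phosphatase, was near the floor in roots. At 0 mM each of the 5 root libraries had at most 0.81 TPM, and the log2 fold change with AM symbiosis was -0.29 (standard error 0.45, adjusted p = 0.74). At 150 mM the 2 listed mock roots had 2.92 and 0.12 TPM and the mycorrhizal roots 0.02, 0.10 and 0 TPM (-1.01 (standard error 0.60, adjusted p = 0.4)). Neither comparison passed in limma, and at this level small differences are not detectable.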

For *purple acid phosphatase 7 (PAP7)* (Zhang et al., 2011) identified from the “acid phosphatase” GO term, salinity or AM symbiosis did not influence its expression in the roots. However, its expression was upregulated by AM symbiosis under control conditions and by salinity under mock conditions in the shoots. Therefore, its expression was similar in mock and mycorrhizal shoots under salt stress. 

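In shoots at 0 mM PAP7 (LOC_Os11g34720) rose with AM symbiosis from 1.36 ± 1.03 (SD, n = 3) TPM in mock to 16.2 ± 8.05 (SD, n = 3) TPM in mycorrhizal plants, and the rise passed whichever single library was left out, and without both mock libraries with pollen transcripts, a check chosen after the data were seen that leaves 1 mock library, the log2 fold change was 2.23 (adjusted p = 0.11). The AM effect on PAP7 was higher in shoots than in roots by 3.16 on the log2 scale (standard error 0.60, adjusted p = 0.016 from the limma interaction). Since the gene was near the floor in roots, this mostly restates the rise in shoots and is a weak test of a difference between tissues. Mock shoots at 150 mM had 15.6 ± 4.42 (SD, n = 3) TPM, set beside the 0 mM level with no test.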

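At 150 mM PAP7 (LOC_Os11g34720) had 17.3 ± 11.3 (SD, n = 3) TPM in mycorrhizal shoots, with single libraries at 4.37, 25.7 and 21.7 TPM. Mock shoots spread from 11.3 to 20.1 TPM. The log2 fold change was -0.13 (standard error 0.54, adjusted p = 0.97), and it turned to 0.06 and 0.60 without mock shoot replicate 2 and mycorrhizal shoot replicate 1.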

The RT−qPCR results were consistent with the RNA-seq findings (**Supplementary Figure S5**). Overall, these data implied that AM symbiosis influenced the expression of genes belonging to cell wall modification, ester-related, reproduction, oxidoreductase activity and phosphate-related pathways as salinity did, and this mediation might help plants prepare while encountering salinity stress.

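At 150 mM few genes of these pathways passed between mycorrhizal and mock shoots. Of 11 genes of "cell wall modification" 1 rose and none fell, and none of 23 genes of "cellular response to phosphate starvation" passed in limma (10 at an unadjusted p under 0.05, 2 higher adjusted over the list alone, median 0.65, camera adjusted p = 0.0010, and adjusted p = 0.89 with an estimated correlation). Of those 23 genes 21 had a higher mean in mycorrhizal shoots. Of 9 "phosphate ion transport" genes none passed in limma (2 at an unadjusted p under 0.05) and 8 had a higher mean. None of 9 acid phosphatases (0 at an unadjusted p under 0.05) and none of 10 CH-OH oxidoreductases (3) passed in limma. The mean log2(TPM + 1) of 24 phosphate starvation genes was 4.69 ± 0.0614 (SD, n = 3) in mock and 3.56 ± 0.167 in mycorrhizal shoots at 0 mM, and 3.48 ± 0.229 and 4.11 ± 0.190 at 150 mM. For 8 genes of "cellular glucan metabolic process" it was 3.49 ± 0.242 and 4.27 ± 0.675 at 0 mM, and 4.00 ± 0.227 and 3.93 ± 0.286 at 150 mM. The study chose the lists on these samples, and whether the AM effect differs between NaCl levels was not tested. The paper sets the AM effect at 0 mM beside the salinity effect in mock shoots (Figures 5 to 7 and supplementary heatmaps). It tested both on read counts at its thresholds and adds RT-qPCR of single genes. From their like direction it proposes that AM symbiosis changes these genes ahead of salt and so may prepare plants for it.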

**Figure 7:**
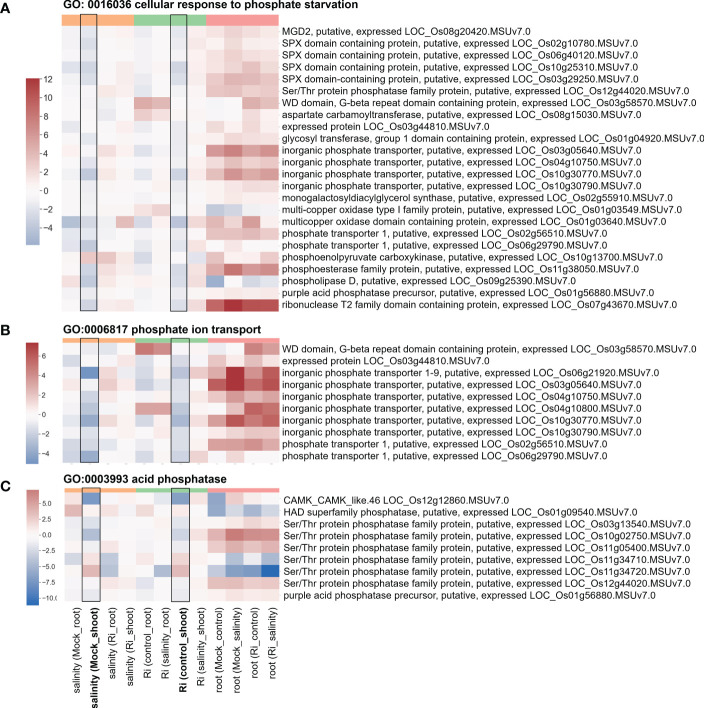
Heatmap showing the fold change of DEGs belonging to Pi homeostasis-related GO terms **(A)** Expression profile of DEGs from region 7 with the GO term “GO: 0016036 cellular response to phosphate starvation”. **(B)** Expression profile of DEGs from region 7 with the GO term “GO:0006817 phosphate ion transport”. **(C)** Expression profile of DEGs from region 7 with the GO term “GO:0003993 acid phosphatase”. The log2(fold change) values of DEGs from the selected GO terms were visualized with a heatmap. The color bar on top of the heatmap indicates the DE comparison groups: orange – salinity effect; green – AM symbiosis; pink – tissue difference. On the x-axis, each column represents a pairwise comparison to show the effect causing the DE, and inside the parentheses are the condition.

### AM-regulated genes under salinity stress may be involved in AM-enhanced salt tolerance

To identify AM-regulated genes under salt stress, especially from the g3 region, the cutoff of log2(fold change) was set to one to obtain AM-up or downregulated genes under salt stress. AM-upregulated genes, especially in the roots under salinity, included AMP-binding enzyme, GRETCHEN HAGEN 3.2 (GH3.2), glucose-1-phosphate adenylyltransferase, inorganic phosphate transporter, multicopper oxidase and starch synthase. 

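In roots at 150 mM single genes of phosphate uptake and of acyl activation rose with AM symbiosis. Of 13 inorganic phosphate transporters 2 rose and none fell. One is LOC_Os01g46860 and the other LOC_Os04g10800, which had 5.98 ± 1.33 (SD, n = 3) TPM in mycorrhizal and 0.755 ± 0.0354 (SD, n = 2) TPM in the listed mock roots, a log2 fold change of 1.97 (standard error 0.27, adjusted p = 0.0011). Of 35 AMP-binding enzymes 3 rose and none fell, with LOC_Os04g39780 at 46.3 ± 13.2 against 1.99 ± 2.40 TPM (4.23 (standard error 0.45, adjusted p = 0.00014)) and LOC_Os05g50300 at 13.7 ± 4.75 against 1.30 ± 0.424 TPM (2.65 (standard error 0.26, adjusted p = 7.8e-05)). Of 11 GH3 genes 1 rose. None of 8 starch synthases, 6 glucose-1-phosphate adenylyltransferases and 2 multicopper oxidases passed in limma, and 0 of them had an unadjusted p under 0.05. With mock root replicate 3 added, which held the AM markers at the level of mycorrhizal roots, LOC_Os04g10800 had 1.14 (adjusted p = 0.14) and LOC_Os04g39780 2.71 (adjusted p = 0.086), and none of the genes named here passed.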

AM-downregulated genes, especially in the roots under salinity, included kinases such as calcium/calmodulin dependent protein kinase (CAMK) and receptor-like protein kinase; Ser/Thr protein phosphatase; and cell wall-related genes such as endoglucanase, expansin and pectinesterase (**Supplementary Figure S6** and **Table S8**). 

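Single kinases and an expansin fell in mycorrhizal roots at 150 mM. LOC_Os01g59360, a kinase of the CAMK group, fell from 4.46 ± 1.95 (SD, n = 2) to 0.223 ± 0.274 (SD, n = 3) TPM (log2 fold change -2.13 (standard error 0.28, adjusted p = 0.00081)), the only 1 of 84 CAMK genes to fall, and 1 rose. The faller held with mock root replicate 3 (-1.98, adjusted p = 0.024). Of 187 receptor-like kinases 6 rose and 2 fell, and with mock root replicate 3 added 0 of 189 rose and 1 fell. LOC_Os11g26140, a cysteine-rich receptor-like kinase and AM marker, had 11.0 ± 6.23 TPM in mycorrhizal roots and 0 in the 2 listed mock roots, but 13.03 TPM in mock root replicate 3. LOC_Os10g06140 fell from 10.2 ± 1.38 to 3.30 ± 0.610 TPM (-1.39 (standard error 0.22, adjusted p = 0.0029)). This fall did not pass without mock root replicate 1, which leaves 1 listed mock root, or with mock root replicate 3 (adjusted p = 0.061). Of 44 expansins, which loosen cell walls, 2 rose and 1 fell. The beta-expansin LOC_Os09g29690 rose from 4.25 ± 2.77 to 190.4 ± 74.1 TPM (5.21 (standard error 0.55, adjusted p = 0.00013), and 0.1 with mock root replicate 3), and LOC_Os05g19570 fell by 1.03 on the log2 scale (adjusted p = 0.046), a call lost without mock replicate 1 or 2 or mycorrhizal replicate 1 or 2 (adjusted p up to 0.52) and in a fit on the 2 root groups alone (0.083). None of 33 Ser/Thr protein phosphatases, 21 endoglucanases and 28 pectinesterases passed in limma (3, 3 and 2 at an unadjusted p under 0.05).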

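Single expansins and K+ transport genes rose in mycorrhizal shoots at 150 mM. LOC_Os01g60770, an expansin, had 135 ± 33.1 (SD, n = 3) TPM in mycorrhizal and 37.2 ± 14.5 (SD, n = 3) TPM in mock shoots, a log2 fold change of 1.88 (standard error 0.32, adjusted p = 0.015), and LOC_Os06g01920 37.7 ± 5.84 and 9.79 ± 4.70 TPM (1.92 (standard error 0.30, adjusted p = 0.011)). Of 44 expansins 3 rose and none fell, of 28 pectinesterases 1 rose (LOC_Os09g26360, 1.34 (standard error 0.23, adjusted p = 0.015), and 0.10 after quantile normalization) and of 21 endoglucanases 1 rose (LOC_Os08g29770, 1.45 (standard error 0.26, adjusted p = 0.019), and adjusted p = 0.063 without mycorrhizal shoot replicate 3). In a list of 12 expansins of vegetative tissue 1 rose (4 adjusted over the list alone, median 0.70, camera adjusted p = 0.00020, and adjusted p = 0.47 with an estimated correlation). Of 12 potassium channels 1 rose. None of 13 cation/hydrogen exchangers, 4 SPX proteins (median 0.99), 13 inorganic phosphate transporters (median 0.45), 2 multicopper oxidases and 2 inositol-3-phosphate synthases passed in limma (0, 3, 3, 0 and 0 at an unadjusted p under 0.05). By the fold change alone 0, 2, 1, 1 and 1 of them were over 1. Fitted on the shoots alone none of the 4 risers named here passed (adjusted p = 0.11, 0.089, 0.13 and 0.13). The mean log2(TPM + 1) of the floral MADS-box list was 3.98 ± 1.09 (SD, n = 3) in mock and 5.02 ± 0.598 (SD, n = 3) in mycorrhizal shoots, and that of the tapetum and anther list 1.46 ± 0.724 and 2.28 ± 0.648, so a difference in panicle content or stage may be part of these rises, and this was not tested. The SPX protein LOC_Os03g29250 had 122 ± 49.1 TPM in mycorrhizal and 59.3 ± 30.0 TPM in mock shoots (1.10 (standard error 0.49, adjusted p = 0.35)).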

AM-upregulated genes, especially in the shoots under salinity, included cation/hydrogen exchanger 15 (CHX15); Pi-related genes, such as SPX domain-containing protein, inorganic phosphate transporter and multicopper oxidase; cell wall-related genes, such as endoglucanase, expansin and pectinesterase; inositol-3-phosphate synthase; and potassium channel Arabidopsis K^+^ transporters 2/3 (AKT2/3). Fewer genes were downregulated by AM symbiosis, especially in shoots under salt stress, and a high proportion of terpene synthase was identified from this category (**Supplementary Figure S7** and **Table S8**). 

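Of 28 terpene synthases tested, the enzymes of the first step to volatile and defense terpenes, 6 fell and 2 rose in mycorrhizal shoots at 150 mM. LOC_Os04g27340 fell from 47.5 ± 9.87 (SD, n = 3) to 9.68 ± 3.33 (SD, n = 3) TPM (log2 fold change -2.21 (standard error 0.24, adjusted p = 0.0021)), LOC_Os04g27720 from 116 ± 40.7 to 25.3 ± 5.45 TPM (-2.12 (standard error 0.25, adjusted p = 0.0027)) and LOC_Os08g07100 from 31.3 ± 11.6 to 6.49 ± 2.45 TPM (-2.11 (standard error 0.27, adjusted p = 0.0043)). LOC_Os03g22634 rose from 3.32 ± 1.79 to 21.5 ± 7.94 TPM (2.41 (standard error 0.32, adjusted p = 0.0047)). These 4 genes passed whichever single library was left out, and none of them in a fit on the shoots alone (adjusted p = 0.067, 0.070, 0.089 and 0.099), in which 3 genes passed in total. Another faller, LOC_Os08g07080, had an adjusted p of 0.04, up to 0.13 without mock shoot replicate 2 or mycorrhizal shoot replicate 2 or 3, and 0.17 on the shoots alone, and the riser LOC_Os08g04500 had 0.039, up to 0.11 without any 1 of the mycorrhizal shoots, and 0.19 on the shoots alone. LOC_Os08g23870, a late embryogenesis abundant protein of dry-stress protection, also fell (-2.37 (standard error 0.28, adjusted p = 0.0028), and 0.086 on the shoots alone). At 0 mM 2 of 26 terpene synthases rose and 4 fell in shoots.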

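The inorganic phosphate transporter LOC_Os04g10800, which rose in mycorrhizal roots at 0 mM and, without mock root replicate 3, at 150 mM, fell in mycorrhizal shoots at 0 mM from 5.53 ± 2.86 (SD, n = 3) to 1.26 ± 0.543 (SD, n = 3) TPM (log2 fold change -1.47 (standard error 0.31, adjusted p = 0.028)), a fall that did not pass without mock shoot replicate 1 or mycorrhizal shoot replicate 2 or 3 (adjusted p up to 0.13) or in a fit on the shoots alone (0.088). In shoots at 0 mM, of 37 AMP-binding enzymes 2 rose and 4 fell, of 14 inorganic phosphate transporters 5 fell and none rose, of 55 expansins 1 rose, and of 4 SPX proteins 1 fell. None of 22 endoglucanases, 18 cation/hydrogen exchangers and 11 potassium channels passed in limma (6, 7 and 4 at an unadjusted p under 0.05).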

Interestingly, AM symbiosis also had a similar effect as salinity on the expression of these genes under control conditions, especially in the shoots (**Supplementary Figures S6** and **S7** and **Table S8**).

## Discussion

We found that AM symbiosis did not affect shoot and root dry weight under nonsaline conditions (**Figure 1C**). Most importantly, we found that the shoot dry weight of rice colonized by *R. irregularis* was significantly higher than that of the mock rice under salt stress (**Figure 1C**), which is in accordance with previous studies in rice cv. Puntal colonized by *Claroideoglomus etunicatum* (Porcel et al., 2015; Porcel et al., 2016), and in *Solanum lycopersicum* colonized by *R. irregularis* (Hajiboland et al., 2010; Khalloufi et al., 2017). Thus, we proved that AM symbiosis could improve rice shoot growth under salt stress. In addition, we further proved that AM symbiosis could also enhance reproductive growth under salinity (**Figures 1D–F**).

Our mineral nutrient analysis showed that mycorrhizal plants colonized with *R. irregularis* exhibited lower shoot Na^+^ concentrations under salt stress, consistent with previous research in *Trigonella foenumgraecum* colonized by *R. irregularis* (Evelin et al., 2012) and in rice cv. Leum Pua (Indica rice) colonized by *Glomus. geosporum* or *G. mosseae* (Tisarum et al., 2020). However, the Na^+^ concentration in the shoot tissues of rice cv. Puntal (Indica rice) was not affected by the AM fungi *C. etunicatum* (Porcel et al., 2016). These results suggest that different combinations of rice cultivars, AM fungal species, and salinity treatment might result in distinct outcomes. Furthermore, the reduced root-to-shoot Na^+^ distribution in mycorrhizal plants under salt stress (**Supplementary Figure S1E**) was consistent with the finding that the AM fungus *C. etunicatum* reduced the root-to-shoot Na^+^ distribution in rice cv. Puntal (Porcel et al., 2016). Under salt stress, increased shoot K^+^/Na^+^ ratio by *R. irregularis* colonization was observed in rice (our study), *S. lycopersicum* (Hajiboland et al., 2010) and *T. foenumgraecum* (Evelin et al., 2012). Moreover, previous studies have shown that AM fungi (Ri) alleviate the stress impact by reducing ROS accumulation (Benhiba et al., 2015; He et al., 2017; Haddidi et al., 2020), which is consistent with our results (**Figure 2**).

Changes in plants’ ability to respond or tolerate salt stress may be achieved through regulation of gene expression. Surprisingly, our results showed that AM symbiosis influenced the expression of genes belonging to cell wall GO term in a similar way as salinity did, especially in the shoots under nonsaline conditions, and several expasin and pectinesterase were upregulated by AM symbiosis under salt stress in shoots (**Figure 5** and **Supplementary Figure S7**). Cell wall is the first organelle that senses and responds to salt stress (Evelin et al., 2019). Pectinesterase was identified as a promising candidate gene involved in salinity tolerance from an integrative meta-analysis approach in rice (Mansuri et al., 2020). Glycosyl hydrolase has been reported to be a potential biomarker for salinity tolerance in tomato varieties (Reyes-Pérez et al., 2019). Overexpression of expansin can enhance the tolerance of crop plants to salt stress (Han et al., 2012; Jadamba et al., 2020). Under salinity, lipid metabolism can be associated with extreme alterations in cell membrane integrity and function (Evelin et al., 2019). AM symbiosis upregulated the expression of most GDSL-like lipase/acylhydrolase belonging to ester-related GO terms in the shoots under nonsaline condition in a similar way as salinity did (**Figure 6**), and the positive role of AtLTL1 in salt tolerance has been reported (Naranjo et al., 2006). 

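Of 93 GDSL-like lipases tested, enzymes that cut ester bonds of lipids and cutin, 6 rose and 1 fell in shoots with AM symbiosis at 0 mM, with 44 at an unadjusted p under 0.05 in limma and a median log2 fold change of 0.29. By the fold change alone 26 were over 1 and 4 under -1. LOC_Os06g05550 had 71.8 ± 4.68 (SD, n = 3) TPM in mycorrhizal and 24.2 ± 3.63 (SD, n = 3) TPM in mock shoots, and its rise passed whichever single library was left out. LOC_Os02g40440 rose from 2.72 ± 1.74 to 21.6 ± 10.8 TPM (2.56 (standard error 0.41, adjusted p = 0.0089), 0.050 without mycorrhizal shoot replicate 2, and 0.056 in a fit on the shoots alone), and LOC_Os12g17570 from 0.0800 ± 0.139 to 3.05 ± 1.83 TPM (1.79 (standard error 0.33, adjusted p = 0.016), 0.051 without mock shoot replicate 2, 0.080 on the shoots alone, and not tested without mycorrhizal shoot replicate 2 or 3). The faller, LOC_Os07g39740, had 18.4 ± 1.65 TPM in mock and 4.94 ± 0.831 TPM in mycorrhizal shoots (-1.72 (standard error 0.24, adjusted p = 0.0046)). In roots at 0 mM 4 of the 93 rose and 9 fell. None of 89 tested in shoots at 150 mM passed in limma (7 at an unadjusted p under 0.05). Between mock shoots at 150 and 0 mM, with no test, LOC_Os06g05550 differed by 2.37 and LOC_Os07g39740 by -1.78 on the log2 scale.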

Myo-inositol and its derivative metabolites, such as inositol-3-phophate, are essential in diverse signal transduction responding to stress conditions (Jia et al., 2019). We found that AM symbiosis also had a similar effect as salinity on the expression of inositol-3-phosphate synthase in the shoots under control conditions. Moreover, the expression of this gene was upregulated by AM symbiosis under salt stress in the shoots (**Supplementary Figure S7**). 

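The 2 inositol-3-phosphate synthases, enzymes of the first step of myo-inositol synthesis, did not pass in shoots at 0 mM. LOC_Os03g09250 had 54.7 ± 19.7 (SD, n = 3) TPM in mock and 60.1 ± 22.9 (SD, n = 3) TPM in mycorrhizal shoots, a log2 fold change of 0.13 (standard error 0.30, adjusted p = 0.89), which turned to -0.07 without mock shoot replicate 2 and to -0.16 without mycorrhizal shoot replicate 3. LOC_Os10g22450 had 39.8, 27.1 and 0.49 TPM in the 3 mock shoots and 0.76 to 2.40 TPM in the mycorrhizal shoots (-2.36 (standard error 0.94, adjusted p = 0.2)). The 2 mock libraries with the high values are those that also carried pollen transcripts, and without mock shoot replicate 3 this gene passed (-3.86, adjusted p = 3.8e-05). Mock shoots at 150 mM had 65.8 ± 1.69 TPM of LOC_Os03g09250 and 0.560 ± 0.450 TPM of LOC_Os10g22450, with no test against 0 mM.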

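In shoots at 150 mM LOC_Os10g22450 had 13.2, 1.10 and 0.56 TPM in the 3 mycorrhizal libraries, a log2 fold change of 1.24 (standard error 0.79, adjusted p = 0.57), and LOC_Os03g09250 had 51.5 ± 4.24 (SD, n = 3) TPM, a log2 fold change of -0.35 (standard error 0.40, adjusted p = 0.81). Neither inositol-3-phosphate synthase passed in limma. The mycorrhizal library with 13.2 TPM of LOC_Os10g22450 was also the one with the highest mean log2(TPM + 1) of the mature pollen list at 150 mM, 1.88.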

Previous studied also showed that salt tolerance could be enhanced by the overexpression of inositol-3-phosphate synthase in rice (Kusuda et al., 2015). Phytohormones have been reported to play important roles in salt stress tolerance (Fahad et al., 2015). 

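GH3.2 (LOC_Os01g55940), which conjugates indole-3-acetic acid to amino acids and so lowers free auxin, fell in shoots with AM symbiosis at 0 mM. It had 14.6 ± 3.31 (SD, n = 3) TPM in mock and 2.36 ± 0.871 (SD, n = 3) TPM in mycorrhizal shoots, a log2 fold change of -2.23 (standard error 0.36, adjusted p = 0.009), and the fall passed whichever single library was left out, and without both mock libraries with pollen transcripts, a check chosen after the data were seen that leaves 1 mock library, the log2 fold change was -1.85 (adjusted p = 0.22). Mock shoots at 150 mM had 2.13 ± 0.527 TPM, with no test against 0 mM. In roots at 0 mM it went the other way, from 9.85 ± 1.84 (SD, n = 3) to 46.6 ± 31.7 (SD, n = 2) TPM (1.96 (standard error 0.40, adjusted p = 0.014)), a rise that did not pass without mock root replicate 3 or mycorrhizal root replicate 1 (adjusted p up to 0.15). The AM effect differed between the tissues, by -4.20 on the log2 scale in shoots over roots (standard error 0.54, adjusted p = 0.0011 from the limma interaction).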

Our results found that AM symbiosis also had a similar effect as salinity on the expression of *GH3.2* under control conditions in the shoots. Moreover, the expression of this gene was upregulated by AM symbiosis under salt stress in the roots (**Supplementary Figures S6**). 

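In roots at 150 mM GH3.2 (LOC_Os01g55940) rose from 3.81 ± 0.933 (SD, n = 2) TPM in the listed mock to 15.5 ± 6.07 (SD, n = 3) TPM in mycorrhizal plants, a log2 fold change of 1.73 (standard error 0.33, adjusted p = 0.012). The rise did not pass without mock root replicate 1 or 2 or mycorrhizal root replicate 2 (adjusted p up to 0.17). Mock root replicate 3 had 22.4 TPM, above each other root library at 150 mM, and with it the log2 fold change was 0.96 (adjusted p = 0.19). In shoots at 150 mM the log2 fold change was 0.46 (standard error 0.30, adjusted p = 0.58).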

The GH3 protein family, which is responsible for binding free indole-3-acetic acid (IAA) to amino acids, has been reported to play a positive role in salt stress tolerance in cotton (Kirungu et al., 2019). Flavonoids could act as the nonenzymatic ROS scavenger (Yang and Guo, 2018), and 4CL proteins belonging to the AMP-binding protein family and regulating a pathway that contributes to flavonoid synthesis may contribute to salinity tolerance in two desert poplars (Zhang et al., 2015). 

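AMP-binding enzymes, a family that holds the 4-coumarate:CoA ligases and acyl-CoA synthetases, went both ways in shoots with AM symbiosis at 0 mM. LOC_Os04g58710 fell from 99.0 ± 16.6 (SD, n = 3) to 13.5 ± 2.15 (SD, n = 3) TPM (log2 fold change -2.78 (standard error 0.38, adjusted p = 0.0045)) and LOC_Os03g03790 from 8.96 ± 3.74 to 1.82 ± 0.537 TPM (-1.76 (standard error 0.31, adjusted p = 0.012), and 0.052 in a fit on the shoots alone). LOC_Os11g35400 rose from 7.13 ± 1.47 to 20.5 ± 6.11 TPM (1.38 (standard error 0.25, adjusted p = 0.014)), and not without mock shoot replicate 2 or mycorrhizal shoot replicate 2 (adjusted p up to 0.071). LOC_Os01g44950 fell in these shoots (-1.73 (standard error 0.30, adjusted p = 0.011), 0.067 without mycorrhizal shoot replicate 2, and 0.053 on the shoots alone) and rose in mycorrhizal roots at 150 mM from 1.23 ± 0.00707 (SD, n = 2) to 7.40 ± 2.18 (SD, n = 3) TPM (1.88 (standard error 0.36, adjusted p = 0.012)). The rise in roots did not pass without mock root replicate 1 or 2 or mycorrhizal root replicate 2 (adjusted p up to 0.11), nor with mock root replicate 3 (0.18). In shoots at 150 mM 1 of 35 rose, LOC_Os10g42800 (1.67 (standard error 0.29, adjusted p = 0.016), 0.050 after quantile normalization, and 0.13 on the shoots alone).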

Our data showed that AM symbiosis also had a similar effect as salinity on the expression of AMP-binding enzymes under control conditions in the shoots, and the expression of these genes was upregulated by AM symbiosis under salt stress in the roots (**Supplementary Figures S6**). Starch has been considered a key factor in plant fitness under abiotic stress, such as salinity (Kanai et al., 2007; Wang et al., 2013; Thalmann and Santelia, 2017). For example, the expression of glucose-1-phosphate adenylyltransferase, which encodes a starch building enzyme, was upregulated by salt stress in *Neochloris oleoabundans* (De Jaeger et al., 2018). The expression of starch synthase was also upregulated by salt stress in different plant species (Thalmann and Santelia, 2017). We found that AM symbiosis upregulated the expression of starch synthase and glucose-1-phosphate adenylyltransferase in the roots under salt stress (**Figure 5** and **Supplementary Figure S6**), which could be beneficial for salinity tolerance. However, AM symbiosis downregulated the expression of these genes in the shoots under nonsaline condition similar as the effect caused by salinity (**Figure 5** and **Supplementary Figure S6**). 

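In roots at 150 mM an adenylyltransferase and 2 starch synthases had higher means in mycorrhizal than in the listed mock plants, within the spread of the libraries. LOC_Os05g50380, the large subunit of glucose-1-phosphate adenylyltransferase, which makes the ADP-glucose used for starch, had 2.42 ± 2.90 (SD, n = 3) TPM against 0.710 ± 0.523 (SD, n = 2) TPM, a log2 fold change of 0.71 (standard error 0.57, adjusted p = 0.54). The starch synthases LOC_Os06g06560 and LOC_Os04g53310 had 3.26 ± 2.02 against 1.71 ± 0.148 TPM (0.55 (standard error 0.40, adjusted p = 0.49)) and 4.01 ± 2.1 against 2.00 ± 0.700 TPM (0.68 (standard error 0.43, adjusted p = 0.43)). None of 14 starch synthesis genes passed in limma over all genes or adjusted over the list alone, 0 had an unadjusted p under 0.05, and 8 had a higher and 6 a lower mean (median 0.06, camera adjusted p = 0.047, 0.16 with mock root replicate 3, and adjusted p = 0.87 with an estimated correlation). Mock root replicate 3 had 11.3, 9.20 and 16.1 TPM of the 3 genes, above the mycorrhizal mean of each, and with it their log2 fold changes were -0.25, -0.09 and -0.16.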

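Part of the starch synthesis genes fell with AM symbiosis in shoots at 0 mM. LOC_Os05g50380, glucose-1-phosphate adenylyltransferase, fell from 420.0 ± 194 (SD, n = 3) to 67.0 ± 41.0 (SD, n = 3) TPM (log2 fold change -2.69 (standard error 0.44, adjusted p = 0.0098), and 0.057 in a fit on the shoots alone), and LOC_Os04g53310, a starch synthase, from 45.1 ± 14.7 to 12.5 ± 1.28 TPM (-1.73 (standard error 0.23, adjusted p = 0.0044)). Of 15 listed starch synthesis genes 5 fell and none rose (5 adjusted over the list alone, median -0.29, camera adjusted p = 0.0035, and adjusted p = 0.39 with an estimated correlation). Of 10 starch synthases 4 fell, among them LOC_Os06g06560 (adjusted p = 0.023, 0.062 on the shoots alone, and up to 0.11 without mock shoot replicate 1 or 2 or mycorrhizal shoot replicate 2). Another of the 4, LOC_Os06g04200, reached 1 TPM at 0 mM only in mock shoot replicates 1 and 2. These libraries held pollen transcripts, and its fall rests on them. Roots at 0 mM also had 5 of 15 listed genes falling, with LOC_Os05g50380 going from 82.9 ± 22.2 (SD, n = 3) to 7.59 ± 1.41 (SD, n = 2) TPM (-3.27 (standard error 0.49, adjusted p = 0.0024)). The mean log2(TPM + 1) of 16 starch genes was 4.72 ± 0.333 (SD, n = 3) in mock and 3.99 ± 0.158 in mycorrhizal shoots at 0 mM, and 3.78 ± 0.493 and 4.21 ± 0.119 at 150 mM.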

Reduced starch synthesis or increased starch remobilization might be helpful to provide sugars as osmoprotectants to mitigate the negative effect of stress (Thalmann and Santelia, 2017).

Maintain ionic homeostasis is important for plant salt stress tolerance (Yang and Guo, 2018; Evelin et al., 2019). “Cytoplasmic membrane-bounded vesicle” is the most enriched GO term among genes showed tissue-preferred expression in response to both AM symbiosis and salinity (**Supplementary Table S2**). It has been shown that intracellular membrane dynamics have played roles in plant salt tolerance. Under salt stress, regulation of vesicle trafficking and increase of cytoplasmic vesicles by accelerating endocytosis may be helpful for Na^+^ compartmentalization (Yang and Guo, 2018; Wang et al., 2020). Our results also showed that AM symbiosis and salinity regulated genes involved in Pi homeostasis in a similar way in shoots, and AM symbiosis upregulated the expression of genes such as inorganic Pi transporter and multicopper oxidase under salinity in both roots and shoots (**Figure 7** and **Supplementary Figures S6**, **7**). 

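LOC_Os06g29790, annotated as a phosphate transporter, illustrates the levels across conditions. In shoots at 150 mM it had 8.66 ± 1.09 (SD, n = 3) TPM in mycorrhizal and 2.78 ± 1.35 (SD, n = 3) TPM in mock plants, a log2 fold change of 1.42 (standard error 0.40, adjusted p = 0.12), and in roots at 0 mM it fell from 29.1 ± 4.5 (SD, n = 3) to 8.01 ± 1.39 (SD, n = 2) TPM (-1.74 (standard error 0.20, adjusted p = 0.00032)). All 17 listed phosphate starvation genes had a higher mean in mycorrhizal shoots at 150 mM (median 0.69, camera adjusted p = 0.00092, and adjusted p = 0.54 with an estimated correlation), and none passed in limma over all genes (6 at an unadjusted p under 0.05) or over the list alone. In roots at 150 mM 2 of the 17 had a higher and 15 a lower mean in mycorrhizal plants (median -0.43), and none passed in limma (2 at an unadjusted p under 0.05). The median in roots turned to 0.02 after quantile normalization. The multicopper oxidases LOC_Os01g03530 and LOC_Os01g03620 had log2 fold changes of 1.00 (standard error 0.47, adjusted p = 0.38) and 0.37 (standard error 0.32, adjusted p = 0.72) in shoots at 150 mM.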

Salinity-reduced Pi uptake has been reported in several plant species, suggesting the negative role of salt stress on Pi uptake (Martinez and Lauchli, 1994; Navarro et al., 2001). Many genes involved in the Pi starvation response are also regulated by salinity or play important roles in salt stress tolerance, suggesting crosstalk between the Pi starvation response and the salt stress signaling pathway (Baek et al., 2017). These findings support that many Pi homeostasis-related genes were regulated by salinity in our transcriptome analysis. In addition, previous studies showed that salt stress tolerance could be enhanced by exogenous Pi application or in Pi-accumulating mutants (Okusanya and Fawole, 1985; Miura et al., 2011; Sun et al., 2018). The increased Pi content in mycorrhizal roots and shoots and upregulated expression of Pi homeostasis-related genes by AM symbiosis observed in our study might be the key factor for AM-enhanced salt stress tolerance (**Supplementary Figures S1**, **S6**, **S7**). 

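The potassium channel AKT2/3 (LOC_Os05g35410), which carries K+ in the phloem, rose in shoots with AM symbiosis at 150 mM from 5.21 ± 2.27 (SD, n = 3) to 14.0 ± 1.26 (SD, n = 3) TPM, a log2 fold change of 1.34 (standard error 0.26, adjusted p = 0.029). The rise did not pass without any 1 of the 3 mycorrhizal shoots (adjusted p up to 0.086), after quantile normalization (0.062), with mock root replicate 3 in the fit (0.11), in a fit on the shoots alone (0.14), after rescaling to the sum of the listed loci, chosen after the data were seen (0.11), or with a pseudocount of 0.1 (0.29), and with a pseudocount of 5 its log2 fold change was 0.92. At 0 mM it had 16.6 ± 1.08 TPM in mock and 12.8 ± 2.60 TPM in mycorrhizal shoots (-0.37 (standard error 0.22, adjusted p = 0.42)). LOC_Os01g70490, a potassium transporter, rose at 150 mM from 6.07 ± 2.36 to 16.9 ± 4.12 TPM (1.37 (standard error 0.25, adjusted p = 0.02)), and not without mycorrhizal shoot replicate 1 or 3 (adjusted p up to 0.066), on the shoots alone (0.13) or with a pseudocount of 0.1 (0.12). Of 17 listed genes of Na+ and K+ transport these 2 rose and none fell at 150 mM (2 adjusted over the list alone, median 0.15, camera adjusted p = 0.29). Cation/H+ exchangers annotated as CHX15 included LOC_Os01g60140, with a log2 fold change of -2.02 (standard error 0.79, adjusted p = 0.19) in shoots at 0 mM, which went from -2.92 to -0.89 with single libraries left out and passed without mock shoot replicate 3 (adjusted p = 0.023). At 150 mM none of 13 exchangers of this family passed in limma in shoots (0 at an unadjusted p under 0.05). In roots at 150 mM LOC_Os05g31730, a cation/H+ exchanger, fell from 18.9 ± 1.09 (SD, n = 2) to 6.23 ± 1.34 (SD, n = 3) TPM (-1.47 (standard error 0.21, adjusted p = 0.0013)), and with mock root replicate 3 it also passed (-1.42, adjusted p = 0.025).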

AM symbiosis also had a similar effect as salinity on the expression of cation/H^+^ exchanger (CHX) and Arabidopsis K^+^ transporter (AKT2/3) in the shoots under control conditions, and AM-upregulated expression of these two genes was observed in the shoots under salt stress (**Supplementary Figures S7**). The contribution of the CHX channel to salt stress tolerance has been reported in soybean (Jia et al., 2017). AKT2 channels play a major role in phloem K^+^ loading and unloading, and the fact that AKT2 is regulated by two positive regulators of salt stress tolerance, calcineurin B-like-interacting protein kinase 6 (CIPK6) and calcineurin B-like 4 (CBL4), suggests that AKT2 is involved in the adaptation to salt stress (Chérel and Gaillard, 2019).

Overall, our results indicate that AM symbiosis might possibly use a multipronged approach to influence gene expression in a way similar to salinity did, especially in the shoots under nonsaline conditions. This modification might help plants be prepared for salt stress. However, the underlying molecular mechanism to mediate this regulation is still unclear, and the relevance of this regulation on salt stress tolerance is also unknown. In addition, under salt stress, AM symbiosis also upregulated the expression of several genes involved in cell wall and lipid modification, inositol-3-phophate and starch synthesis, and auxin and ionic homeostasis. These genes may play positive roles in salt stress tolerance and the growth of mycorrhizal plants might be further maintained under salinity.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary material**.

## Author contributions

Y-HC and S-YY designed the experiments. Y-HC and K-CC performed the experiments and analyzed the data. CH performed the RNA sequencing analysis. CH, Y-HC and S-YY wrote the article. All authors read and approved the final manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Transcriptome analysis reveals the mechanisms for mycorrhiza-enhanced salt tolerance in rice
**Source:** Front Plant Sci. 2022 Dec 19;13:1072171. doi: 10.3389/fpls.2022.1072171
**Supplement:** Supplementary file 1

FITURE S1

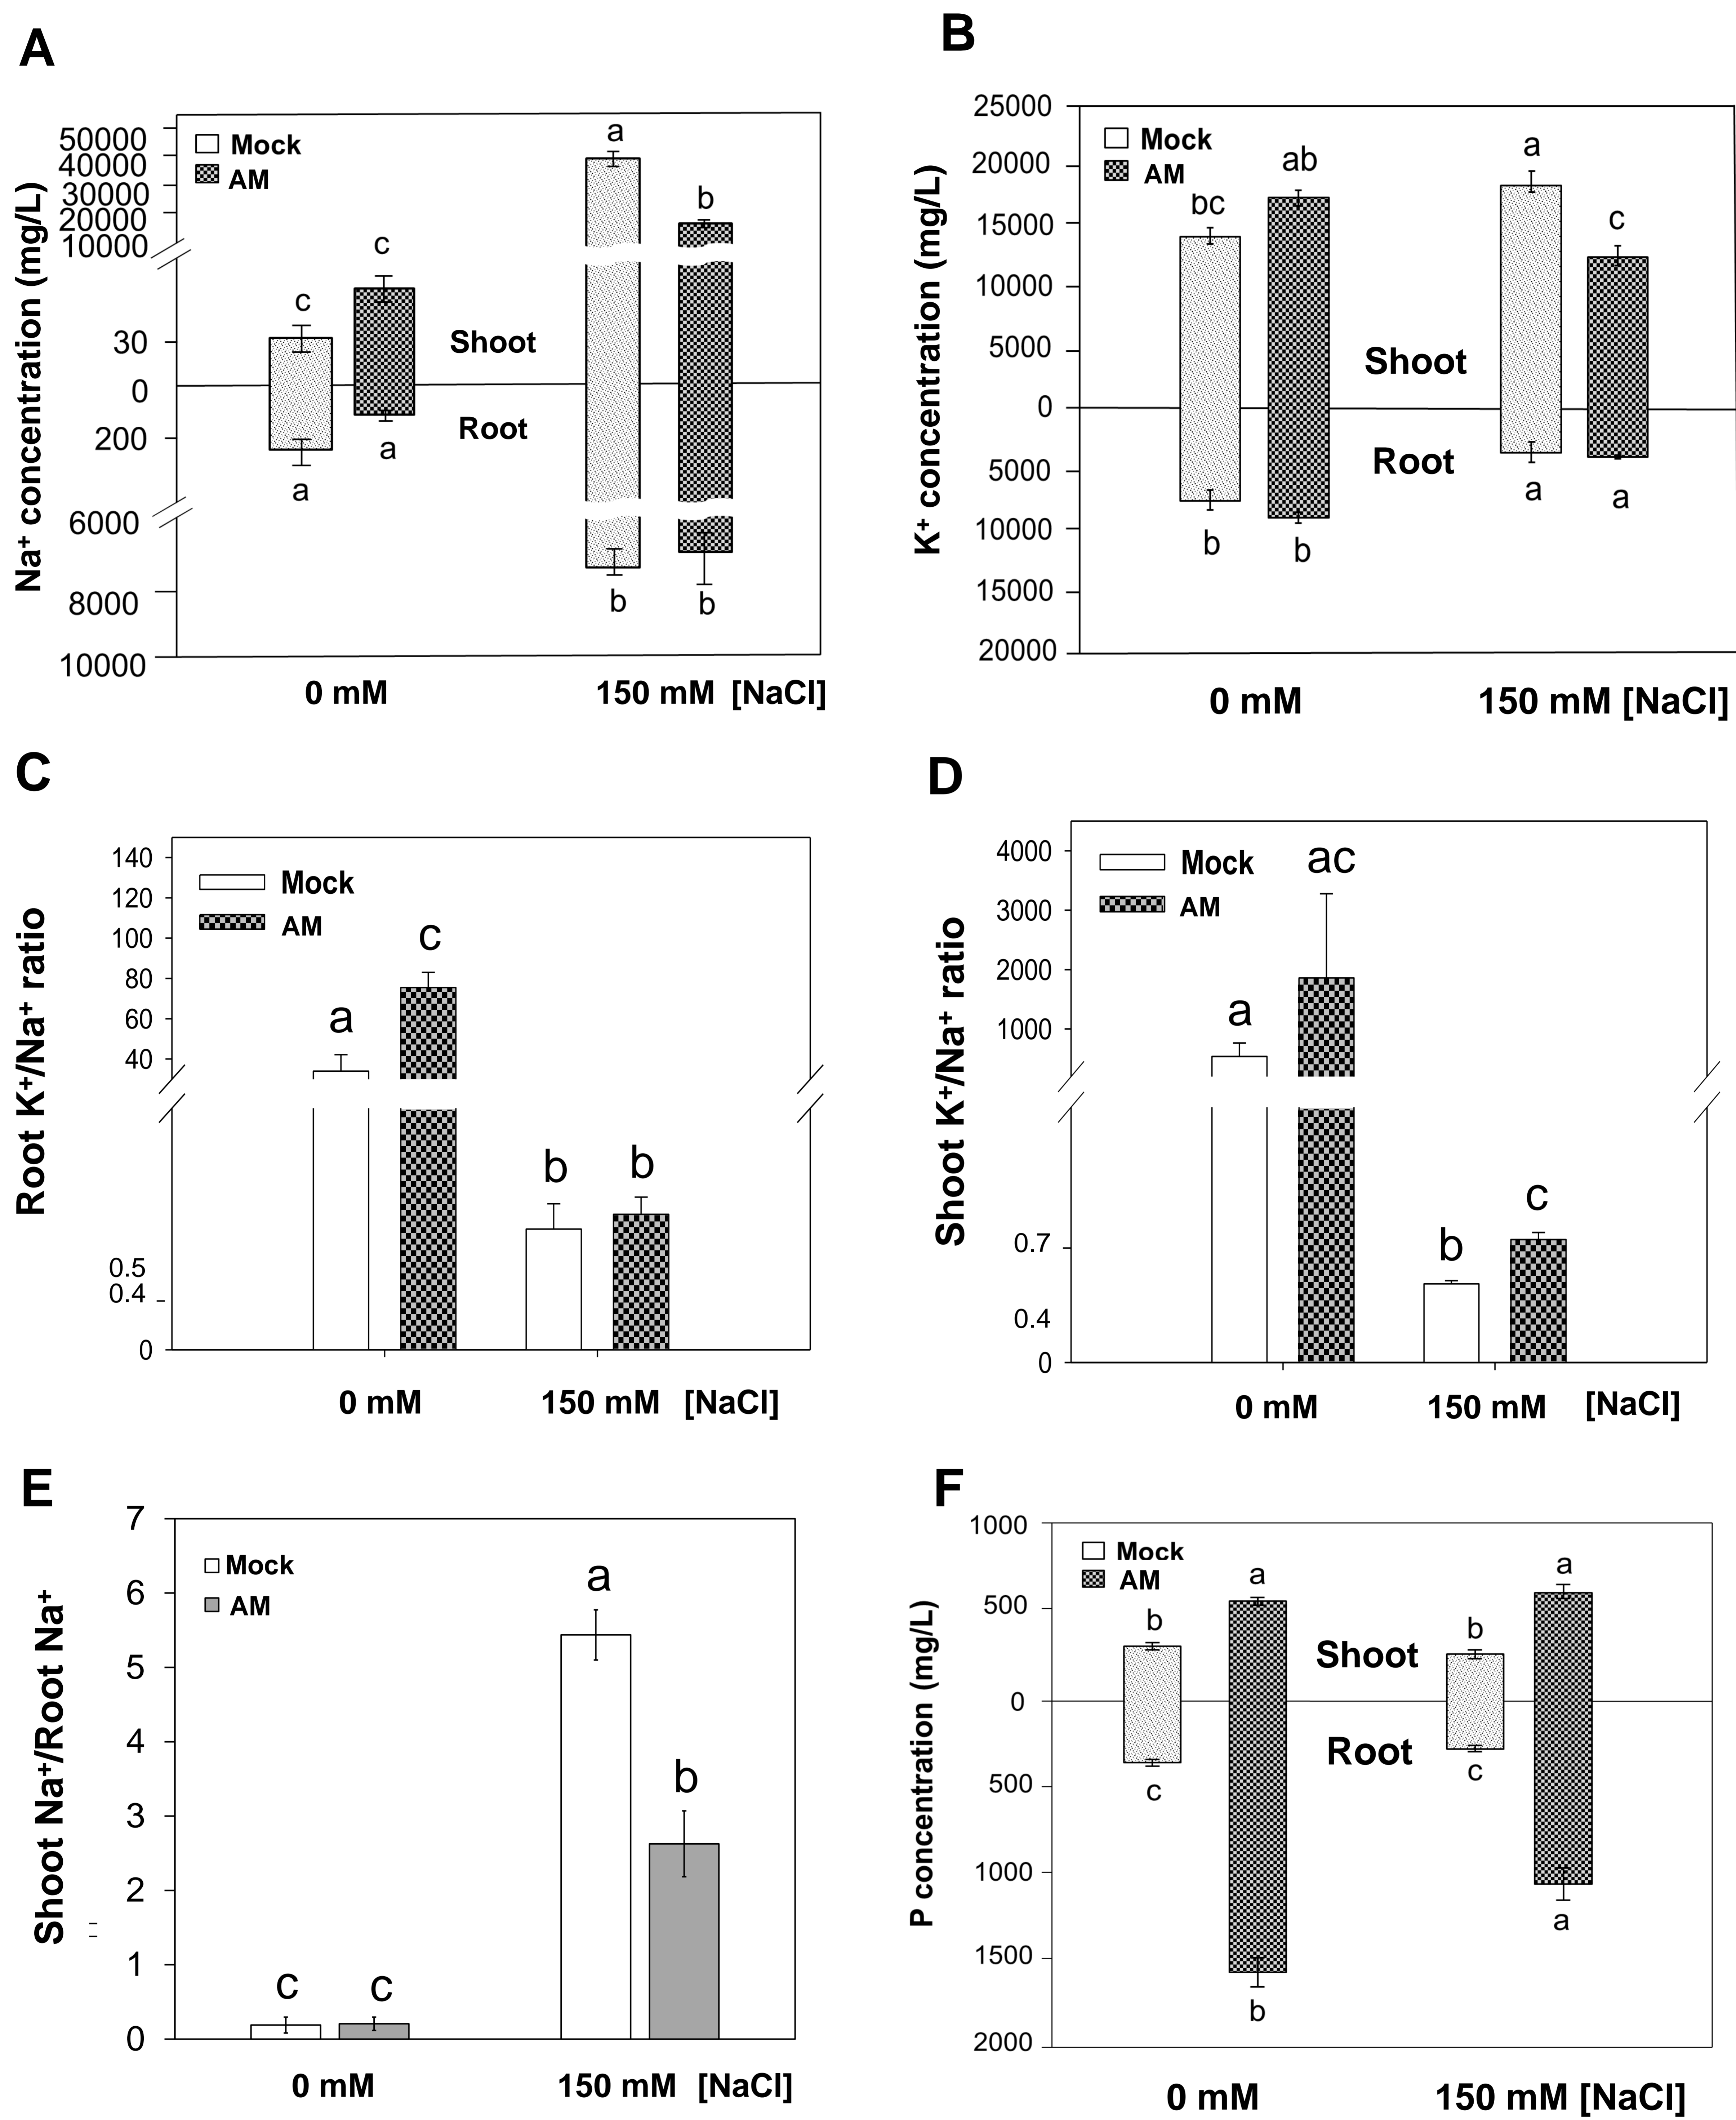

FIGURE S1 Effects of salinity and fungal inoculation on ion concentration in rice plants under salt stress. **(A)** Na⁺ concentrations. **(B)** K⁺ concentration. **(C)** K⁺/Na⁺ ratio of roots. **(D)** K⁺/Na⁺ ratio of shoots. **(E)** Shoot Na⁺/root Na⁺ ratio of plants. **(F)** Phosphorus (P) concentration. Rice plants were grown without (mock) or with AM fungi *R. irregularis* (AM) for 5 weeks and then treated with normal (0 mM NaCl) or salt solution (150 mM NaCl) for 3 weeks. The ion concentration was measured by ICP-OES. Standard error is derived from 3 biological replicates (3 plants were considered as one biological replicate). Shoot and root samples were analyzed separately in (A), (B) and (F). Different letters represent significant differences at $p < 0.05$ (one-way ANOVA followed by a least significant differences post hoc test) in (A)(B)(E)(F); $p < 0.1$, pairwise t test in (C) (D).

FIGURE S2

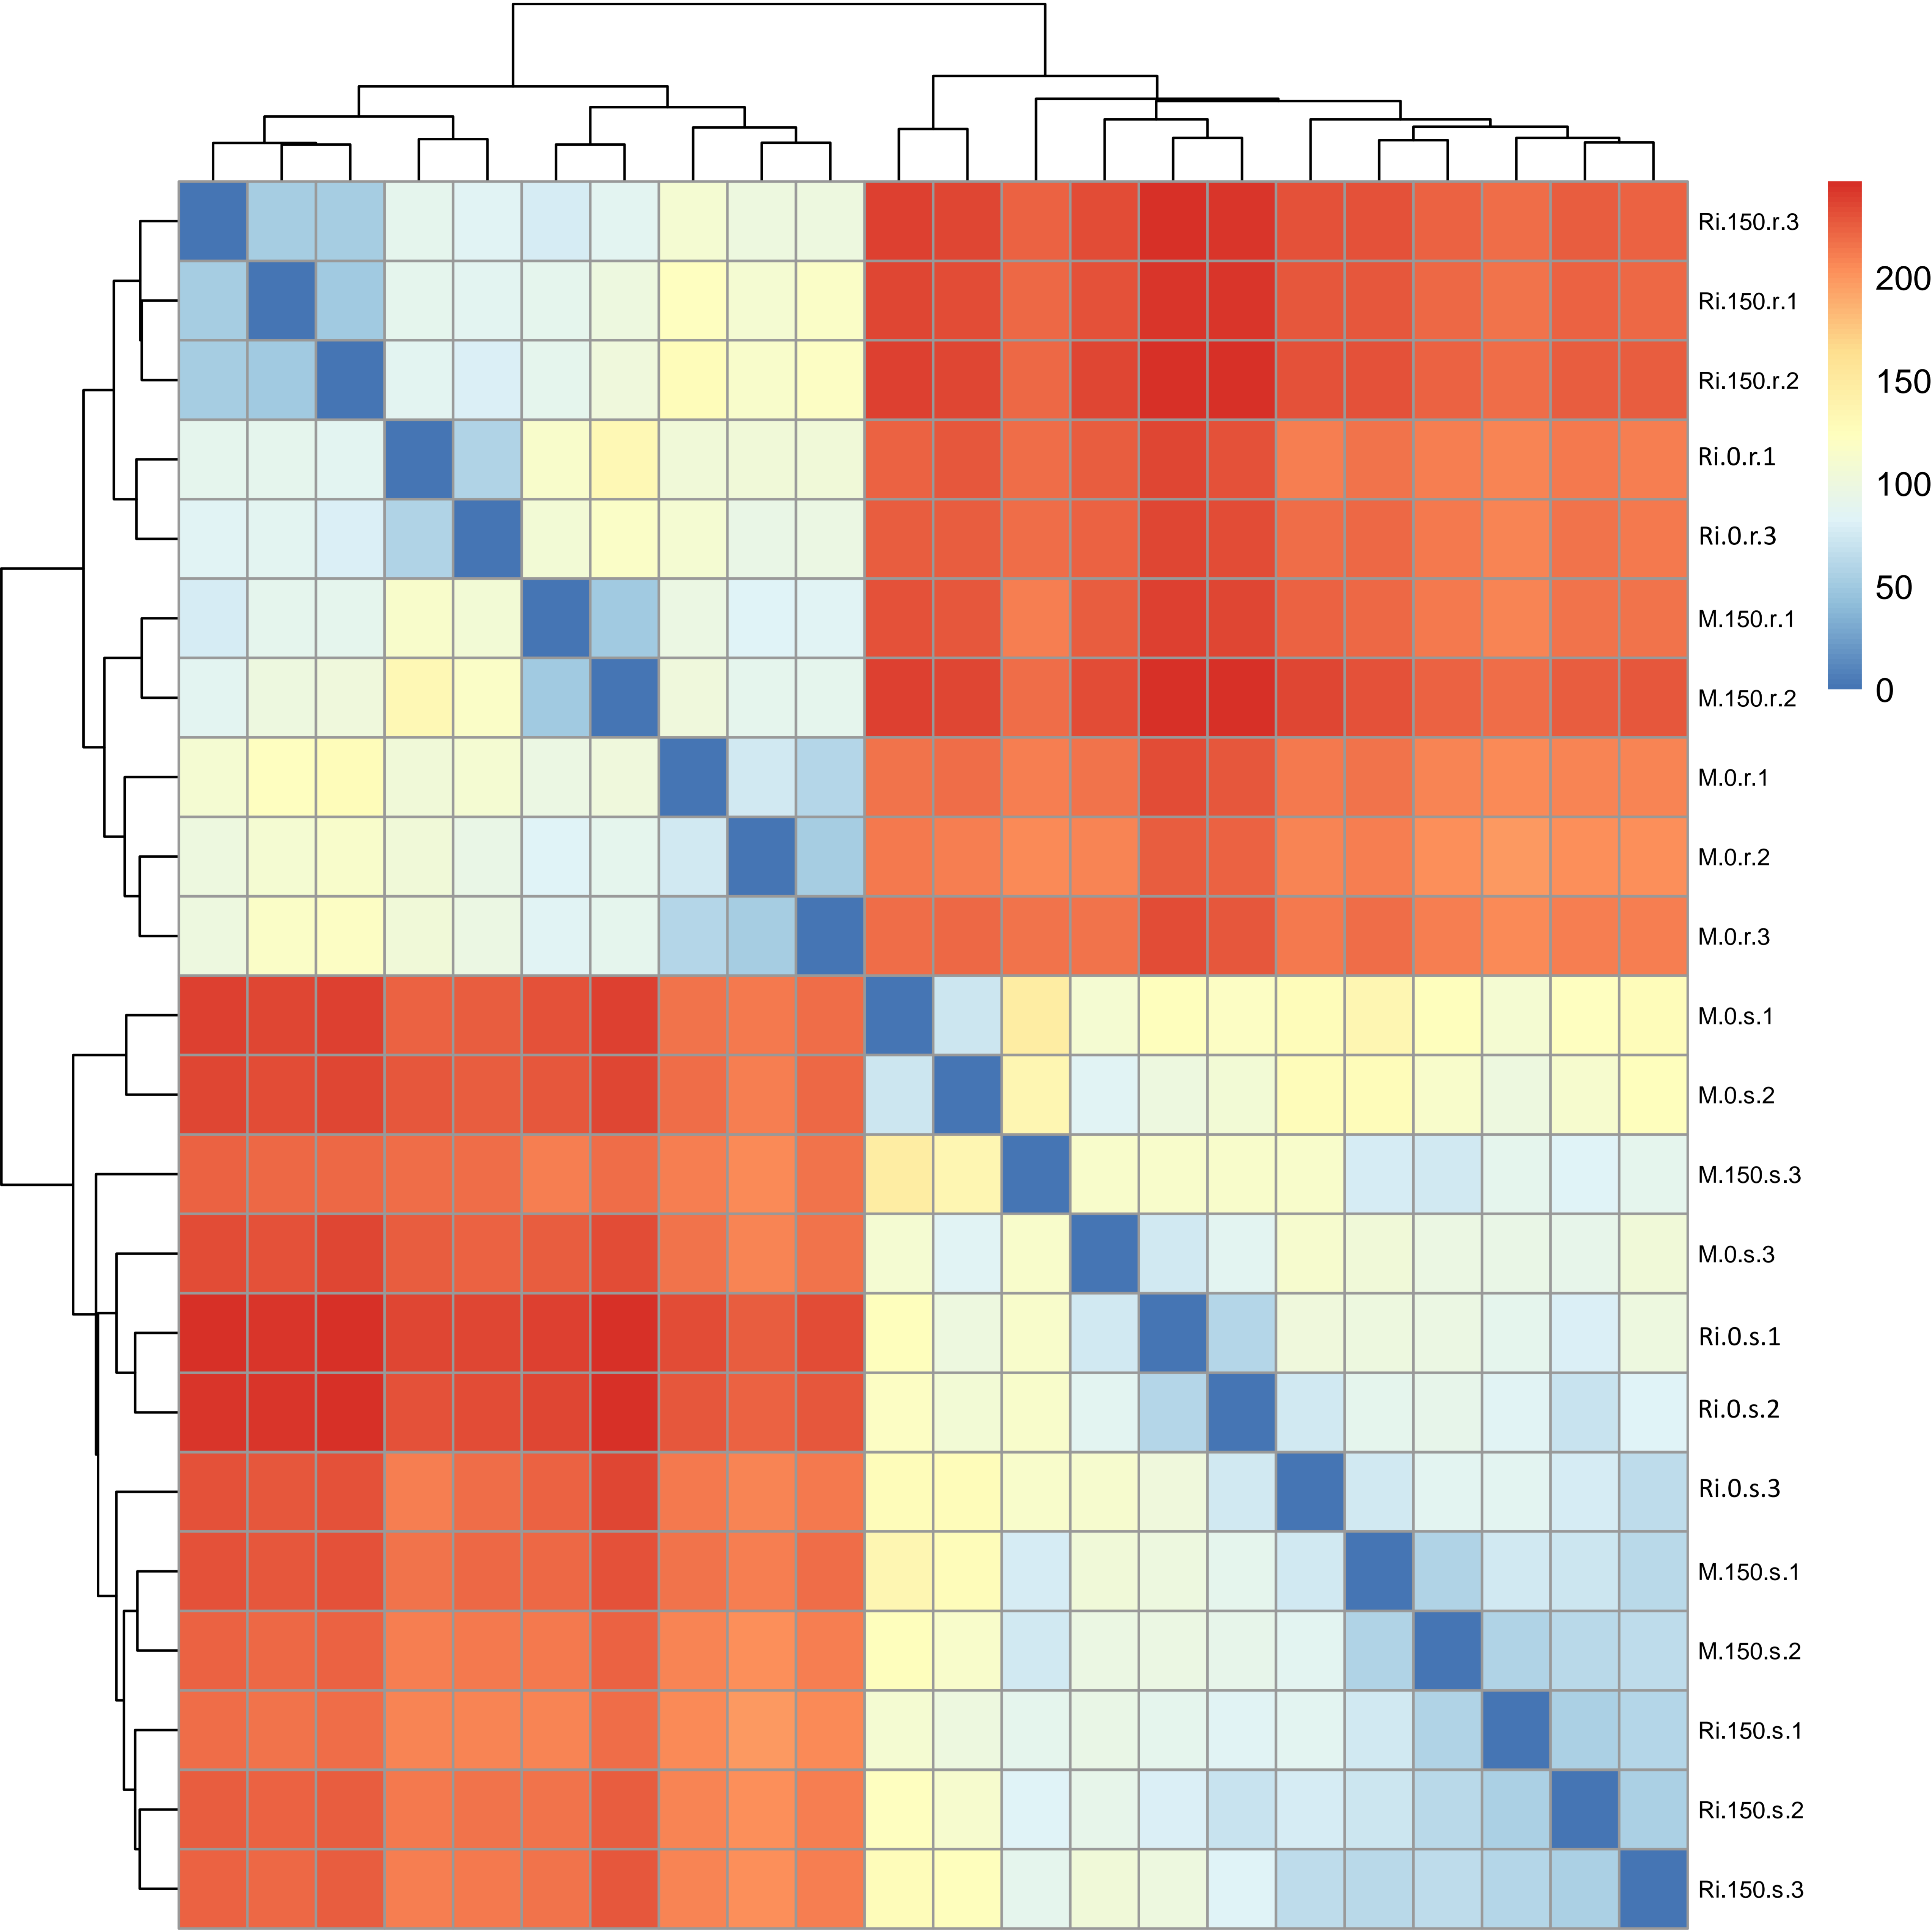

FIGURE S2. Heatmap of Pearson correlations between biological replicates
The total reads counts were normalized using the VST method from DESeq2. M, Mock; Ri, AM fungi *R. irregularis*; r, root; s, shoot; 0, 0 mM; 150, 150 mM.

FIGURE S3

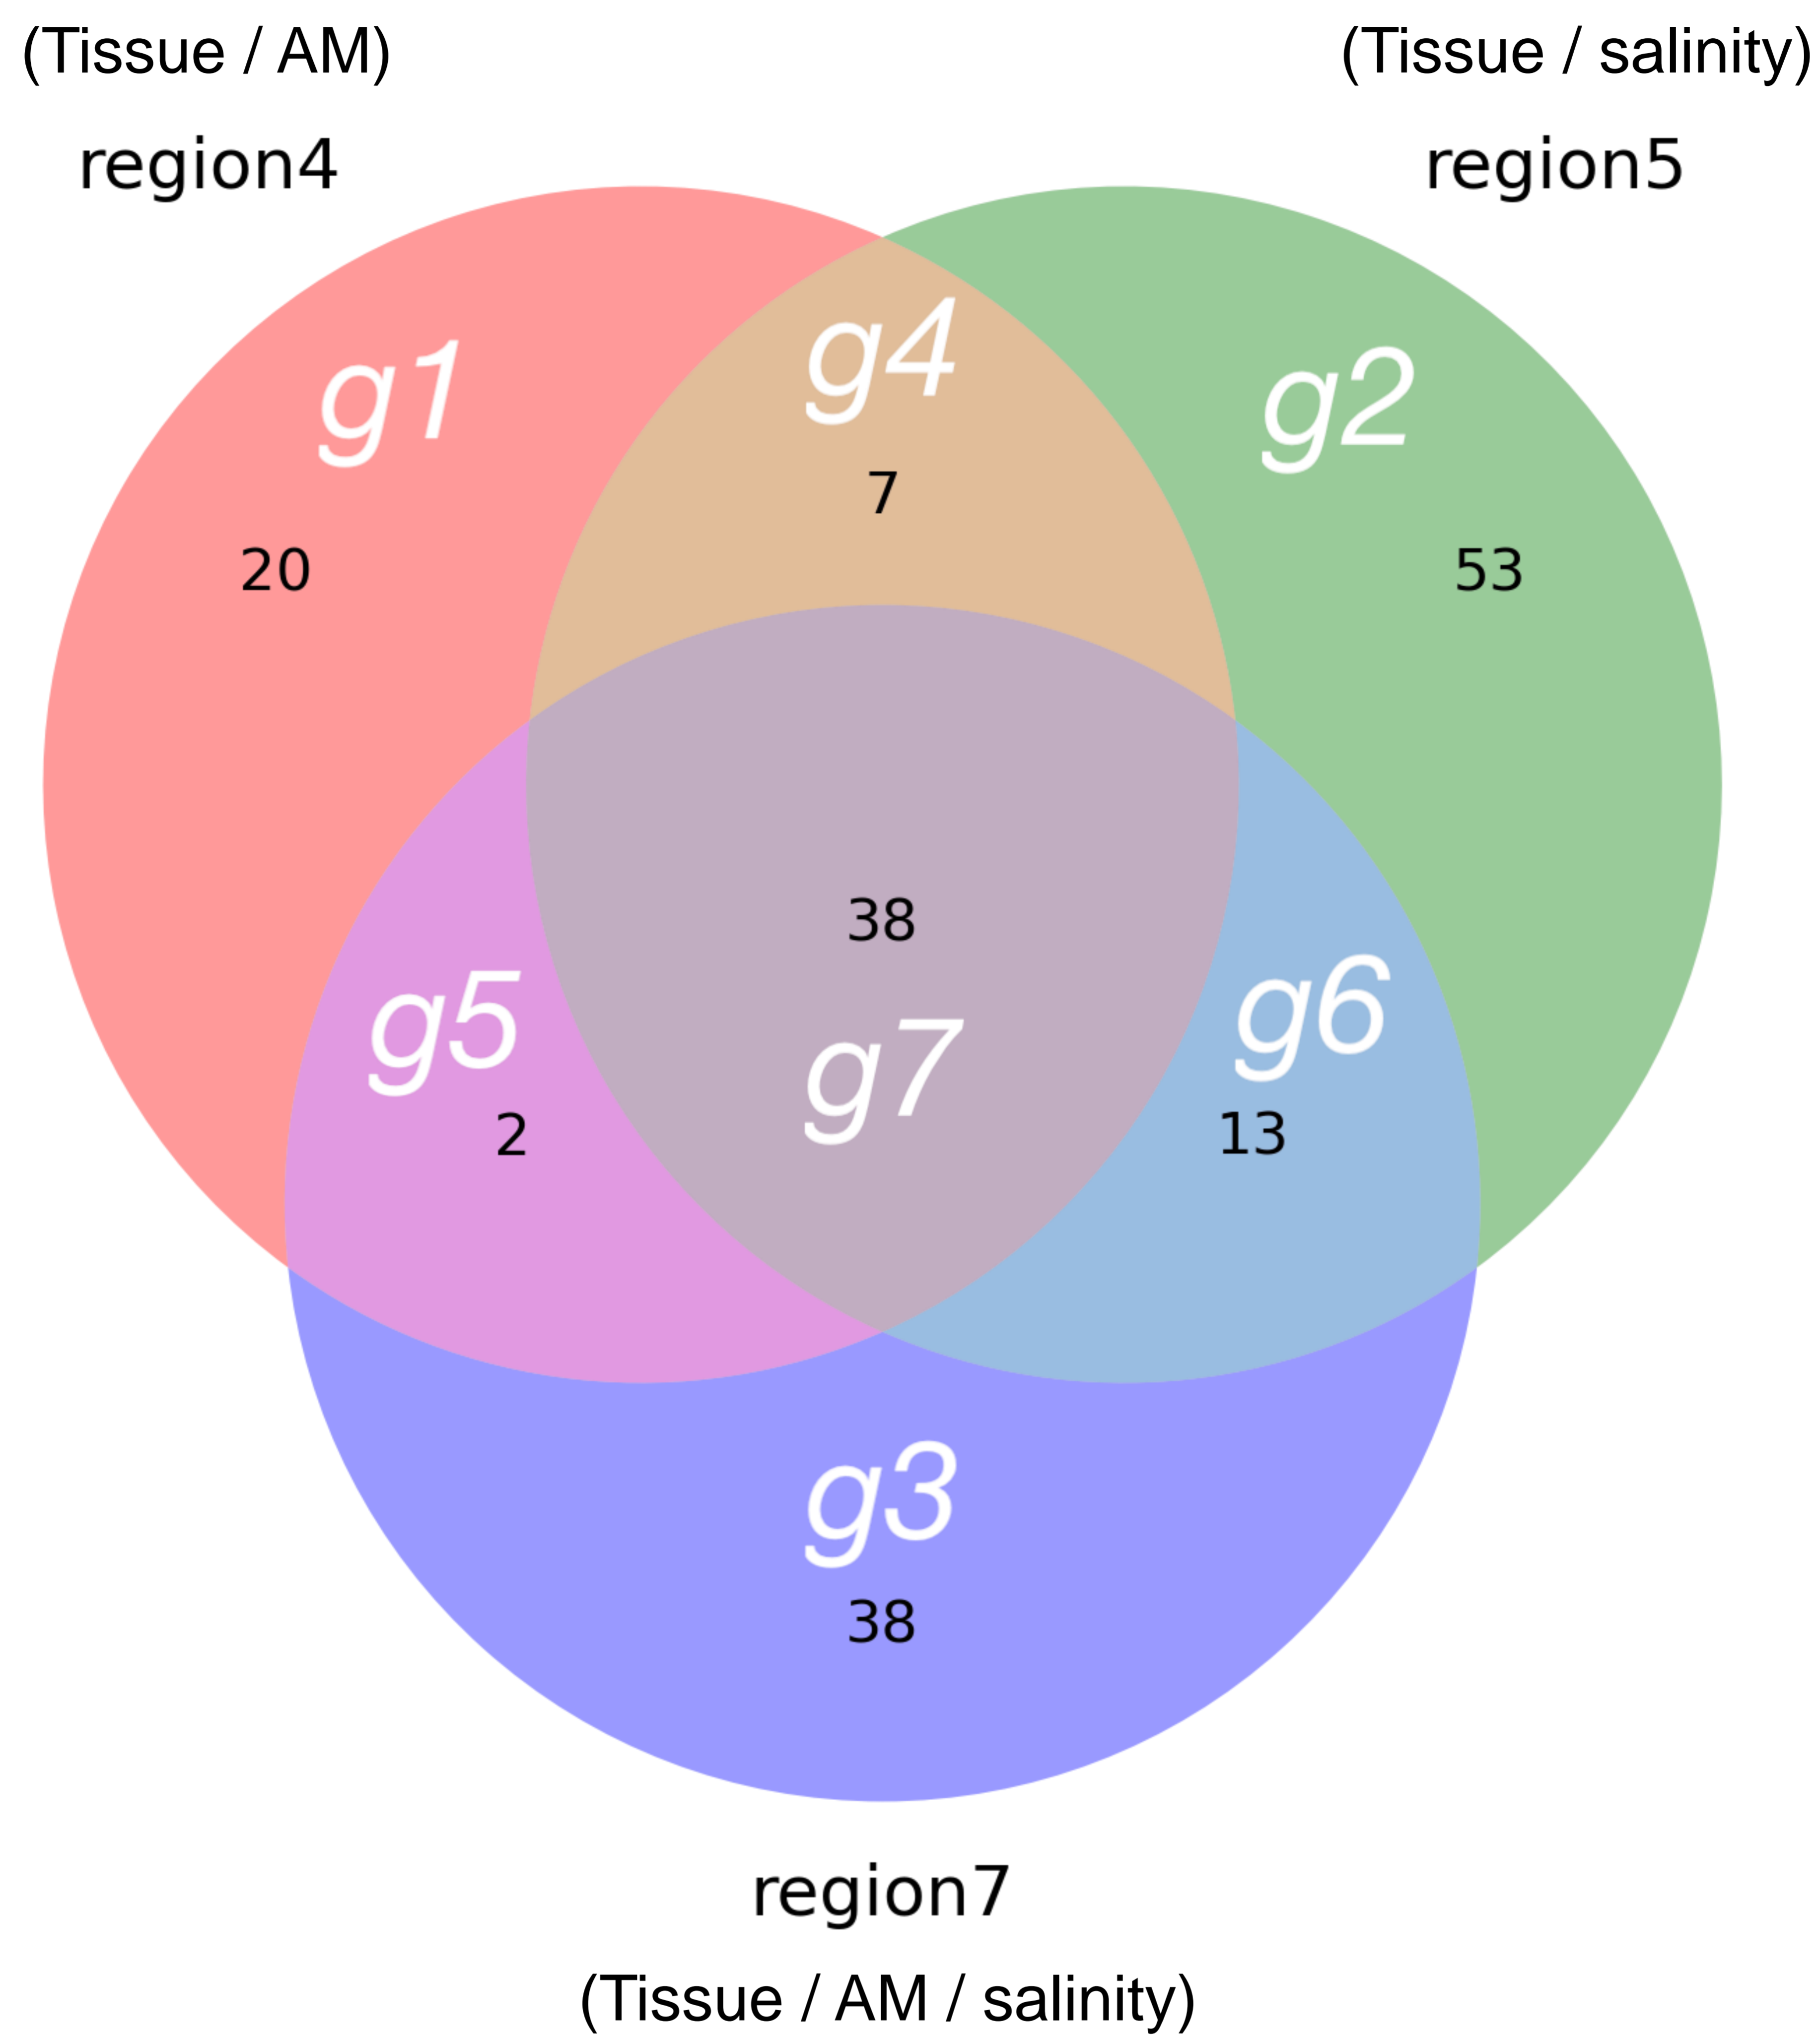

Figure S3 Venn diagram of GO terms from the region of interest: region 4, region 5, region 7. GO terms were identified from the DEGs in the region 4, region 5, region 7 according to genome annotation from Phytozome. White labels are the name for each GO region. Black numbers are the number of GO terms in each GO region.

FIGURE S4

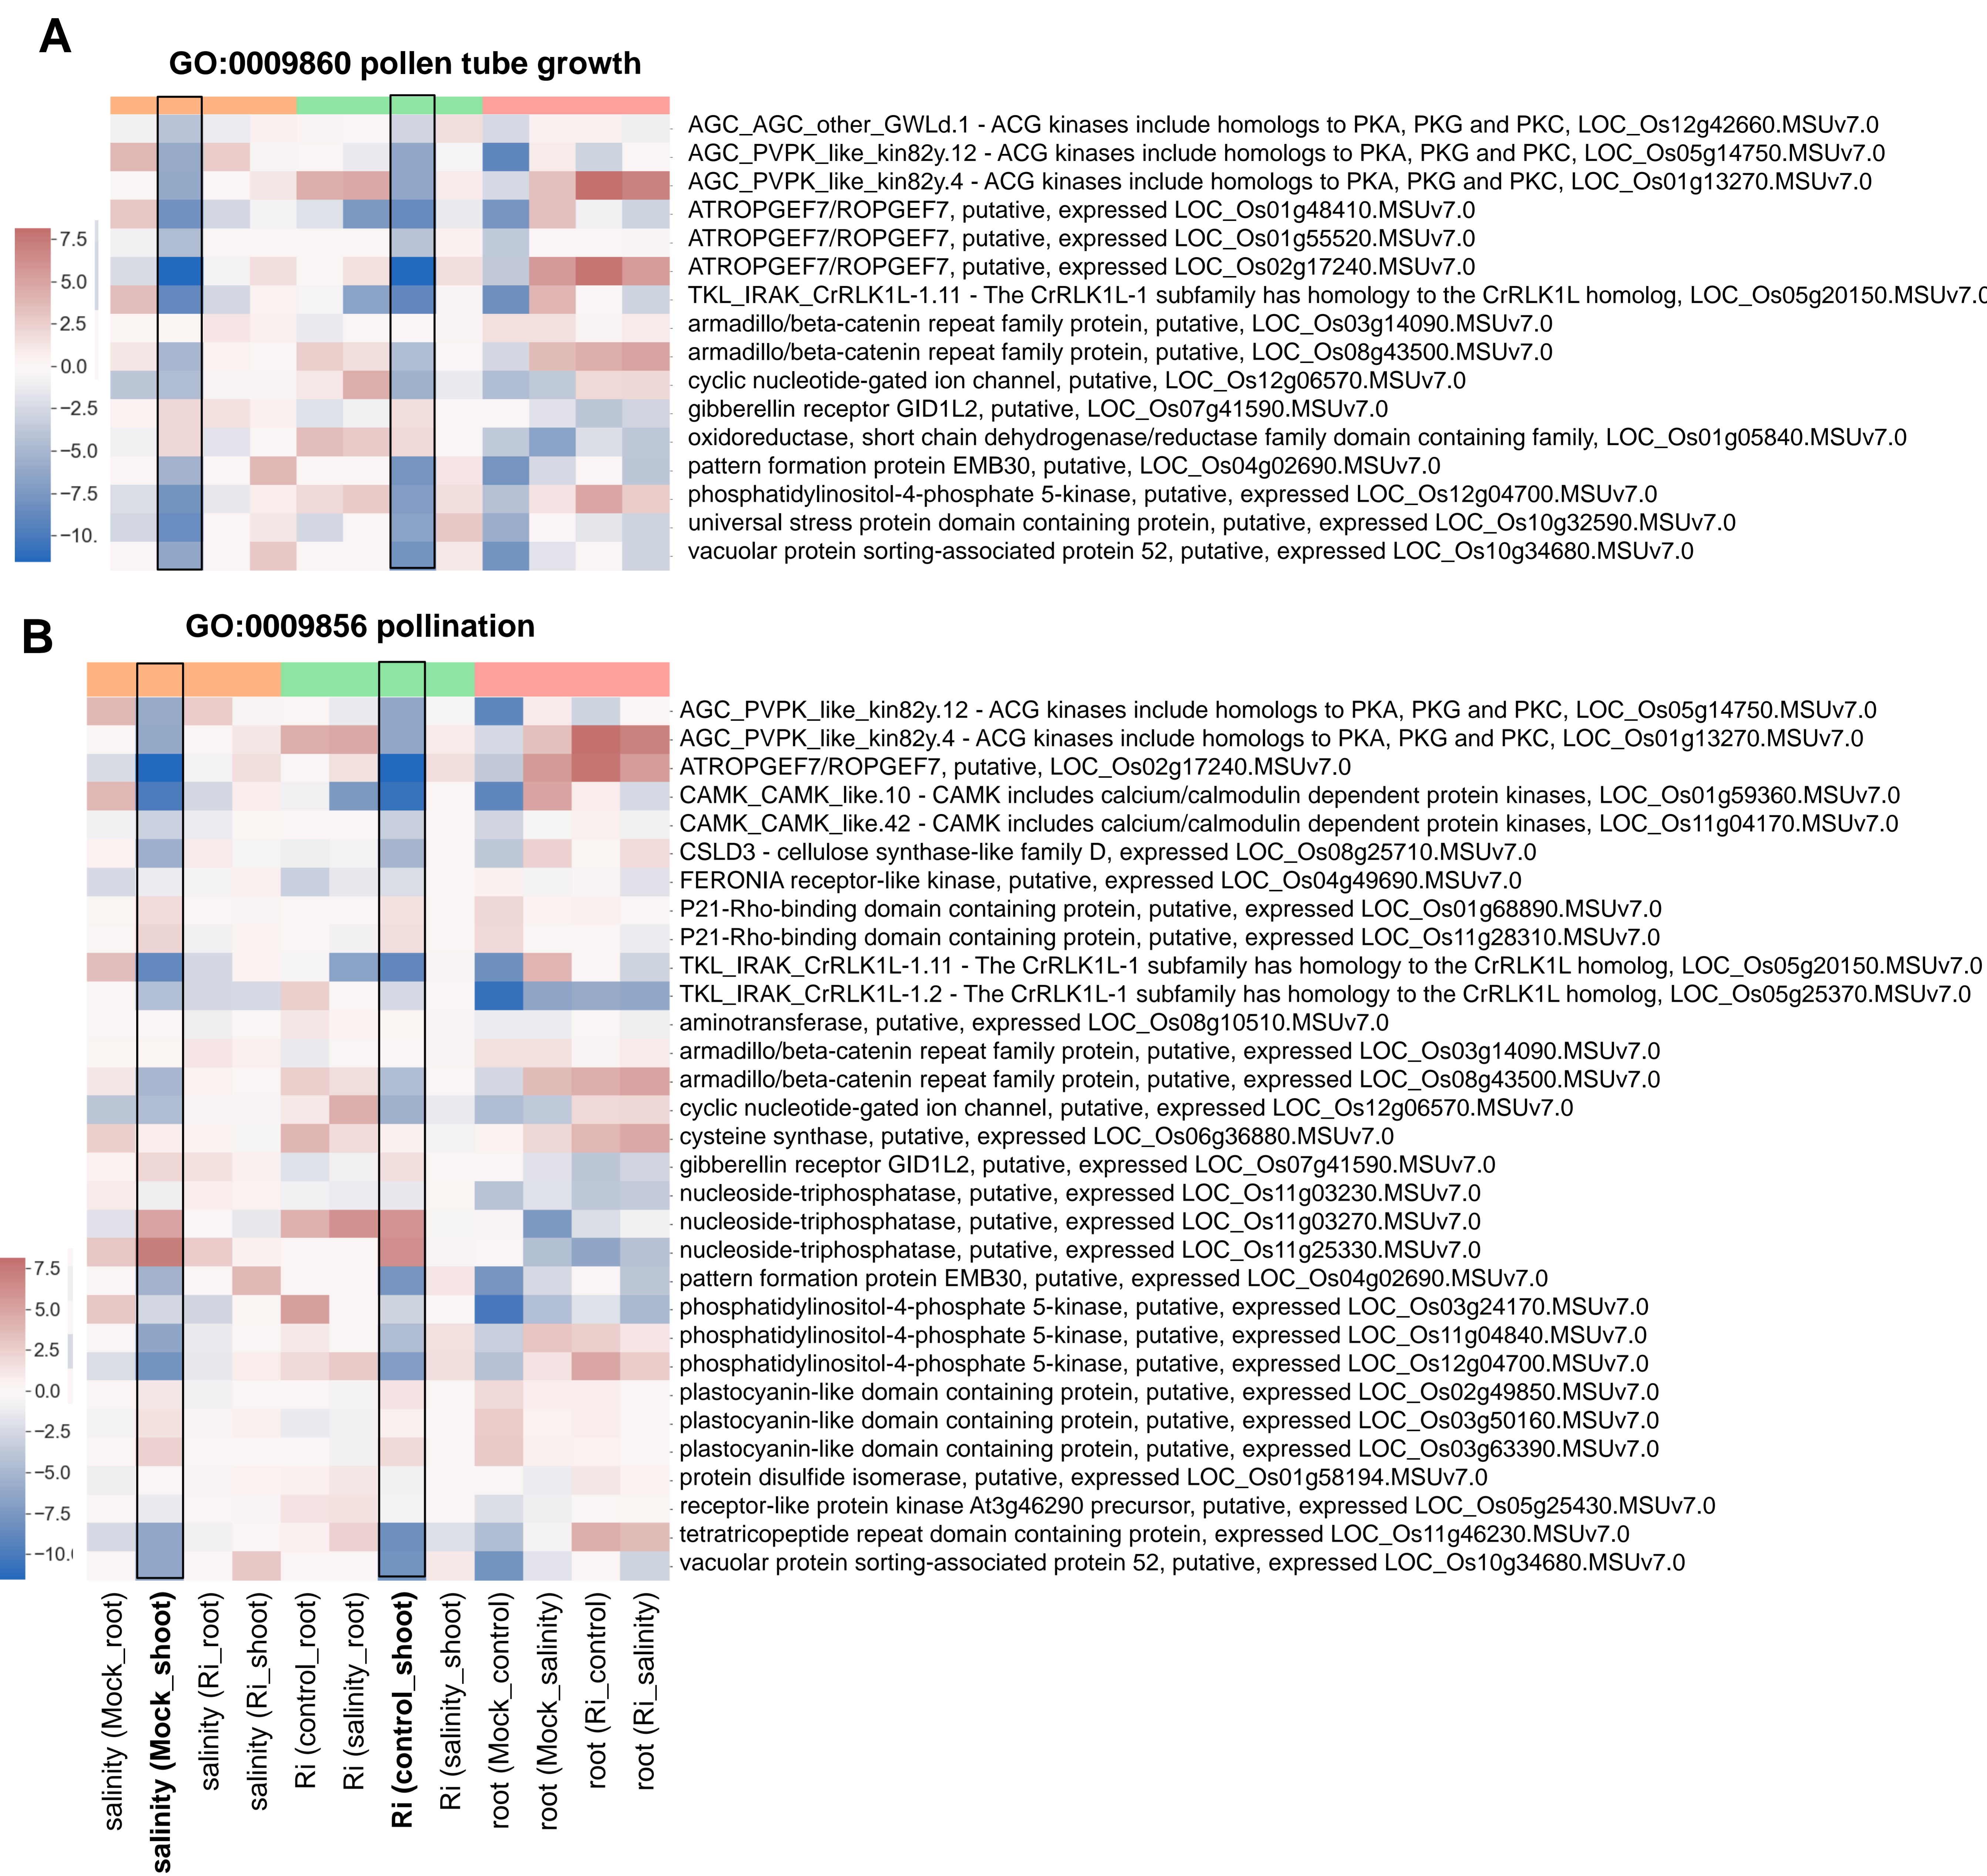

Figure S4 Heatmap showing the fold change of DEGs belonging to reproduction-related GO terms. (A) Expression profile of DEGs from region 7 with the GO term “GO:0009860 pollen tube growth”. **(B)** Expression profile of DEGs from region 7 with the GO term “GO:0009856 pollination ”. The log2(fold change) values of DEGs from the selected GO terms were visualized with a heatmap. The color bar on top of the heatmap indicates the DE comparison groups: orange – salinity effect; green – AM symbiosis; pink – tissue difference. On the x-axis, each column represents a pairwise comparison to show the effect causing the DE, and inside the parentheses are the condition.

FIGURE S5

GBSSI

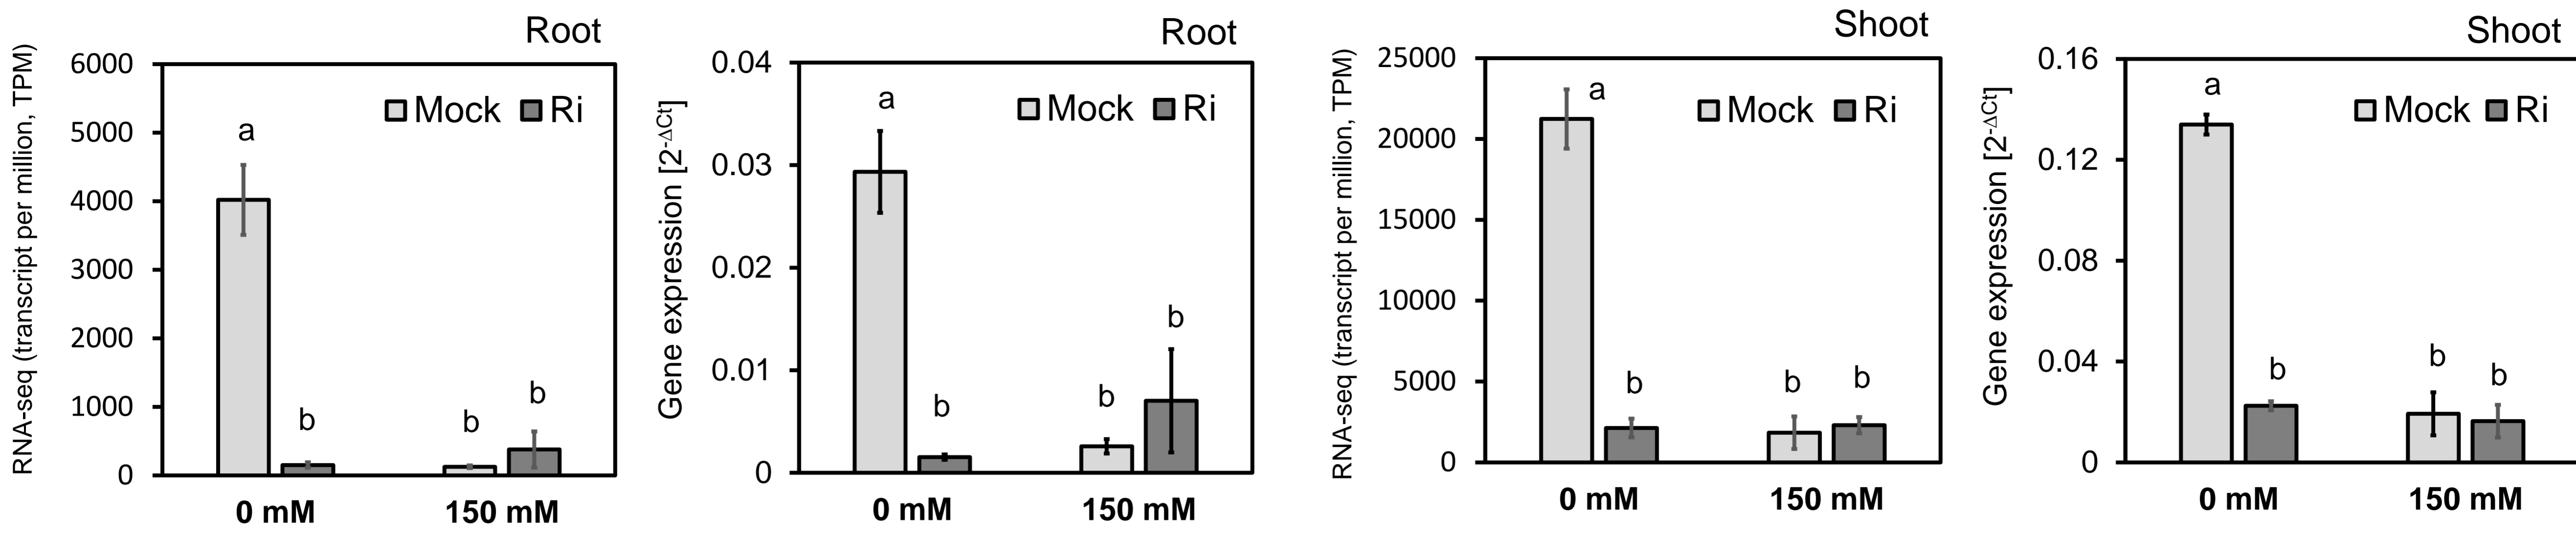

XTH19

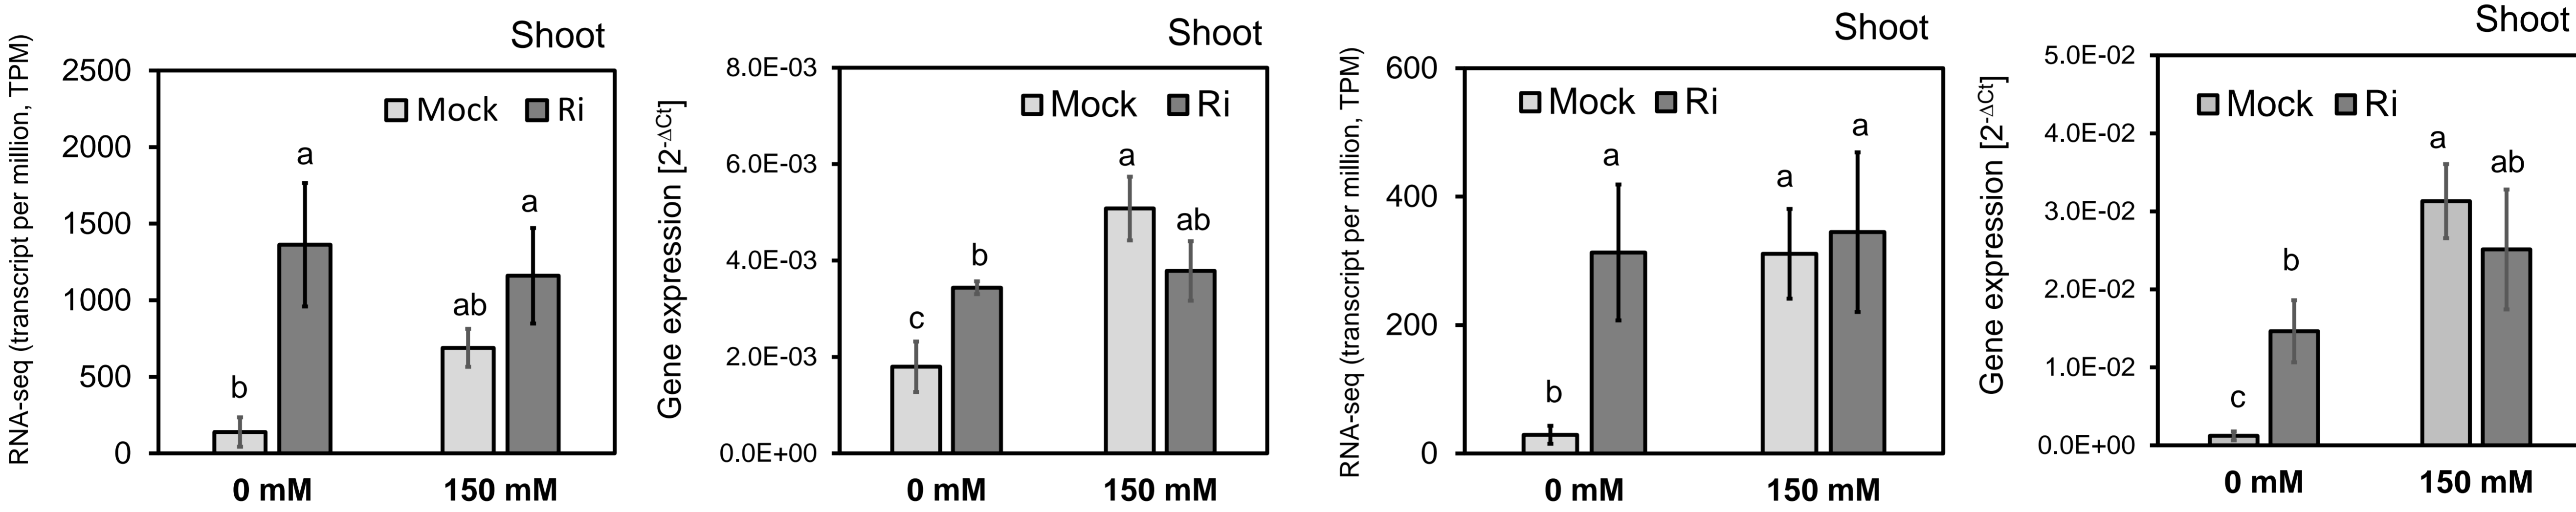

PAP7

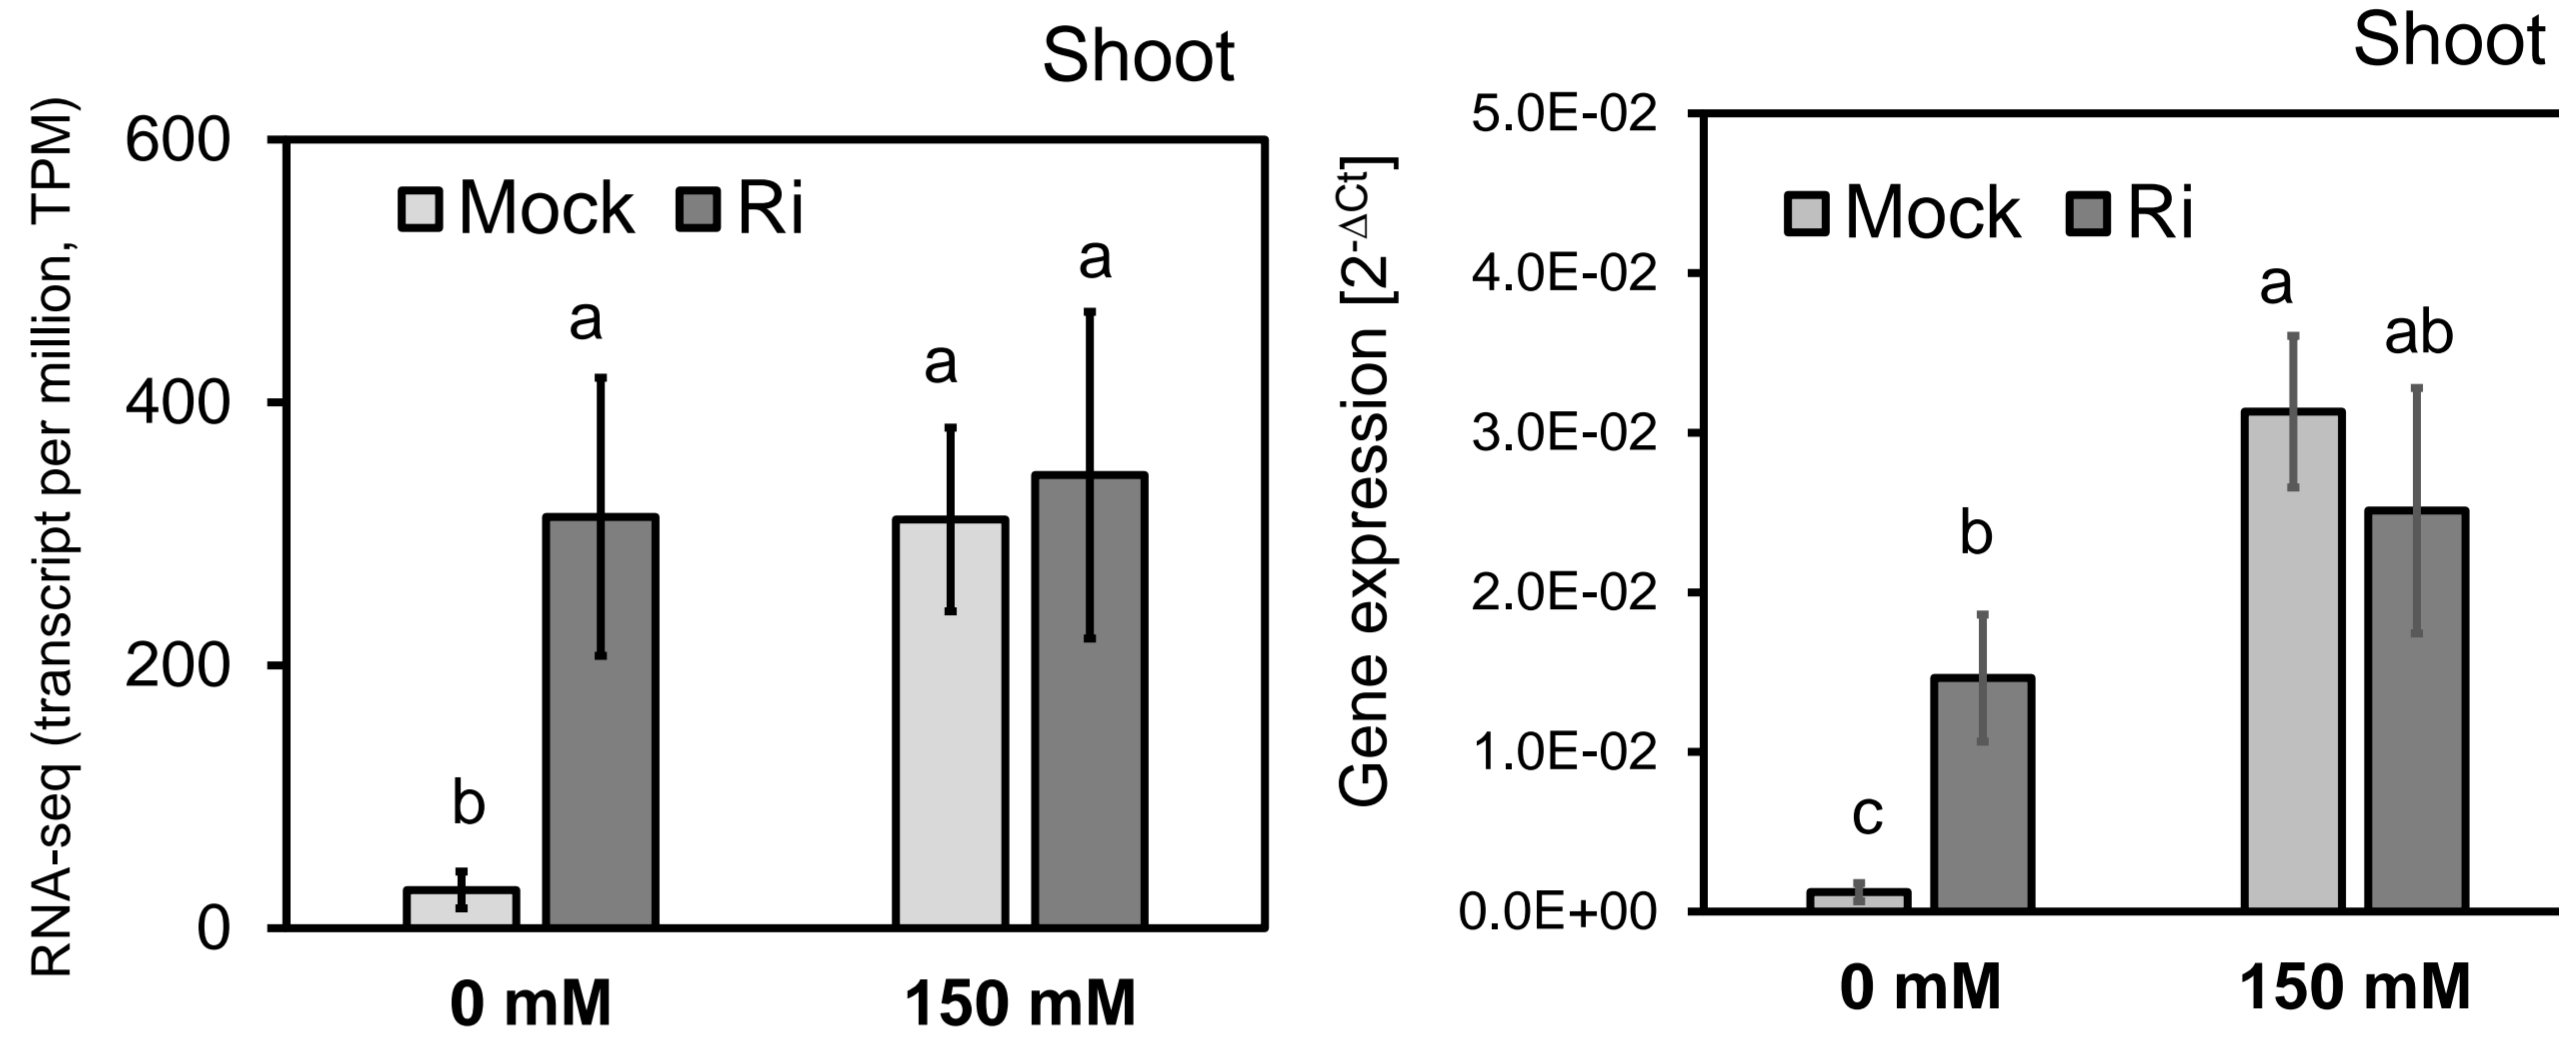

LPR5

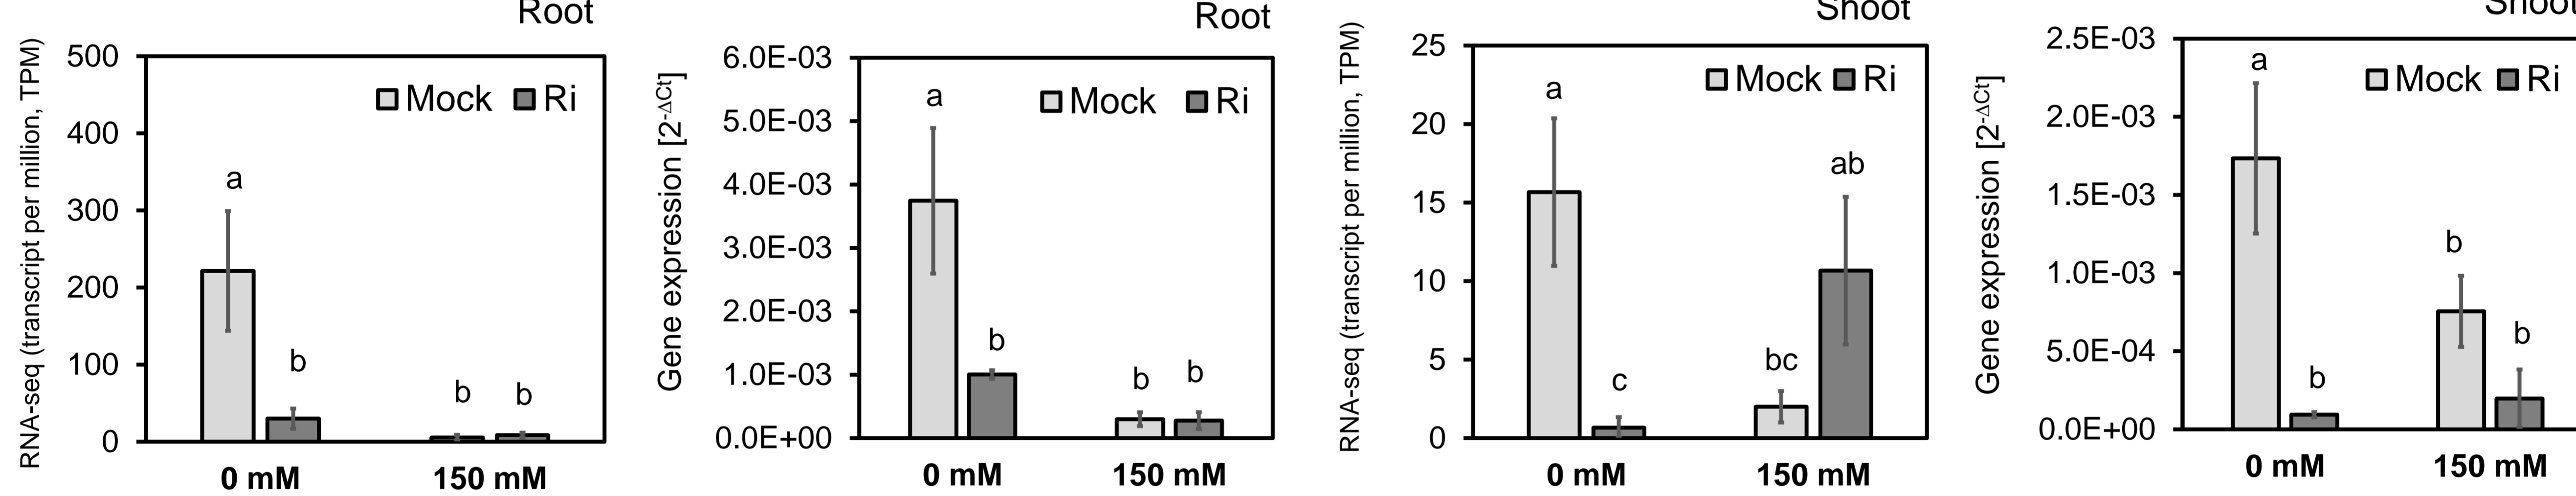

FIGURE S5 Quantitative reverse transcription PCR (RT-qPCR) validation of the DEGs identified from RNA-seq analysis.

Transcript per million fragments (TPM) values and the expression level measured by RT-qPCR analysis were shown. Rice plants were grown without (mock) or with AM fungi *R. irregularis* (Ri) for 5 weeks and then treated with normal (0 mM NaCl) or salt solution (150 mM NaCl) for 3 weeks. Gene expression was normalized with *Cyclophilin2*. Standard error is derived from 3-6 biological replicates (2 plants were considered as one biological replicate). Two-way ANOVA followed by a least significant differences post hoc test, $p < 0.1$.

FIGURE S6

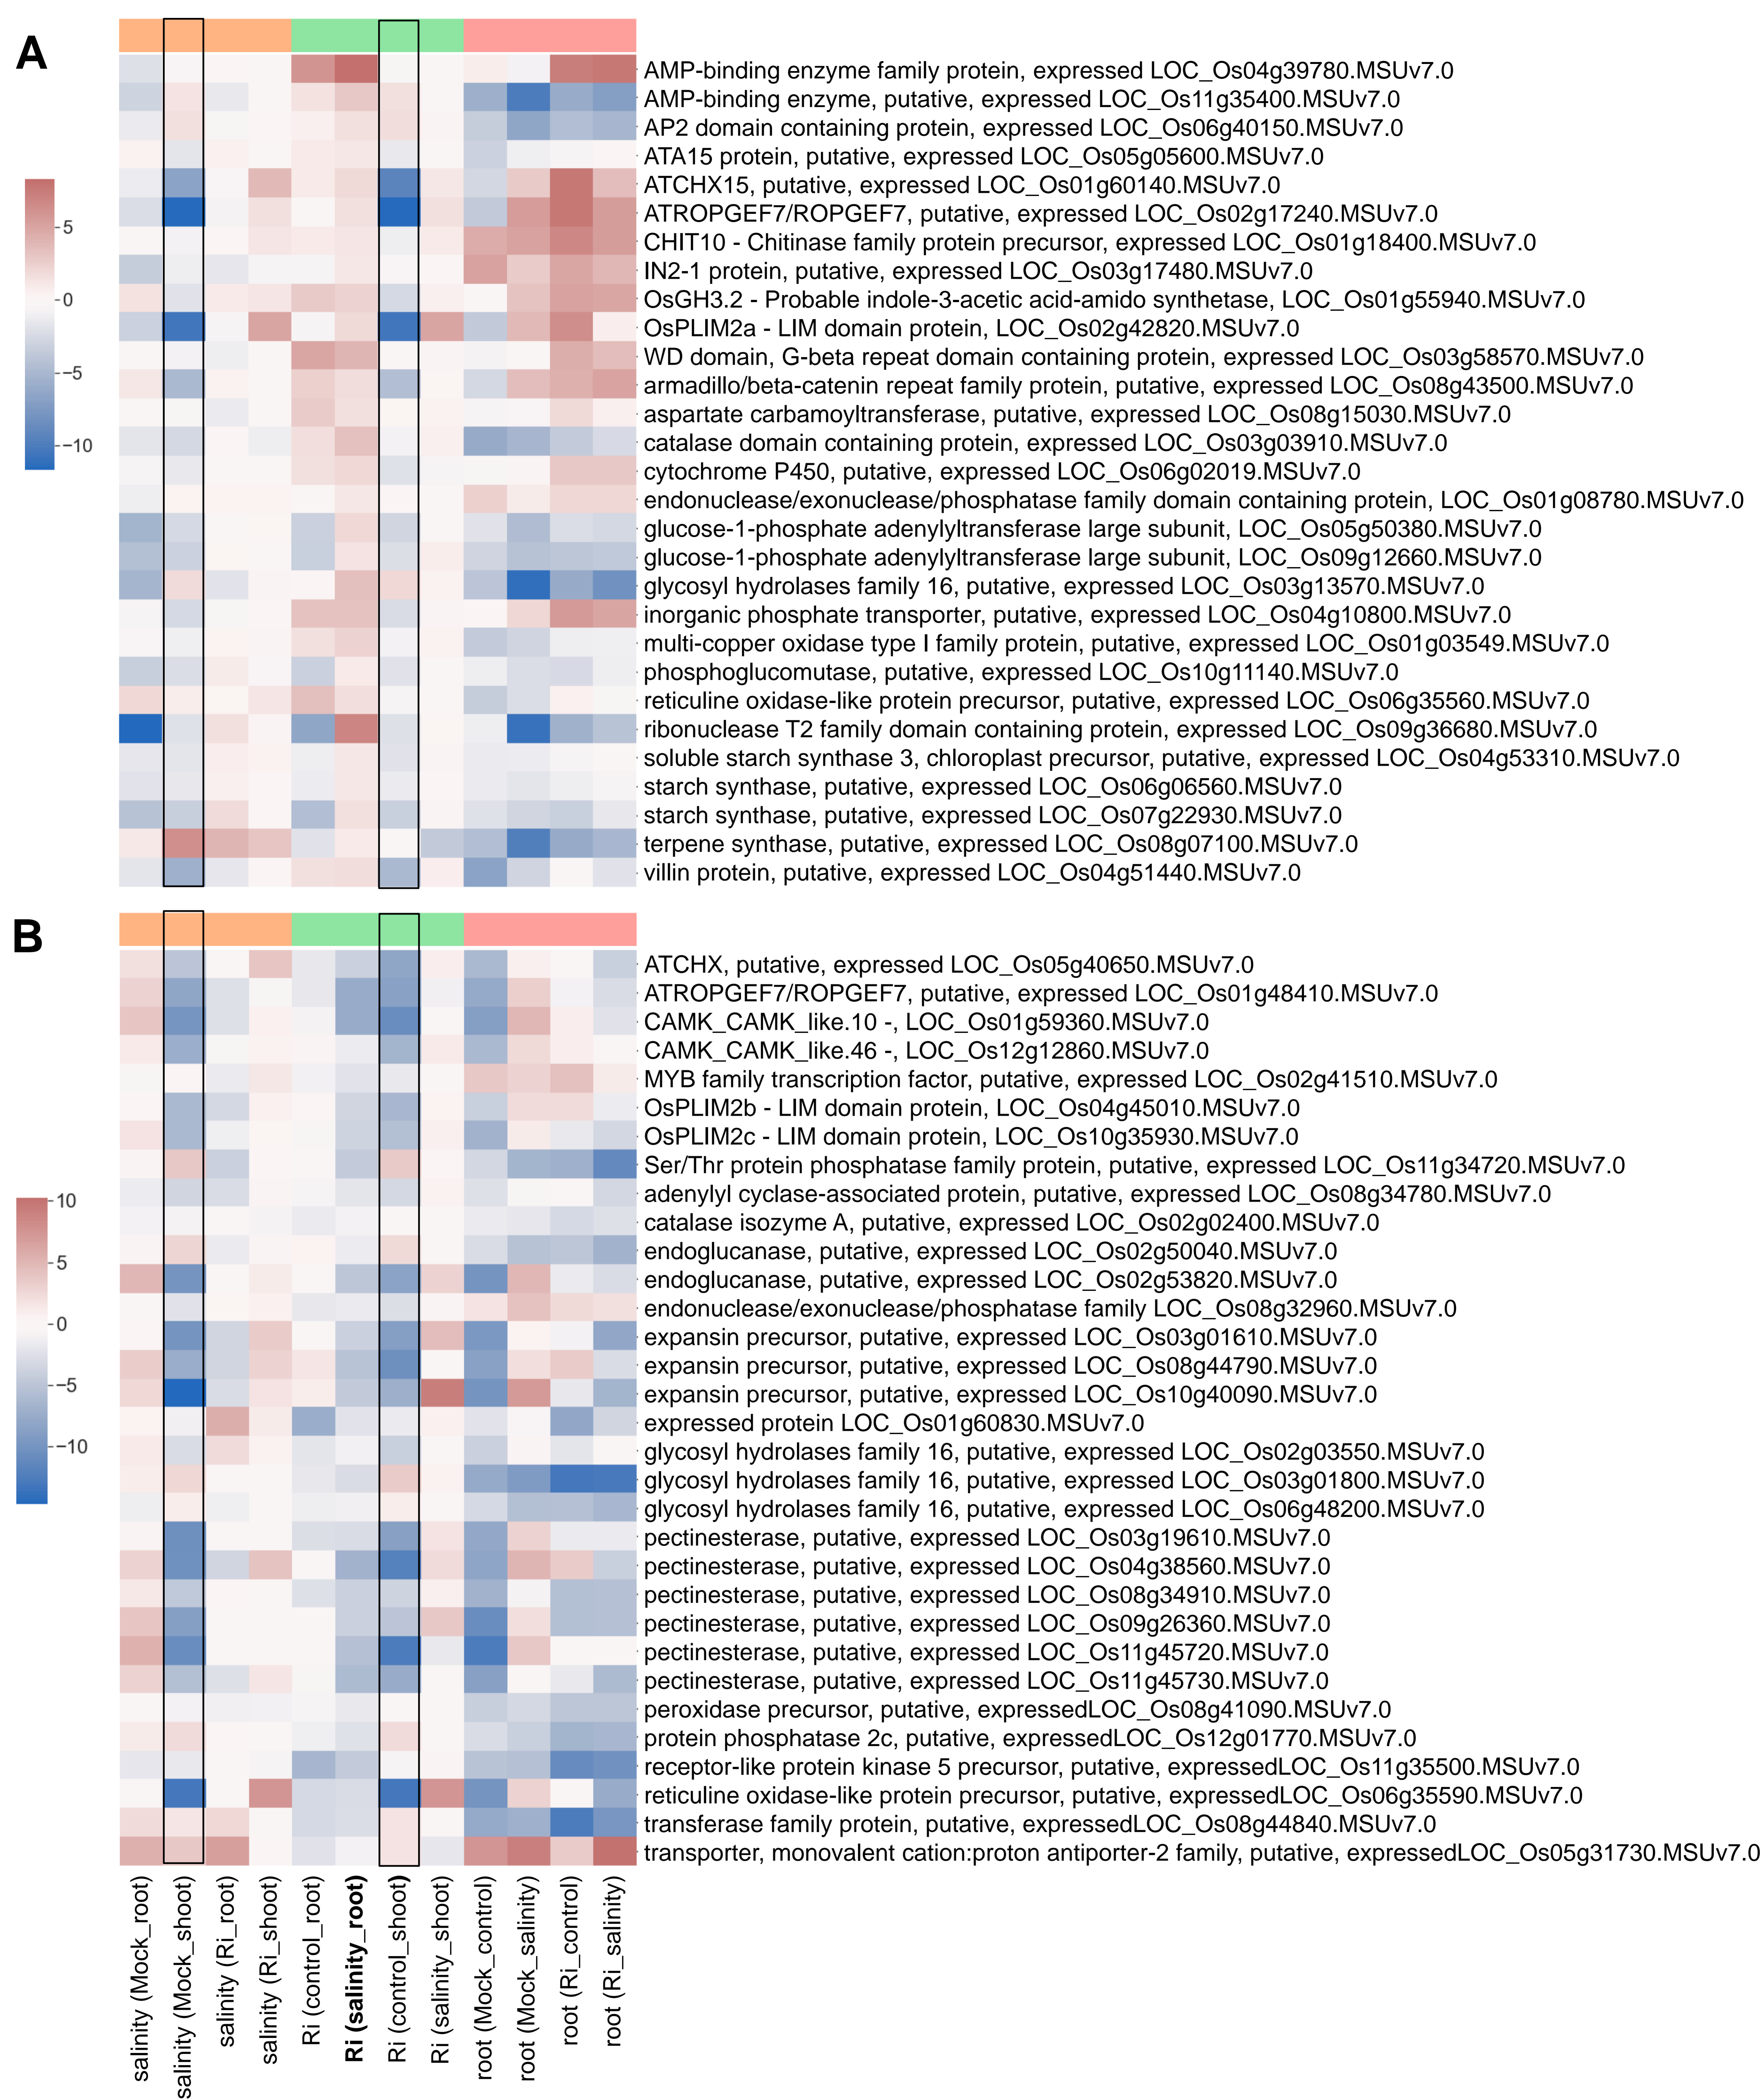

Figure S6. Heatmap showing the fold change of AM-regulated DEGs under salinity in roots
(A) AM-upregulated DEGs. **(B)** AM-downregulated DEGs. The log₂(fold change) values of AM-regulated DEGs were visualized with a heatmap. The color bar on top of the heatmap indicates the DE comparison groups: orange – salinity effect; green – AM symbiosis; pink – tissue difference. On the x-axis, each column represents a pairwise comparison to show the effect causing the DE, and inside the parentheses are the condition.

FIGURE S7

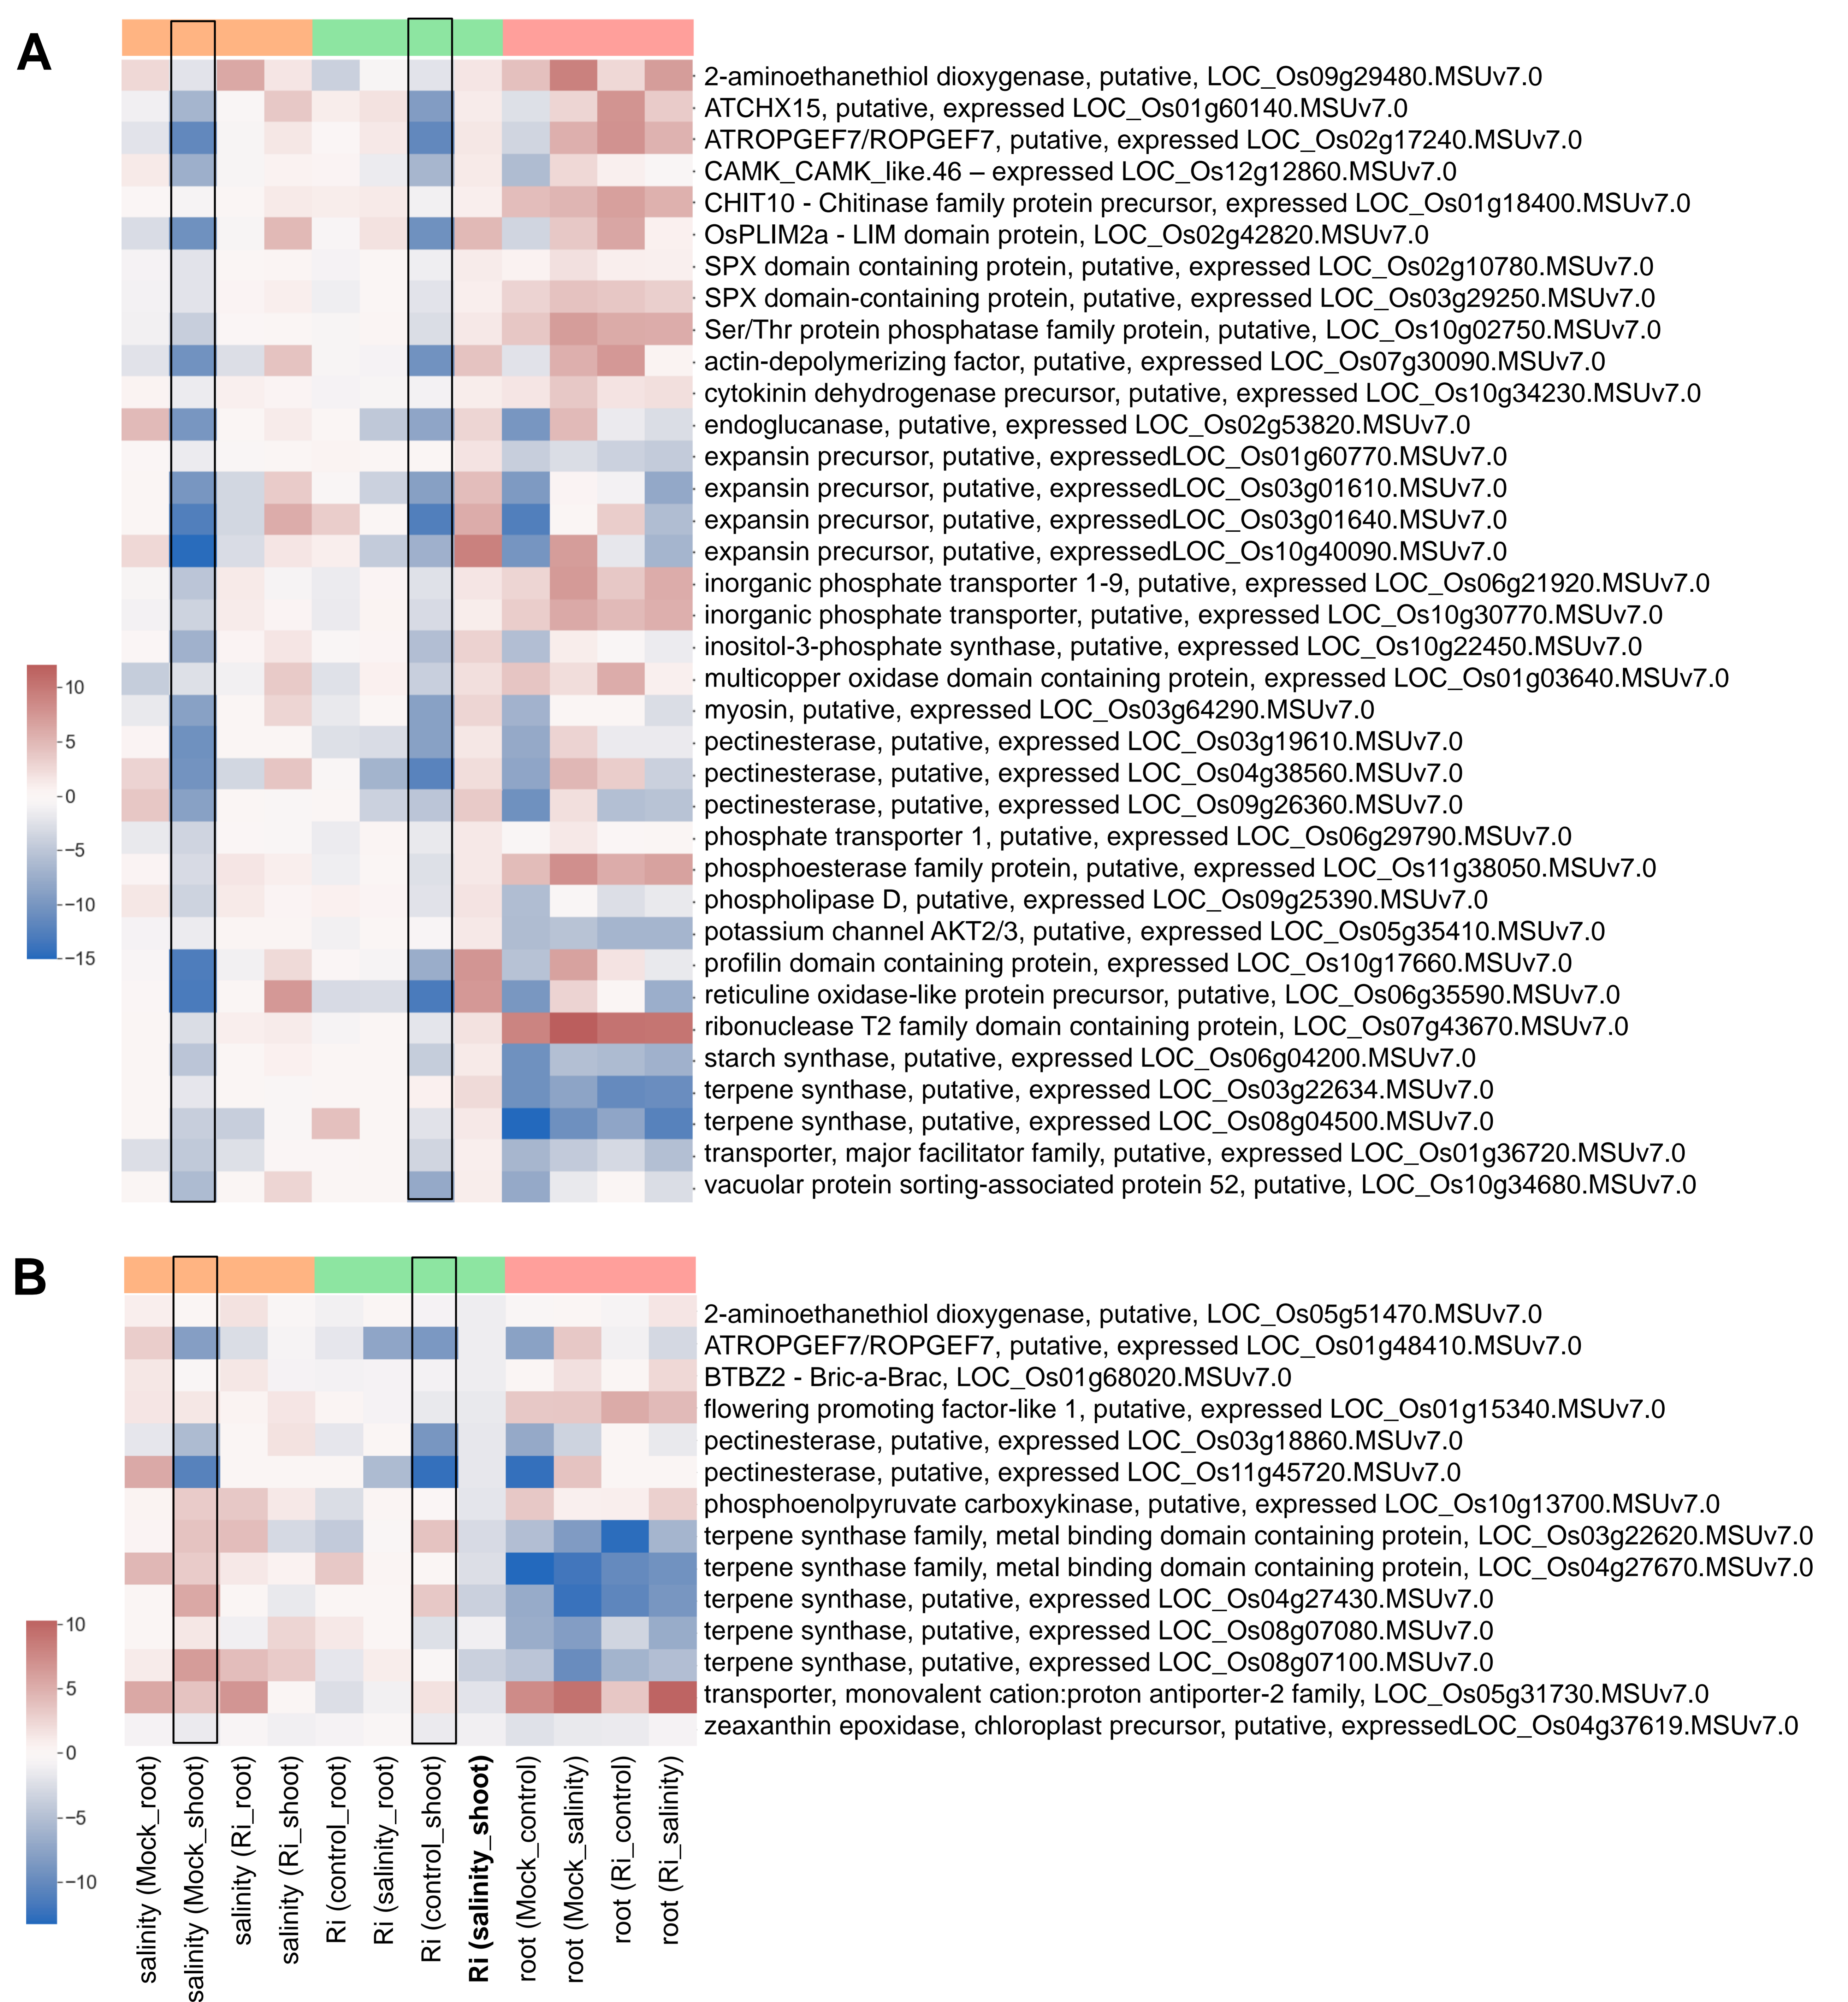

Figure S7. Heatmap showing the fold change of AM-regulated DEGs under salinity in shoots
(A) AM-upregulated DEGs. **(B)** AM-downregulated DEGs. The log₂(Fold Change) value of AM-regulated DEGs were visualized with heatmap. The color bar on top of the heatmap indicated the DE comparison groups: orange – salinity effect; green – AM symbiosis; pink – tissue difference. On the x-axis, each column represents a pairwise comparison to show the effect causing the DE, and inside the parentheses are the condition.

How the deposited data were processed for this re-analysis (not part of the article)

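The authors sequenced RNA of roots and shoots of rice cv. Nipponbare, mock inoculated or inoculated with Rhizophagus irregularis, grown at 0 or 150 mM NaCl and harvested 8 weeks post inoculation. Replicates are biological replicates by the paper, each of 2 plants, and NaCl was given only over the last weeks before harvest. Each group has 3 libraries, apart from mycorrhizal roots at 0 mM with 2 and mock roots at 150 mM with 2 in Supplementary Table S1. A further mock root library at 150 mM, replicate 3, stands in the files and not in that table, and it was used only as an alternative. Conditions of all libraries were taken from the sample labels. Replicate numbers are not taken to pair libraries.

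The values are TPM, scaled by the authors for each library before deposit, as the file headers state, in 1 table for the 0 mM and another for the 150 mM libraries. Each line is a transcript of the Oryza sativa v7.0 gene models with a description. By the submitters' notes the processing used FastQC 0.11.8, Trimmomatic 0.39, Bowtie2 and RSEM, while the paper's methods name STAR, give Salmon as the source of its TPM and take fold changes from a count-based package, and Supplementary Table S1 gives a separate Trinity assembly for each NaCl level. Which of these made the deposited TPM tables was not settled here, nor how transcripts were chosen for listing. The 0 mM table lists 30622 transcripts of 27176 loci and the 150 mM table 40376 transcripts of 35617 loci, of which 25814 loci stand in both, 1362 only in the first and 9803 only in the second. TPM of the listed loci sums to 454267 to 786724 in roots and 826579 to 835665 in shoots at 0 mM, and to 239941 to 489212 in roots and 797654 to 869926 in shoots at 150 mM, so transcripts outside the tables took part in the scaling. Gene names come from the descriptions in the files, the paper or common knowledge, since the reference gene table named 0 of 36979 loci.

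TPM was summed over the transcripts of a locus and taken as log2(TPM + 1). Loci with a TPM of at least 1 in at least 2 of the libraries fitted were tested, 23545 at 0 mM and 26763 at 150 mM (26973 with mock root replicate 3). A linear model with 1 coefficient for each of the 4 groups of a table was fitted with limma 3.58.1 in R 4.3.3, with a mean-variance trend in the empirical Bayes step and Benjamini-Hochberg adjustment over the loci tested. A gene passed at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper, which tested read counts and filtered low values otherwise. Comparisons were mycorrhizal against mock in each tissue, root against shoot in each treatment, and the difference of the AM effect between tissues (limma interaction), each within a table. The standard error given with a log2 fold change is the moderated one of limma, and ± is the SD over libraries. Tables were read with data.table 1.17.8 and with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15.

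Gene lists fixed before the data were examined covered AM-induced markers, phosphate starvation, Na+ and K+ transport, ABA and osmotic stress, antioxidant enzymes, photosynthesis, root nutrient transporters, floral MADS-box genes, tapetum and anthers, mature pollen, seed storage, florigens, leaf senescence, strigolactones, starch synthesis, cellulose synthases, expansins of vegetative tissue and diterpenoid phytoalexins. Genes of the terms shown in Figures 5 to 7 were copied from the paper and adjusted apart from these, 17 and 13 lists to a family. Lists with at least 3 tested genes were compared with all other genes by camera of limma with a preset correlation of 0.01, and again with an estimated correlation. Each list was also tested by fry, which asks whether its own genes moved and compares them with no other genes. Counts of a list that passed are given over all genes tested and after adjustment over the list alone. Gene classes the paper names without IDs were matched on the descriptions.

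Named genes were chosen by a rule set before the data were examined: the genes the paper names with a locus ID and its RT-qPCR reference, 2 to 4 members of each list with the smallest adjusted p and any member going the other way, and among the 10 largest rises and 10 largest falls of each AM comparison, with libraries not overlapping and a mean of at least 5 TPM in the higher group, those with a gene name. The paper's tables of region 7 genes had been read before that rule was written. Members of the gene classes were named after their values were seen.

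Alternatives set before the data were examined were a pseudocount of 0.1 or 5, no filter, a filter at 5 TPM, quantile normalization, median-ratio scaling, a factor for the replicate number, a fit on the 2 groups compared, limma's array weights, mock root replicate 3 added, and each replicate left out in turn. Those added later were TPM rescaled to the sum of the listed loci, the 0 mM shoots without both mock libraries with pollen transcripts, the fit on 2 groups for single genes of the AM comparisons, calls on the paper's genes after rescaling, and mock root replicate 3 in the replicate similarity and in the AM by tissue interaction at 150 mM. A gene or count is called dependent on an alternative where its direction or call changed, or where a count moved by over 1.5 times.

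Tests between 0 and 150 mM, the interaction of AM and NaCl level, overlaps across the 7 regions of the paper's diagram and a fit over all 8 groups had been planned only for tables that list the same loci, and they were not run. Levels at the 2 NaCl levels are given side by side. The likeness of the AM effect at 0 mM and the salinity difference of mock shoots is given as Pearson's r, the share of like signs and the covariance over 22448 loci in both tables, with no p, and was compared with unchanged groups simulated from all sign flips of the residuals of whole libraries. Draws without spread were left out of r and of the share of signs, which was decided after a first run. Physiology, microscopy, RT-qPCR and enrichment of GO terms were not analysed here.

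The paper's cleaned reads per library were 55837078 to 60539616 in mock and 54628686 to 67662786 in mycorrhizal roots and 55668484 to 75923448 and 52721372 to 65102524 in shoots at 0 mM, and 52373242 to 57846054, 59029786 to 71744888, 47156398 to 61126362 and 53617742 to 59381176 in the same order at 150 mM. TPM does not carry the read counts, so the counting error of single genes is not given and the spread between libraries stands for the precision. The tests were tried on simulated data in which each gene had independent normal noise with its own residual SD. At each size 100 genes were changed, chosen among those at a level of at least 5 TPM in mock plants. Noise shared between the genes of a library was not simulated, and no gene at a lower level was changed, so the rates that follow cover neither. Of genes changed by a log2 of 1.5, the AM comparisons found 66% in roots and 74% in shoots at 0 mM and 53% and 71% at 150 mM, and of genes changed by 3 they found 96%, 98%, 97% and 100%, with 7, 13, 6 and 15 false calls.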

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

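The tests of sequencing depth and of mature pollen genes were chosen after the result was seen, as was the use of mock root replicate 3 in the AM by tissue interaction.

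Mock root replicate 3 at 150 mM, a library that the paper does not list, held AM-induced transcripts that are close to absent from the 2 listed mock roots. On a scale from 0 (mean of the listed mock roots) to 1 (mean of the mycorrhizal roots) its median position over 11 markers, of which 3 reached 1 TPM in a listed mock root, was 1.122 in log2(TPM + 1), with single genes at 1.04 to 6.22. The scaling does not account for this, since after quantile normalization its mean r with mycorrhizal roots still exceeded that with mock roots by 0.0212. RNA of colonized roots in this library may be the source, through a wrong label or a mock plant that became colonized, which these values do not separate. The paper reports no AM fungi in mock plants at either NaCl level, in words and without a value for each plant. A swap inside the 150 mM roots would leave a mycorrhizal library without markers and the lowest of them had 40.6 TPM of LOC_Os01g46860. No biological explanation given by the design was tested.

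Mock shoot replicates 1 and 2 at 0 mM held transcripts of mature pollen, with 661 and 223 TPM of LOC_Os03g01650 and 142 and 47.0 TPM of LOC_Os03g01640, against at most 0.70 TPM in the other 4 shoot libraries, where 2 of the 5 pollen genes reached 1 TPM. For flowers that still hold a tapetum, the mean of the tapetum and anther list in replicate 1 was -2.81 relative to the highest other shoot library in log2(TPM + 1). That library is a mycorrhizal shoot in which this list stood highest, and shoots hold all 12 of these genes. A comparison with it cannot decide whether replicate 1 held such flowers. Depth is argued against, since replicate 1 ranked 5 among the 6 shoot libraries by cleaned reads. RNA of mature pollen may be the source, with a mean of the pollen list 1.234 above the next library, which is mock replicate 2. Panicles at anthesis in part of the harvested shoots would be a biological explanation, and the stage of each plant is not given, so this stays untested.

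The AM effect at 0 mM and the difference between mock shoots at 150 and 0 mM went the same way over 22448 genes, with an r of 0.374, like signs in 60.4% and a covariance of 0.3096. Both use the mock shoots at 0 mM, and in unchanged groups simulated from the residuals this sharing gave a covariance of at most 0.181. That argues against the spread of the shared libraries as the whole source of the covariance, as far as a simulation on 9 libraries goes. The simulated r (0.567 on average) and share of like signs (64.0%) were above the observed ones, so shared libraries may be part of the likeness. Mock shoot replicate 1 alone is argued against, since the covariance was 0.2611 without it, and it was 0.2329 without replicate 2 and 0.491 without replicate 3. Replicates 1 and 2 both held pollen transcripts, and leaving out either keeps the other, so their joint part was not tested. The simulation does not settle it, since a shift that these 2 libraries share is partly removed with the group mean. A response common to AM symbiosis and salt stays open and untested, as does any difference between the 2 tables, which goes with the NaCl level.

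At 0 mM the AM effect differed between shoots and roots in 818 genes by the limma interaction, 361 of them with the higher AM effect in shoots. Which direction holds the majority rested on a single library, since that share, 44.1%, was 78.3% without mock root replicate 2 and 20.1% to 49.9% without any other library, and it was 32.7% after quantile normalization and 23.3% after rescaling to the sum of the listed loci, chosen after the result was seen. The count was 2712 and 456 without mock root replicate 2 and 3, 532 and 1250 without mock shoot replicate 2 and 3, 201 and 219 without mycorrhizal root replicate 1 and 3, and 403 without mycorrhizal shoot replicate 2.

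For GH3.2 (LOC_Os01g55940) the AM effect in shoots minus that in roots was -4.20 on the log2 scale at 0 mM (standard error 0.54, adjusted p = 0.0011). For XTH19 (LOC_Os03g01800) each root library is listed at 0, so the interaction restates the log2 fold change of 3.56 in shoots and is no test of a difference between tissues. For PAP7 (LOC_Os11g34720) the interaction was 3.16 (standard error 0.60, adjusted p = 0.016). Its roots were near the floor, so this mostly restates the fold change in shoots and is a weak test of a difference between tissues.

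At 150 mM the AM effect differed between shoots and roots in 414 genes, and in 66 with mock root replicate 3 added. The share with the higher AM effect in shoots, 54.3%, was 28.0% to 80.5% without single libraries, 34.5% after quantile normalization and 81.8% with mock root replicate 3. The count was 107 and 116 without mock root replicate 1 and 2, 182 and 1043 without mycorrhizal root replicate 2 and 3, and 260 and 271 without mycorrhizal shoot replicate 1 and 2.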

How the results depend on the processing

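The rescaling to the sum of the listed loci, the fit without both mock shoot libraries with pollen transcripts, the fit on 2 groups for single genes, and mock root replicate 3 in the replicate similarity and in the AM by tissue interaction were chosen after the data were seen. Of the counts of passing genes for AM effects and tissue differences, 88 stayed within 1.5 times under an alternative and 41 moved further. The AM effect counts were 1479 in roots and 697 in shoots at 0 mM and 720 and 268 at 150 mM. With a pseudocount of 5 they were 841, 449, 293 and 153, and the tissue counts 4326 in mock and 5835 in mycorrhizal plants at 0 mM and 11744 in mock plants at 150 mM, since a larger pseudocount shrinks fold changes. With a pseudocount of 0.1 the count in shoots at 150 mM was 57, without a filter 164 and with median-ratio scaling 177. Limma's array weights, which stopped before convergence, gave 3039, 2977, 1573 and 424. Fits on 2 groups only gave 445 and 3 in shoots at 0 and 150 mM, rescaling 1133 and mock root replicate 3 433 in roots at 150 mM, and leaving out both libraries with pollen transcripts 53 in shoots at 0 mM, with 1 mock library assumed to vary like the other groups. Tissue counts at 150 mM, 19008 in mock and 21584 in mycorrhizal plants, were 6839 and 7064 after quantile normalization, 7390 and 7406 with median-ratio scaling, and 10677 and 12473 after rescaling. The AM by tissue interaction at 150 mM, 414 genes, gave 224 with a pseudocount of 5, 274 without a filter, 702 after quantile normalization, 761 after rescaling and 66 with mock root replicate 3. Apart from the pseudocount and the filter, whose construction shows it, the cause was not tested. Without each replicate in turn the AM counts ranged from 277 to 3174 in roots and 178 to 1327 in shoots at 0 mM, and from 272 to 1634 and 223 to 484 at 150 mM, the tissue counts from 6909 to 7518 in mock and 7744 to 10243 in mycorrhizal plants at 0 mM and from 17694 to 19357 and 20772 to 21793 at 150 mM, the interaction from 201 to 2712 at 0 mM and 107 to 1043 at 150 mM, and the likeness of AM and salinity effects from an r of 0.318 to 0.469. The share of passing genes higher with AM symbiosis crossed 50% when single replicates were left out, in roots at 0 mM (16.8% to 61.0%) and 150 mM (16.8% to 58.3%) and in shoots at 0 mM (32.1% to 52.7%) and 150 mM (37.8% to 73.1%). Under each alternative that r moved by less than the SD of r over the simulated unchanged groups, which is not an error of the observed r. The replicate similarity moved by less than the SD of r over library pairs of one group. The median log2 fold change of all genes went from -0.31 to -0.03 in roots at 0 mM and from -0.25 to -0.02 at 150 mM with quantile normalization, from 0.13 to 0.01 in shoots at 150 mM, and in tissue differences from -0.34 to 0.06 and -0.66 to 0.02 at 0 mM and from -1.42 to 0.03 and -1.85 to 0.03 at 150 mM in mock and mycorrhizal plants.

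Of the values for single genes named in the text under an alternative, 1316 kept their direction and side of the threshold, 186 lost and 3 gained the call and 17 turned. Of the calls lost, 36 were lost in fits on the 2 groups compared, 17 in shoots at 0 mM (adjusted p up to 0.14), 1 in roots at 150 mM (0.083) and 18 in shoots at 150 mM (up to 0.19), where 3 genes of all tested passed in that fit. Of 5 genes named by the paper that passed in shoots at 0 mM, 1 passed without both libraries with pollen transcripts, LOC_Os07g22930 (adjusted p = 0.043). The other 4 lost the call (adjusted p up to 0.22), and their log2 fold changes, 1.80 to 2.31 in size, were smaller than with all libraries, with 1 mock library left. For gene lists, compared with all other genes, the numbers were 527, 52, 11 and 16. By fry, which tests a list against no change, 30 of 50 lists had the direction and call of camera, 15 were called by camera alone and 4 by fry alone, and the acid phosphatases between tissues (median 0.114) had another direction and no call by either. A list is said to turn when its direction against all other genes by camera changes, which its own median need not do. Lists turned by leaving out a replicate, with the range of their median log2 fold change, were strigolactones in roots at 0 mM (without mock 2 or mycorrhizal 1, -0.871 to -0.636), and in shoots at 0 mM pollen tube growth (without mock 1, -1.86 to -0.0199), pollination (without mock 1 or 2, -1.01 to 0.0594), cell wall modification (without mock 3, 0.827 to 1.75) and carboxylic ester hydrolases (without mycorrhizal 2 or 3, 0.0261 to 0.473). At 150 mM they were cell wall modification in shoots (without mycorrhizal 3, -0.0889 to 0.373) and phosphate starvation in roots (without mock 2 or mycorrhizal 1 or 2, -0.88 to -0.159). Strigolactones also turned after quantile normalization (-0.352), and phosphate starvation in roots at 150 mM with a pseudocount of 0.1 (-0.443) and after quantile normalization (0.0217). In these the median itself changed sign only for pollination without mock 1, cell wall modification at 150 mM, and phosphate starvation after quantile normalization, and no turned list had an adjusted p under 0.05 in the fit where it turned. Genes turned in roots at 150 mM by adding mock replicate 3 were LOC_Os04g53310 (-0.164), LOC_Os05g50380 (-0.247), LOC_Os06g06560 (-0.0883), LOC_Os07g22930 (-0.455) and LOC_Os10g25310 (-0.212), and by leaving out a replicate LOC_Os07g22930 (without mycorrhizal 3, -0.318 to 0.837), LOC_Os10g25310 (without mycorrhizal 3, -0.0344 to 0.392), LOC_Os01g21034 (without mock 1, -0.288 to 0.0805) and LOC_Os02g02890 (without mycorrhizal 1, -0.425 to 0.226, and 0.253 after quantile normalization). In shoots they were LOC_Os03g09250 at 0 mM (without mock 2 or mycorrhizal 3, -0.161 to 0.400), and at 150 mM LOC_Os02g02890 (without mock 3, -0.0812 to 0.385), LOC_Os07g22930 (without mock 3, -0.0595 to 1.40), LOC_Os11g34720 (without mock 2 or mycorrhizal 1, -0.558 to 0.600) and LOC_Os01g21034 (without mycorrhizal 3, -0.0918 to 0.573). None of these genes passed in limma in these comparisons, and the cause was not tested.

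Whether replicate numbers link libraries across groups was not settled. After removing group means a library was closest to the one of its own number in 1 of 2 pairs for the AM effect in roots and 0 of 3 in shoots at 0 mM, and in 0 of 2 and 0 of 3 at 150 mM. Between roots and shoots it was in 2 of 3 pairs of mock plants (r 0.0235 to 0.163) and 0 of 2 of mycorrhizal plants at 0 mM, and in 1 of 2 (0.000654 to 0.115) and 1 of 3 at 150 mM. With a replicate block the AM counts were 1449, 580, 609 and 243, the interaction counts 603 and 314, and the strigolactone list turned against all other genes (median -0.78). Splits of 6 libraries into 3 and 3 number 10, too few for a share under 0.05. A count as large as the real one came from 1 split for the AM effect in shoots at 0 mM (697, highest other 4) and at 150 mM (268, highest other 93), and from 1 split for the tissue differences of mock plants at 0 mM (7514, highest other 0) and of mycorrhizal plants at 150 mM (21584, highest other 0). Planned tests between NaCl levels and the fit over all 8 groups were not run, since the tables list different loci. TPM carries no read counts, so what depth limits was not tested, and fold changes of genes below a few TPM rest on the pseudocount.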

Differences from the paper's values

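The paper's counts of changed genes were made at the same thresholds from read counts with another filter for low values, and those given here from TPM. The paper gives 2025 genes changed by AM symbiosis in shoots at 0 mM and 135 at 150 mM, where 697 and 268 passed here. Of the alternatives set before the data were examined, the count at 0 mM came within 1.5 times of the paper's with limma's array weights (2977) and not with the 14 others. At 150 mM it did with a pseudocount of 5 (153), no filter (164), quantile normalization (191) and median-ratio scaling (177), and not with the 12 others. Rescaling to the sum of the listed loci, chosen after the values were seen, gave 195 at 150 mM, which is within, and dropped AKT2/3, the only 1 of the paper's named genes that passed there (adjusted p = 0.11), and kept the only 1 of its region 7 lists, while at 0 mM it gave 898.

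By direction, in roots at 0 mM about 950 genes were higher and about 530 lower in mycorrhizal plants in the paper's Fig. 3B, read by eye, and 528 and 951 here. The higher count came within 1.5 times under quantile normalization (753) and median-ratio scaling (785), and the lower one under these (368 and 384), a pseudocount of 5 (484) and without mock root replicate 1 (474), and not under the other alternatives set before the data were examined. Rescaling to the sum of the listed loci, chosen after the values were seen, brought both within (900 and 368) and dropped 1 of 3 genes named by the paper that passed in these roots, LPR5 (adjusted p = 0.054), and 9 of 33 of its region 7 lists. For roots at 150 mM the paper's Fig. 3B has about 580 higher and about 240 lower, read by eye, and the values here were 275 and 445. The higher count came within under quantile normalization (548), median-ratio scaling (632) and array weights (655), and the lower one under a pseudocount of 5 (163), no filter (309), quantile normalization (338) and without mycorrhizal root replicate 1 (241) or 2 (238), and not under the others set before the data were examined. After the rescaling, chosen after the values were seen, the higher count came within (560) and the lower one did not (573), and 0 of the 5 genes named by the paper or in its region 7 lists that passed were dropped.

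In shoots at 0 mM the paper's Fig. 3B has about 760 higher and about 1300 lower, read by eye, against 272 and 425 here. The higher count came within without mycorrhizal shoot replicate 1 (634), and the lower one with array weights (1434) and without mock shoot replicate 3 (871), and not under the others set before the data were examined, nor after rescaling (368 and 530). In shoots at 150 mM the figure has about 59 higher and about 76 lower, read by eye, against 150 and 118 here. The higher count came within under a pseudocount of 5 (75), quantile normalization (70) and median-ratio scaling (67). The lower one did under a pseudocount of 5 (78), no filter (71), median-ratio scaling (110), the replicate block (94), with mock root replicate 3 (101), and without mock shoot replicate 3 (102) or mycorrhizal shoot replicate 1 (86), 2 (92) or 3 (60), and not under the 7 others set before the data were examined. Rescaling, chosen after the values were seen and dropping the call on AKT2/3, brought the lower count within (95) and not the higher one (100).

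Between roots and shoots at 150 mM the paper's Fig. 3A has about 10000 genes, read by eye, in mock and about 10000 in mycorrhizal plants, and 19008 and 21584 passed here. The paper's text has about 9000 in each condition. Both came within 1.5 times of the figure's under a pseudocount of 5 (11744 and 14580), quantile normalization (6839 and 7064) and median-ratio scaling (7390 and 7406), and not under the others set before the data were examined, and also under rescaling (10677 and 12473), which was chosen after the values were seen and for which calls on the paper's genes were not counted between tissues. Against the 9000 of the text the same settings came within, apart from the pseudocount of 5 in mycorrhizal plants (14580). The paper gives 45% of the tissue genes as higher in roots, and the share here was 21.9% in mycorrhizal plants at 0 mM, 5.41% in mock plants at 150 mM and 3.67% in mycorrhizal plants at 150 mM. It came within under quantile normalization (49.3%, 48.0% and 47.6%) and median-ratio scaling (46.8%, 42.1% and 42.0%), and not under the others set before the data were examined. Rescaling, chosen after the values were seen and with the calls on the paper's genes not counted, brought it within in mycorrhizal plants at 0 mM (46.1%) and not at 150 mM (22.5% and 17.8%).

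For single genes, a value is said to come within when it has the sign of the paper's and differs by at most the larger SD of log2(TPM + 1) of the 2 groups. This SD is not an error of either fold change. The paper's supplement gives LOC_Os01g21034 a log2 fold change with AM symbiosis of -1.0561 in roots at 0 mM, against -0.36 here. These came within with a pseudocount of 0.1 (-0.97) and with the replicate block (-0.58) and not under the 7 others. At 150 mM, also in roots, the supplement gives 0.0909102 and the value here was -0.10. Both are small and their signs differ, and of 10 alternatives only without mock root replicate 1 (0.08) did they come within. For LOC_Os01g03640 in shoots at 0 mM the supplement gives -4.21391, against -0.65 here, and for LOC_Os10g25310 in shoots at 0 mM -2.97435, against -0.998 here, and none of the 10 alternatives came within for either, the nearest being a pseudocount of 0.1 (-1.79 and -1.14).

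The paper states that AM symbiosis raised more genes than it lowered in roots at both NaCl levels. Here 528 of 1479 and 275 of 720 were higher. At 0 mM the share higher was over 50% after quantile normalization (67.2%), with median-ratio scaling (67.2%) and without mock root replicate 1 (51.1%) or 3 (57.7%) or mycorrhizal root replicate 1 (61.0%) or 3 (56.7%), and also after rescaling (71.0%), which was chosen after the values were seen and drops 1 of 3 genes named by the paper that passed and 9 of 33 of its region 7 lists. At 150 mM it was over 50% after quantile normalization (61.9%), with median-ratio scaling (60.9%) and without mock root replicate 1 (58.3%) or mycorrhizal root replicate 1 (56.7%), and 49.4% after rescaling. For shoots the paper states more lowered genes at both levels, and here 150 of 268 were higher at 150 mM. Fewer than 50% were higher there after quantile normalization (36.6%), with median-ratio scaling (37.9%), with a pseudocount of 5 (49.0%) and without mock shoot replicate 1 (37.8%).

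The paper states that AM symbiosis repressed the SPX gene LOC_Os10g25310 in shoots at 0 mM, where it did not pass here (adjusted p = 0.093). Among the settings run for it, it passed only after rescaling (-1.03, adjusted p = 0.039), a choice made after the values were seen that drops 0 of the 5 genes named by the paper that passed in these shoots and 1 of 34 of its region 7 lists. The paper also states that AM symbiosis lowered LPR5 (LOC_Os01g03640) in shoots as well as roots, and reports a like result by RT-qPCR, which was not analysed here. By limma it passed in roots (-1.96, adjusted p = 0.044) and not in shoots (adjusted p = 0.53). In shoots its mean was lower too, at a level where the pseudocount sets the fold change. The call in roots was lost when single root libraries were left out, with a pseudocount of 0.1 and after rescaling.

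For its gene classes at 150 mM the paper's text names a log2 fold change of 1, and the captions of Supplementary Figures S6 and S7 call them differentially expressed, which in its methods also takes a false discovery rate under 0.05. Counts here are given by the fold change alone and with the adjusted p. The fold changes here are differences of log2(TPM + 1), and the added 1 TPM shrinks those of genes at a few TPM. The paper's come from read counts, so a value under 1 in size here need not contradict them. Among the genes raised in roots the paper lists a multicopper oxidase, a starch synthase and a glucose-1-phosphate adenylyltransferase. Here 0 of 2, 0 of 8 and 0 of 6 tested were over 1, with 0.09, 0.68 and 0.71 as the largest, and 0 had an unadjusted p under 0.05 in limma. LPR5, a further multicopper oxidase, was below the level tested at 150 mM and is not among them. Among genes lowered in these roots it lists pectinesterases, and here 0 of 28 were under -1, with -0.93 as the smallest (2 changed at an unadjusted p under 0.05 in limma). It also lists receptor-like kinases there, of which 7 were under -1 and 7 over 1 here, and 2 fell and 6 rose with the adjusted p. With mock root replicate 3 added, 7 were under -1 and 3 over 1, and 1 fell and 0 rose with the adjusted p. Among genes raised in shoots it lists CHX15, and 0 of 13 exchangers tested were over 1 here, with 0.48 as the largest (0 at an unadjusted p under 0.05 in limma), or 1 of 16 with mock root replicate 3 in the fit (1.11).

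Other classes the paper lists reached its fold change here without passing in limma. Of those it lists as lowered in roots these were Ser/Thr phosphatases (1 of 33 under -1, at -1.01) and endoglucanases (1 of 21, at -1.10), with 3 and 3 at an unadjusted p under 0.05. Of those it lists as raised in shoots they were SPX proteins (2 of 4 over 1), inorganic phosphate transporters (1 of 13, and beside this class LOC_Os06g29790, annotated as phosphate transporter 1, at 1.42), multicopper oxidases (1 of 2) and inositol-3-phosphate synthases (1 of 2), with 3, 3, 0 and 0 at an unadjusted p under 0.05. Of the CAMK kinases 3 were under -1 and 1 over 1 in roots, and 1 fell and 1 rose with the adjusted p. The paper also lists AKT2/3, expansins, an endoglucanase and a pectinesterase as raised and terpene synthases as lowered in shoots. In the main fit AKT2/3, 3 of 44 expansins, 1 of 21 endoglucanases and 1 of 28 pectinesterases rose, and of 28 terpene synthases 6 fell and 2 rose. In a fit on the shoots alone 3 genes of all tested passed, and none of the members named in the text. AKT2/3 also lost its call after quantile normalization, after rescaling and without any 1 of the mycorrhizal shoots.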

Other observations

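In roots at 0 mM, genes of strigolactone synthesis and signalling, hormones that roots release and that AM fungi sense, went both ways with AM symbiosis. LOC_Os01g54270, annotated in the files as a transposon protein and listed before the data were examined as the synthesis gene D10, rose from 90.3 ± 42.9 (SD, n = 3) to 263 ± 28.2 (SD, n = 2) TPM (log2 fold change 1.67, standard error 0.37, adjusted p = 0.022, and up to 0.15 without mycorrhizal root replicate 1 or 3), and LOC_Os04g46470, a carotenoid cleavage dioxygenase 7, from 23.1 ± 6.95 to 50.5 ± 9.77 TPM (1.13, standard error 0.26, adjusted p = 0.025, and up to 0.18 without mycorrhizal root replicate 1 or 3, and 0.86 in log2 fold change without mock root replicate 2). LOC_Os11g01330, annotated only as an expressed protein and listed as the signalling repressor D53, fell from 63.2 ± 10.7 to 24.9 ± 3.09 TPM (-1.30, standard error 0.21, adjusted p = 0.0037, 0.067 without mycorrhizal root replicate 3, and -0.88 after quantile normalization). Of the 6 genes tested 2 rose and 1 fell (2 and 2 adjusted over the list alone, median -0.74, camera adjusted p = 0.94). Of 18 antioxidant enzymes 1 rose and 1 fell (median -0.23, adjusted p = 0.55), the riser being LOC_Os10g28000, a glutathione reductase listed at 0 in mock roots and at 2.13 ± 0.721 TPM in mycorrhizal roots (log2 fold change 1.63, standard error 0.22, adjusted p = 0.00093, and 0.51 with a pseudocount of 5). Of 17 genes of Na+ and K+ transport 1 fell and none rose (median -0.41, adjusted p = 0.87), and of 5 florigen and flowering genes 1 rose. None of 6 cellulose synthases (median -0.80, adjusted p = 0.72), 4 leaf senescence genes (-0.51, 0.82) and 11 genes of diterpenoid phytoalexins (0.01, 0.055) passed in limma (0, 0 and 1 at an unadjusted p under 0.05).

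Mycorrhizal shoots at 0 mM had 1 of the strigolactone genes lower, LOC_Os01g54270, from 5.22 ± 0.880 (SD, n = 3) to 0.570 ± 0.0721 (SD, n = 3) TPM (-1.98, standard error 0.33, adjusted p = 0.011, 0.052 without mycorrhizal shoot replicate 2, and 0.15 with a pseudocount of 5), while 1 of 4 leaf senescence genes fell, the pheophorbide a oxygenase LOC_Os03g05310 of chlorophyll breakdown from 43.2 ± 12.0 to 19.4 ± 3.89 TPM (-1.10, standard error 0.26, adjusted p = 0.042, 0.064 in a fit on the shoots alone, and up to 0.17 without any 1 of mock shoot replicates 1 to 3 or mycorrhizal shoot replicate 2 or 3, 0.061 with a pseudocount of 0.1, and -0.96 in log2 fold change with 5). The median of the list was -0.73 (camera adjusted p = 0.020, 0.13 without mock shoot replicate 3, 0.11 without mycorrhizal shoot replicate 3, and adjusted p = 0.42 with an estimated correlation). OsHKT1;1 (LOC_Os04g51820), a Na+ transporter, fell from 6.50 ± 3.07 to 1.83 ± 0.273 TPM (-1.33, standard error 0.32, adjusted p = 0.046, 0.083 in a fit on the shoots alone, and up to 0.17 without mock shoot replicate 1 or 3 or any 1 of the mycorrhizal shoots, 0.10 with a pseudocount of 0.1, and -0.72 in log2 fold change with 5). Of 8 root nutrient transporters 3 fell and none rose (median -0.94, camera adjusted p = 0.0088, and adjusted p = 0.39 with an estimated correlation), and of 5 florigen and flowering genes 2 fell (median -0.11, adjusted p = 0.12). Of 12 tapetum genes 10 had a higher mean (median 0.82, camera adjusted p = 0.020, up to 0.35 without mock shoot replicate 1 or mycorrhizal shoot replicate 2, and adjusted p = 0.43 with an estimated correlation), and none passed in limma (4 at an unadjusted p under 0.05). None of 16 photosynthesis genes (median -0.35, adjusted p = 0.091), 18 antioxidant enzymes (-0.07, 0.41), 6 cellulose synthases (0.57, 0.091) and 11 genes of diterpenoid phytoalexins (0.21, 0.24) passed in limma (2, 3, 0 and 1 at an unadjusted p under 0.05).

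With 150 mM NaCl, LOC_Os01g54270 also rose in mycorrhizal roots, from 46.9 ± 26.5 (SD, n = 2) to 174 ± 47.9 (SD, n = 3) TPM (1.95, standard error 0.36, adjusted p = 0.010, 0.15 without mock root replicate 2 and 0.29 with mock root replicate 3), as 1 of 6 strigolactone genes, and 1 of 12 expansins of vegetative tissue fell there (none with mock root replicate 3). None of 17 antioxidant enzymes (median -0.31, adjusted p = 0.68), 17 Na+ and K+ transport genes (-0.14, 0.52), 6 cellulose synthases (-0.20, 0.68), 11 diterpenoid phytoalexin genes (-0.13, 0.46), 3 seed storage genes (-0.04, 0.50), 4 florigen genes (0.18, 0.30) and 5 senescence genes (-0.84, 0.081) passed in these roots in limma (3, 2, 0, 1, 0, 0 and 3 at an unadjusted p under 0.05). In mycorrhizal shoots 1 of 8 root nutrient transporters rose, LOC_Os03g01700, annotated only as an expressed protein and listed as the silicon transporter Lsi2, from 1.80 ± 2.09 (SD, n = 3) to 9.27 ± 1.12 (SD, n = 3) TPM (2.11, standard error 0.41, adjusted p = 0.027, 0.14 in a fit on the shoots alone, and up to 0.087 without mock shoot replicate 1 or 3 or any 1 of the mycorrhizal shoots, and 0.053 and 0.054 with pseudocounts of 0.1 and 5). All 16 floral MADS-box genes had a higher mean in these shoots (median 1.05, camera adjusted p = 2.7e-05, and adjusted p = 0.54 with an estimated correlation), as did all 10 tapetum genes (0.96, 0.0036, and adjusted p = 0.47 with an estimated correlation) and all 14 starch genes (0.49, 0.016, and adjusted p = 0.54 with an estimated correlation), and all 5 senescence genes a lower mean (-0.46, 0.00035, and adjusted p = 0.47 with an estimated correlation). None of these 45 genes passed in limma. At an unadjusted p under 0.05 there were 9, 3, 4 and 2 of them. None of 19 photosynthesis genes (median -0.13, adjusted p = 0.0068, and adjusted p = 0.54 with an estimated correlation), 17 antioxidant enzymes (0.21, 0.76), 6 cellulose synthases (0.58, 0.053), 11 diterpenoid phytoalexin genes (0.51, 0.27), 3 seed storage genes (0.34, 0.33), 4 florigen genes (0.43, 0.12) and 6 strigolactone genes (0.02, 0.67) passed in limma (5, 0, 3, 5, 0, 1 and 2 at an unadjusted p under 0.05). Without mock shoot replicate 1 the camera calls on MADS-box, tapetum and photosynthesis genes were lost, without mycorrhizal shoot replicate 3 those on photosynthesis and starch genes, and without mock shoot replicate 3 or with a pseudocount of 0.1 that on starch genes.

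LOC_Os02g02890, which the paper used as reference in RT-qPCR, had 1839 ± 384 (SD, n = 3) TPM in mock and 1103 ± 175 (SD, n = 2) TPM in mycorrhizal roots at 0 mM (log2 fold change -0.73, standard error 0.28, adjusted p = 0.13) and 2566 ± 138 and 1680.0 ± 249 TPM in shoots (-0.62, standard error 0.25, adjusted p = 0.21). At 150 mM the log2 fold changes were -0.16 (standard error 0.39, adjusted p = 0.92) in roots, which turned to 0.25 after quantile normalization and to 0.23 without mycorrhizal root replicate 1, and 0.17 (standard error 0.35, adjusted p = 0.91) in shoots. Between mock shoots at 150 and 0 mM, with no test, LOC_Os02g02890 differed by -1.585 on the log2 scale. The SPX gene LOC_Os10g25310 had -1.05 (standard error 0.33, adjusted p = 0.072) in roots at 0 mM, and it passed without mock root replicate 2 (-1.34, adjusted p = 0.0090). In roots and shoots at 150 mM its values were 0.18 (standard error 0.36, adjusted p = 0.88) and 0.42 (standard error 0.32, adjusted p = 0.66), and LOC_Os01g21034 had -0.10 (standard error 0.35, adjusted p = 0.97) in roots at 150 mM.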
